# Phytosulfokine downregulates defense‐related WRKY transcription factors and attenuates pathogen‐associated molecular pattern‐triggered immunity

**DOI:** 10.1111/tpj.17115

**Published:** 2024-12-11

**Authors:** Dian Liu, Joanna Jelenska, Jessica M. Morgan, Jean T. Greenberg

**Keywords:** *Arabidopsis thaliana* (L.) *Heynh.*, phytosulfokine, RNA‐seq, plant defense, WRKY, flg22, PAMP

## Abstract

Phytosulfokine (PSK) is a plant growth‐promoting peptide hormone that is perceived by its cell surface receptors PSKR1 and PSKR2 in Arabidopsis. Plants lacking the PSK receptors show phenotypes consistent with PSK signaling repressing some plant defenses. To gain further insight into the PSK signaling mechanism, comprehensive transcriptional profiling of Arabidopsis treated with PSK was performed, and the effects of PSK treatment on plant defense readouts were monitored. Our study indicates that PSK's major effect is to downregulate defense‐related genes; it has a more modest effect on the induction of growth‐related genes. WRKY transcription factors (TFs) emerged as key regulators of PSK‐responsive genes, sharing commonality with a pathogen‐associated molecular pattern (PAMP) responses, flagellin 22 (flg22), but exhibiting opposite regulatory directions. These PSK‐induced transcriptional changes were accompanied by biochemical and physiological changes that reduced PAMP responses, notably mitogen‐activated protein kinase (MPK) phosphorylation (previously implicated in WRKY activation) and the cell wall modification of callose deposition. Comparison with previous studies using other growth stimuli (the sulfated plant peptide containing sulfated tyrosine [PSY] and *Pseudomonas simiae* strain WCS417) also reveals WRKY TFs' overrepresentations in these pathways, suggesting a possible shared mechanism involving WRKY TFs for plant growth–defense trade‐off.

## Significance Statement

Our study reveals that phytosulfokine (PSK) promotes plant growth by suppressing defense mechanisms, highlighting a key link between growth regulation and immune response. By demonstrating how PSK downregulates WRKY TFs and associated kinase activity, this research provides valuable insights into plant biology, offering potential strategies for improving crop yield and pathogen resistance.

## INTRODUCTION

Plants have signaling systems that control their development and help them adapt to changing environments. In many cases, adaptation is mediated by non‐proteinaceous phytohormones like auxins and gibberellins (Davière & Achard, 2013; Leyser, 2018). However, many secreted peptides also play important roles in plant signaling via cell surface receptors (Boller, 2005; Czyzewicz et al., 2013; Matsubayashi, 2014).

Phytosulfokine (PSK) is a disulfated pentapeptide Tyr(SO_3_H)‐Ile‐Tyr(SO_3_H)‐Thr‐Gln (Matsubayashi & Sakagami, 1996). It is synthesized from prepropeptides encoded by five precursor genes (PSK1‐5) (Lorbiecke & Sauter, 2002; Yang et al., 2001). The prepropeptides are sulfated by tyrosylprotein sulfotransferase (TPST), which is a membrane‐bound enzyme localized in the *trans‐*Golgi network and encoded by a single gene in Arabidopsis (Komori et al., 2009). This enzyme also sulfates other plant peptides such as plant peptide containing sulfated tyrosine (PSY) and root growth meristem factor (Kaufmann & Sauter, 2019). Sulfated PSK precursors subsequently undergo proteolytic cleavage in apoplast and become active pentapeptides (Srivastava et al., 2008). In Arabidopsis, PSK is perceived by its receptors (PSKR1 and PSKR2) (Kutschmar et al., 2009; Stührwohldt et al., 2011) that reside at the plasma membrane (Hartmann et al., 2014). PSKRs are receptor‐like kinases with an extracellular domain, a single transmembrane helix, and an intracellular kinase domain (Matsubayashi et al., 2002). So far, no functional differences were reported for the two receptors, but PSKR1 is more well studied (Hartmann et al., 2013). The extracellular domain of PSKR1 consists of a leucine‐rich repeat (LRR) region with 21 LRRs, and a 36‐amino‐acid island domain intercepts LRRs 17 and 18 (Matsubayashi et al., 2002). A 15‐amino‐acid fragment of the island domain (Glu503‐Lys517) was identified as a ligand binding site (Shinohara et al., 2007) and PSK binding causes allosteric activation of PSKR1 (Wang et al., 2015). PSKR1 is a calmodulin‐binding protein that can associate with Ca^2+^ *in planta* (Muleya et al., 2014). Ca^2+^ regulates both the kinase and guanylate cyclase activities of PSKR1 *in vitro* (Irving et al., 2018). To date, the kinase substrates and cGMP‐regulated proteins, TFs, and gene targets have not been identified (Sauter, 2015).

Previous studies have illustrated PSK's role in promoting root elongation and leaf growth via cell division and cell growth promotion effects (Kutschmar et al., 2009; Matsubayashi et al., 2006; Yu et al., 2016). PSK signaling has been inferred to play an important part in regulating plant defense response. PSKR1 loss‐of‐function mutant *pskr1* displays enhanced disease symptoms and pathogen growth after infection with *Pseudomonas syringae* pv. tomato DC3000, suggesting PSK signaling attenuates immune responses induced by this bacterial pathogen (Mosher et al., 2013). However, the *pskr1* mutant is also more susceptible to the necrotrophic fungal infection with *Alternaria brassicicola*, indicating PSK signaling increases immune response induced by a fungal pathogen (Mosher et al., 2013). A later study demonstrated that the *pskr1* mutant shows autoimmunity in response to growth‐promoting *P. fluorescens*. Transcriptional profiling supported a role for PSKR1 in suppressing defenses regulated by the signal molecule salicylic acid (Song et al., 2023). Nonetheless, the transcriptional readouts of PSK's effects on plants are still lacking, and the relationship between transcriptomic changes and plant defense responses has yet to be well characterized.

In this study, we conducted comprehensive transcriptional profiling of Arabidopsis responses to PSK and uncovered PSK's role in mediating the trade‐off between plant growth and defense. WRKY TFs were over‐represented among the TFs regulating PSK‐responsive genes. Furthermore, these WRKY TFs shared with those involved in the response to flagellin 22 (flg22), a pathogen‐associated molecular pattern (PAMP) derived from bacterial flagellin (Felix et al., 1999), but were regulated in opposite directions by PSK and flg22. PSK was able to attenuate an early step of flg22‐induced signaling, MAP kinase activation, and reduce the deposition of callose, which is a key output of flg22 signaling. Notably, other growth‐promoting stimuli, including another TPST‐sulfated peptide called PSY and a beneficial bacterial strain *P. simiae* WCS417, modulated WRKY TFs with distinctive regulatory patterns.

## RESULTS

### PSK downregulates defense‐associated genes

To eliminate endogenous PSK signaling, we used synthetic peptide to treat *tpst* plants that cannot produce the native active sulfated PSK for transcriptional profiling. We reasoned that use of WT plants might obscure PSK's effects on the transcriptome due to signaling via endogenous PSK. We did transcriptional profiling of hydroponic *tpst* plants treated with synthetic PSK using RNA‐seq to capture gene expression readouts. Before profiling the plants, we validated that hydroponic *tpst* plants showed enhanced root growth in response to PSK (Figure S1). Next, we grew *tpst* plants for 11 days in hydroponic conditions and treated plants with 10 nM PSK for 30 min, 2 h, and 5 h to gain early responses to PSK; we also utilized *tpst* plants treated with PSK for 11 days to capture late responses to PSK. The roots and shoots were profiled separately to discern possible tissue‐specific responses to PSK at different time points. 

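RNA was sequenced from shoots and, separately, roots of WT plants and of tpst plants, mutants in the gene of the tyrosylprotein sulfotransferase that sulfates PSK. Each tissue had 6 groups of 3 replicates, 36 libraries in all. The groups were untreated WT, untreated tpst, and tpst given 10 nM PSK for 30 min, 2 h, 5 h or 11 days, with all plants 11 days old. For the 3 short exposures the medium was replaced with fresh medium that held PSK. The 11 day plants germinated in medium with PSK, and the untreated plants had no such replacement, so a short exposure to PSK and a change of medium were not separated by the design. The paper's text does not name the hour at which each group was collected. It states that seedlings were divided into shoot and root, so the shoot and root libraries of a replicate may come from the same plants, and the fit of both tissues treated them as independent.
The authors aligned 150-bp read pairs from poly(A) RNA to TAIR10 with HISAT2 and counted them per gene with featureCounts, and the deposited table holds raw counts for 32833 genes. Totals ran from 21559655 to 36921510 counts per library. In shoots the group medians, with the lowest and highest library, were 23267889 (22991974 to 29081862) for WT, 24220730 (22409693 to 28341564) for untreated tpst, 28827428 (21559655 to 29091079) at 30 min, 23334514 (22890706 to 25546266) at 2 h, 25636316 (23062035 to 25889557) at 5 h and 27656715 (22278476 to 28630410) at 11 days. In roots they were 24289012 (21995988 to 28256427), 24937137 (24886115 to 26920535), 28915922 (26136643 to 36921510), 26504743 (25774667 to 30268654), 24036047 (23260992 to 25592922) and 28895128 (26291997 to 34042794) in the same order.
Genes with very low counts were dropped, which left 20811 genes in shoots and 21358 in roots. The quasi-likelihood test of edgeR was fitted to the 18 libraries of a tissue, with TMM normalization. Every PSK group and WT were compared with the same 3 untreated tpst libraries, so these comparisons are not independent of each other. A differentially expressed gene (DEG) had a fold change of at least 2 and an adjusted p under 0.05. In simulated counts of the same spread with 200 genes changed 3-fold, this test recovered 93 to 95.5% of them in shoots and 88.5 to 95.5% in roots. The changed genes were not taken from those of very low level, and counts were drawn independently. These shares therefore need not hold for all genes tested. In the third untreated tpst root library, 26 genes of photosynthesis had a median of 68.7 CPM, against 8.3 to 28.5 CPM in the other root libraries.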

We performed additional RNA‐seq profiling of 7‐day‐old *tpst* plants treated with 100 nM or 1 μM PSK for 5 h and profiled the whole seedlings to investigate potential dose effects of PSK. These diverse experimental settings facilitated a comprehensive understanding of the PSK signaling pathway, allowing us to identify common genes and functional pathways responsive to PSK irrespective of plant age, tissue type, PSK concentration, or duration of treatment (Table S1).

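TPST itself, the sulfotransferase gene (AT1G08030, TAIR10 chromosome 1, 2489409 to 2493327), had 15.9 ± 1.46 CPM (SD, n = 3) in WT shoots and 5.55 ± 0.63 CPM (SD, n = 3) in untreated tpst shoots. In roots it had 28.5 ± 0.827 CPM in WT and 14.3 ± 1.31 CPM in tpst (SD, n = 3 each). Relative to untreated tpst, 262 genes were higher and 894 lower in WT shoots, and 745 were higher and 630 lower in WT roots. Among DEGs averaging at least 5 CPM, AT4G29200 had the smallest p in WT shoots (adjusted p = 4.16e-16), at 0.0152 CPM in WT and 37.9 CPM in tpst. LDOX, an enzyme of anthocyanin synthesis, came next, with a log2 fold change of -3.48 (SE 0.133, adjusted p = 9.01e-12), then AT2G01422 (adjusted p = 5.57e-11), the thioredoxin TRX8 (-2.95, SE 0.135) and the anthocyanin glucosyltransferase UGT75C1 (-3.05, SE 0.142). In WT roots the smallest p among such DEGs belonged to AT2G43620 (-3.48, SE 0.106, adjusted p = 3.8e-12), and TRX8 was lower there as well (-2.60, SE 0.105). The number of genes higher in WT shoots was 157 without the third WT library and 142 without the first untreated tpst library.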

Differential expression analysis was conducted by comparing WT plants and treated *tpst* plants with untreated or mock‐treated *tpst* plants with the cut‐off of ≥2‐fold change and adjusted *P*‐value <0.05 (Data S1). Figure 1A shows that longer exposure to PSK induced up to 18‐fold more differentially expressed genes (DEGs) compared to shorter treatment (e.g., 5 h vs. 30 m, shoot). Additionally, shoots exhibited up to 7.9‐fold more DEGs compared to roots at the same time points (e.g., 11 days, shoot vs. root, Figure 1A). 

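After 30 min of PSK, 75 genes rose and 52 fell in tpst shoots. SUS4, a sucrose synthase of the hypoxia response, rose by a log2 fold change of 2.33 (SE 0.248, n = 3 per group), and ACS7, an enzyme of ethylene synthesis, fell by 2.54 (SE 0.467). After 5 h, 1602 genes rose and 1918 fell. Among the largest rises were UGT74E2, a glucosyltransferase (6.76, SE 0.46), the transporter gene DTX3 (5.50, SE 0.345) and the glutathione transferase gene GSTU25 (5.23, SE 0.456). Among the largest drops were IMA1, which encodes a peptide of the iron deficiency response (-3.48, SE 0.313), and ERF5, a transcription factor of the ethylene response (-3.41, SE 0.2). The 5 h count was 27.7 times the 30 min count. A direct test of 5 h against 30 min found 1087 genes higher and 1105 lower at 5 h. The clock genes LHY (2.06, SE 0.0993) and RVE8 (2.08, SE 0.105) and the DNA synthesis gene RNR1 (-1.58, SE 0.0756) were among the smallest p of that test. Of 11 clock genes that peak around dawn, 9 were higher at 5 h than at 30 min (9 when adjusted over the list alone), with a median log2 fold change of 1.96 (adjusted p = 0.237 with an estimated correlation).
The 30 min count moved with single libraries: 47 and 39 genes rose without the first and second untreated replicates, and 23, 34, 32 and 16 fell without the second untreated replicate and the first, second and the third 30 min replicates. ACS7 lost its call without the second 30 min replicate (-2.49). The ratio was 54.1, 41.9 and 42.9 without the second untreated and the second and the third 30 min replicates, 16.9 with DESeq2 on the 6 libraries of each comparison, and 14.2 with no fold minimum.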

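At 11 days, 1448 genes rose and 1601 fell in shoots, and 234 rose and 173 fell in roots, 7.49 times as many DEGs in shoots. The response itself differed between the tissues for 1431 of 22303 genes tested, with all libraries taken as independent, and for 1271 with shoot and root libraries of the same group and replicate number paired. FIB2, a fibrillarin of ribosome biogenesis, fell in shoots by a log2 fold change of 2.81 (SE 0.118), and its response in roots minus that in shoots was 2.12 (SE 0.168, adjusted p = 2.26e-09). NMT1, an enzyme of phosphocholine synthesis, had a difference of 3.11 (SE 0.251, adjusted p = 3.57e-09), TIP1-1, a tonoplast aquaporin, 1.55 (SE 0.124, adjusted p = 2.26e-09), and HDG7, a homeodomain transcription factor, -3.36 (SE 0.27, adjusted p = 2.28e-09). Over all genes tested in both tissues together, 246 were DEGs of the same direction in shoots and roots, and 11 were DEGs of opposite directions. The clock gene CCA1 rose in roots at 11 days by 4.33 (SE 0.177), and the median of the 11 clock genes that peak around dawn was 2.28 in roots and 2.30 in shoots. The ferric reductase genes FRO4 (4.86, SE 1.28) and ATFRO5 (6.05, SE 1.84) had the highest fold changes in roots among DEGs kept by a rule. It kept protein-coding DEGs averaging at least 5 CPM, with treated libraries all above or all below the controls. FRO4 lost its call without any of 4 libraries (4.14 to 5.07) and ATFRO5 without any of 5 (5.45 to 6.44). These were the 3 untreated libraries and the first 11 day library for FRO4, with the second 11 day library in addition for ATFRO5.
Without the first 11 day root replicate the ratio was 11.9, with 152 genes up and 105 down in roots, and without the third untreated root replicate 98 genes fell. The ratio was 12.6 when only the 6 libraries of a comparison were fitted and 3.08 with no fold minimum.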

When profiling whole seedlings, a higher concentration of PSK resulted in 61% more DEGs (seedling, 1 μM vs. 100 nM), indicating a dose‐dependent effect of PSK. However, the magnitude of transcriptional changes were smaller compared to the results obtained from profiling roots and shoots separately with plants at a later stage (e.g., 5 h, seedling vs. shoot/root, Figure 1A).

**Figure 1:**
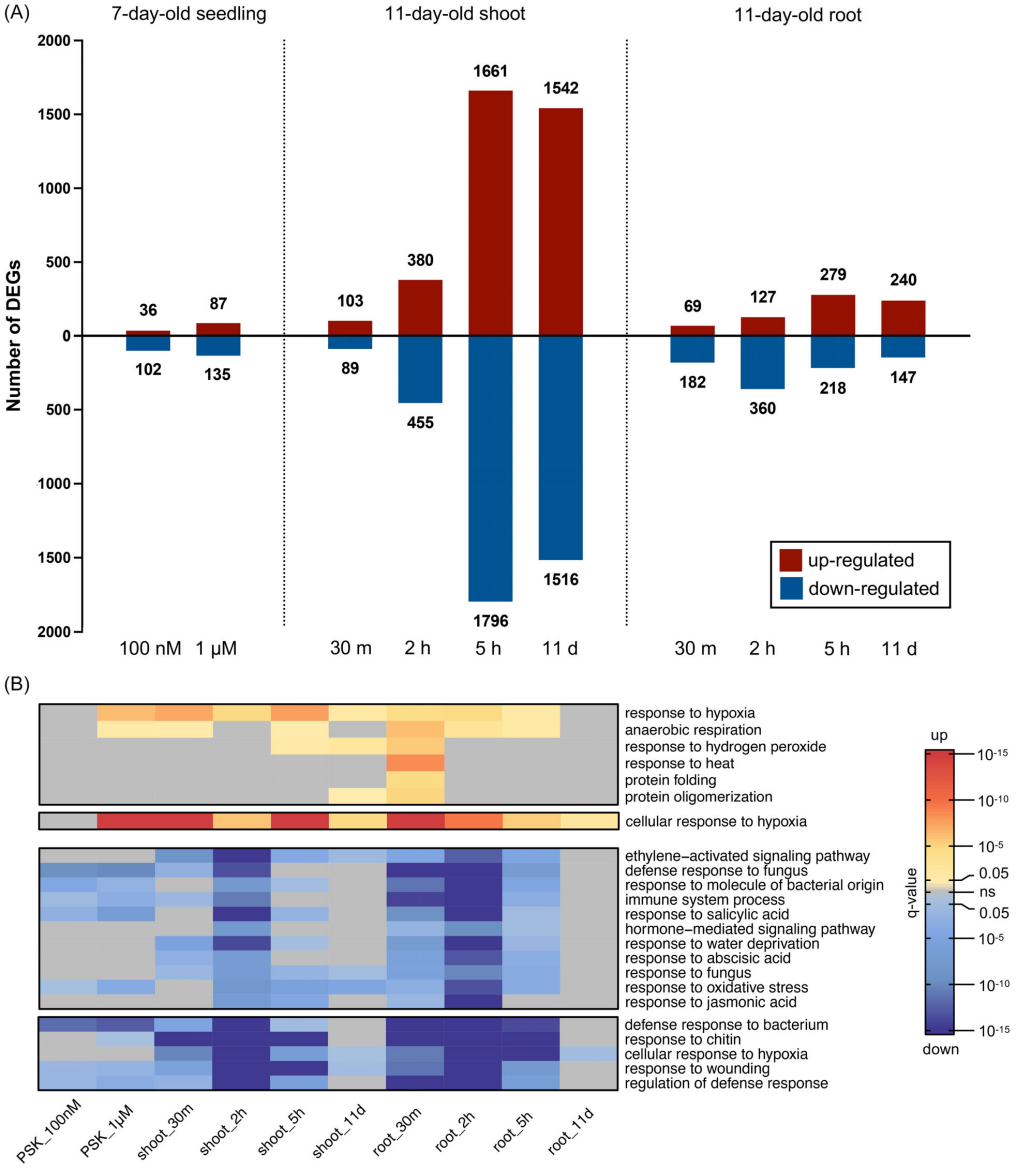
PSK effects on plant transcriptomics. (A) Number of DEGs after PSK treatments. Differential expression analysis was conducted by comparing PSK‐treated *tpst* plants with untreated or mock‐treated *tpst* plants. Red indicates upregulated genes, while blue indicates downregulated genes, using the cut‐off of ≥2‐fold change and adjusted *P*‐value <0.05. (B) Heatmap of most representative and common enriched GO_BP functional terms after PSK treatments (Cluster 3 from Figure S2A, Clusters 3 and 4 from Figure S2B, and the dendrograms were omitted). Red denotes terms enriched from upregulated DEGs, while blue denotes terms enriched from downregulated DEGs. The intensity of color reflects their significance measured by *q*‐value, utilizing the cut‐off of *q*‐value <0.05. Gray represents data points outside the cut‐off criteria.

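At 2 h, 396 genes rose and 462 fell in shoots. DTX3 rose by a log2 fold change of 4.08 (SE 0.331, n = 3 per group), and the iron deficiency genes BHLH39 (-3.23, SE 0.444) and IMA1 (-3.16, SE 0.305) fell. In roots, 17 genes rose and 80 fell at 30 min, 81 rose and 196 fell at 2 h, and 288 rose and 215 fell at 5 h. The next ranks are among protein-coding DEGs averaging at least 5 CPM, with treated libraries all above or all below the controls. The disaggregating chaperone gene HSP101 had the highest fold change in roots at 30 min (1.64, SE 0.281), and WRKY72, a transcription factor of basal defense, the lowest (-2.45, SE 0.319). The jasmonate regulator gene ORA47 had the lowest value in roots at 2 h (-3.58, SE 0.79). At 5 h, PEX3 (4.71, SE 0.879) and the clock genes CCA1 (4.12, SE 0.176) and LHY (2.80, SE 0.169) were among the highest in roots. The median of 11 dawn clock genes in roots was 0.27 at 30 min, 0.66 at 2 h and 2.28 at 5 h.
With DESeq2, or with the replicate number as a block, more genes rose in roots at 30 min. In roots, leaving out a library moved the counts more than in shoots. At 30 min, 3, 3, 11 and 0 genes rose without the first, second and the third untreated and the second 30 min replicates, and 33, 46, 21 and 36 fell without the first and second untreated and the second and the third 30 min replicates. At 2 h, 30, 26, 31 and 44 rose without the second and the third untreated and the first and second 2 h replicates, and without each of the 6 libraries 63 to 129 fell. At 5 h, 116 and 404 fell without the second and the third 5 h replicates. HSP101 lost its call without the first or second untreated or the second 30 min replicate (1.51 to 1.68), and ORA47 at 2 h without any of 5 (-4.26 to -3.14), all but the third untreated replicate.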

Functional enrichment analysis of DEGs in each PSK treatment and growth condition revealed numerous defense‐related gene ontology biological process (GO_BP) terms such as “defense response to bacterium,” “regulation of defense response,” and “immune system process,” along with important defense‐related hormone pathways such as “response to salicylic acid” and “response to jasmonic acid” were enriched from PSK downregulated DEGs. These defense‐associated functional terms were widely shared among various PSK treatment conditions (Figure 1B; Figure S2B). 

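Of 30 marker genes of pattern-triggered immunity tested in shoots, 4 fell at 30 min, 13 at 2 h, 13 at 5 h and 6 at 11 days (5, 14, 13 and 5 when adjusted over the list alone), and none rose in these comparisons. Of 31 tested in roots, 9, 11, 4 and 1 fell (13, 14, 6 and 0 when adjusted over the list alone). FLS2, the flagellin receptor gene, fell at 2 h by a log2 fold change of 1.02 (SE 0.167, n = 3 per group) in shoots and 1.18 (SE 0.197) in roots. ATL2, a ubiquitin ligase gene (-1.81, SE 0.166), the zinc finger gene ZAT10 (-2.11, SE 0.259) and the chitin receptor gene LYK5 (-1.36, SE 0.218) fell in shoots at 5 h. MYB51, a regulator of indole glucosinolates, fell in shoots at 11 days (-1.41, SE 0.228). MPK11 fell in roots at 5 h (-1.47, SE 0.346). Of the marker calls followed with each library left out, 1 of 8 in roots at 30 min, 3 of 6 at 2 h and 1 of 2 at 5 h held without any 1 library, and in shoots 1 of 3, 5 of 9, 8 of 9 and 3 of 3. Relative to other genes the list was lower in all 8 comparisons with camera at its preset correlation, and with an estimated correlation the adjusted p was 0.498, 0.39, 0.692 and 0.703 in shoots and 0.21, 0.21, 0.536 and 0.647 in roots.
Of 15 ethylene genes, 5, 10, 10 and 8 fell in shoots (8, 10, 10 and 8 when adjusted over the list alone) and 0, 4, 3 and 0 in roots (4, 6, 4 and 0), and 1 rose in shoots at 5 h. In shoots ERF5 had log2 fold changes of -1.44 (SE 0.177), -2.02 (SE 0.182) and -1.43 (SE 0.177) at 30 min, 2 h and 11 days, and ERF2 fell at 5 h (-2.28, SE 0.237). Of 23 jasmonate genes in shoots, 0, 5, 10 and 7 fell (0, 7, 10 and 7 when adjusted over the list alone), among them AOC2, an allene oxide cyclase gene, at 5 h (-1.45, SE 0.159). Of the jasmonate calls followed with each library left out, 0 of 3 at 2 h, 0 of 2 at 5 h and 2 of 2 at 11 days held in shoots. In roots 0 of 1 held at 2 h. With an estimated correlation the adjusted p at 2 h in shoots was 0.169 for the ethylene genes and 0.458 for the jasmonate genes. Over the same time points the median of the dawn clock genes in shoots was 0.42, 1.32, 2.28 and 2.30. Where edgeR called 0 ethylene genes in roots, at 30 min and 11 days, 8 and 3 had an unadjusted p under 0.05 and DESeq2 called 0 and 1. FLS2 in shoots lost its call without the first or second untreated or the second 2 h replicate (-0.999 to -0.92).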

Many important genes related to plant defense, such as *FOX1*, *FOX5*, *MLO12*, *PCR8*, *IOS1*, *WRKY22*, *WRKY 72*, and *PME41*, were significantly downregulated by PSK (≥2‐fold change and adjusted *P*‐value <0.05; Figure S3).

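Of these 8 genes, 7 fell at 2 h of PSK in shoots and 7 in roots. FOX1, which encodes a FAD-linked oxidase (AT1G26380, TAIR10 chromosome 1, 9126737 to 9128568), fell in roots at every time point, by a log2 fold change of 2.43 (SE 0.446, n = 3 per group) at 30 min, 3.00 (SE 0.469) at 2 h, 1.60 (SE 0.428) at 5 h and 2.60 (SE 0.452) at 11 days. In shoots its values were -0.04, -1.18, 0.59 and -0.18, none of which passed the test. IOS1, a receptor kinase gene (AT1G51800, chromosome 1, 19214072 to 19218053), fell in shoots at 2 h, 5 h and 11 days (-2.35, -1.64 and -1.72, SE 0.307, 0.295 and 0.296) and in roots at 30 min, 2 h and 5 h (-1.45, -1.18 and -1.14, SE 0.174, 0.172 and 0.173). WRKY22 (AT4G01250, chromosome 4, 522530 to 524249) fell in shoots at 30 min, 2 h and 5 h (-1.59, -2.17 and -2.45, SE 0.227, 0.236 and 0.242). The pectinesterase gene PME41 fell in shoots at 5 h and 11 days (-2.68 and -1.85, SE 0.416 and 0.4), the MLO family gene MLO12 in roots at 2 h (-2.00, SE 0.311), and PCR8 in shoots at 2 h (-1.25, SE 0.209). WRKY72, at -2.45 in roots at 30 min, had -1.98 (SE 0.514) in shoots at that time, and FOX5 fell at 2 h in shoots (-1.26, SE 0.235) and roots (-2.24, SE 0.597).
Of the 8 genes, 2, 7, 3 and 2 fell in shoots at 30 min, 2 h, 5 h and 11 days (3, 8, 3 and 2 when adjusted over the list alone) and 6, 7, 4 and 1 in roots (7, 8, 5 and 1). The study named these genes from these samples, so the counts are not independent evidence. Under an estimated correlation the adjusted p of the list was 0.25, 0.19, 0.735 and 0.576 in shoots and 0.0311, 0.075, 0.271 and 0.347 in roots. In the same order the median of 11 dawn clock genes was 0.42, 1.32, 2.28 and 2.30 in shoots and 0.27, 0.66, 2.28 and 2.28 in roots.
Several calls were lost when 1 library was left out. Such a fit has fewer replicates in a group, so a lost call need not be due to the library left out. Of the 6 calls in roots at 30 min, 2 held without any 1 of the 6 libraries, and of the 7 at 2 h, 3 held. FOX1 at 30 min lost its call without the first untreated or the second or the third 30 min replicate (-2.17 to -2.01), FOX5 in roots at 2 h without any of the 6 libraries (-2.68 to -1.76), and WRKY72 in shoots at 30 min without any but the third untreated replicate (-2.06 to -1.57). FOX5 in shoots at 2 h lost it without the third untreated replicate (-0.90). FOX1 in roots at 5 h lost it without the first untreated or the first 5 h replicate (-1.47 to -1.18).

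**Figure D1:**
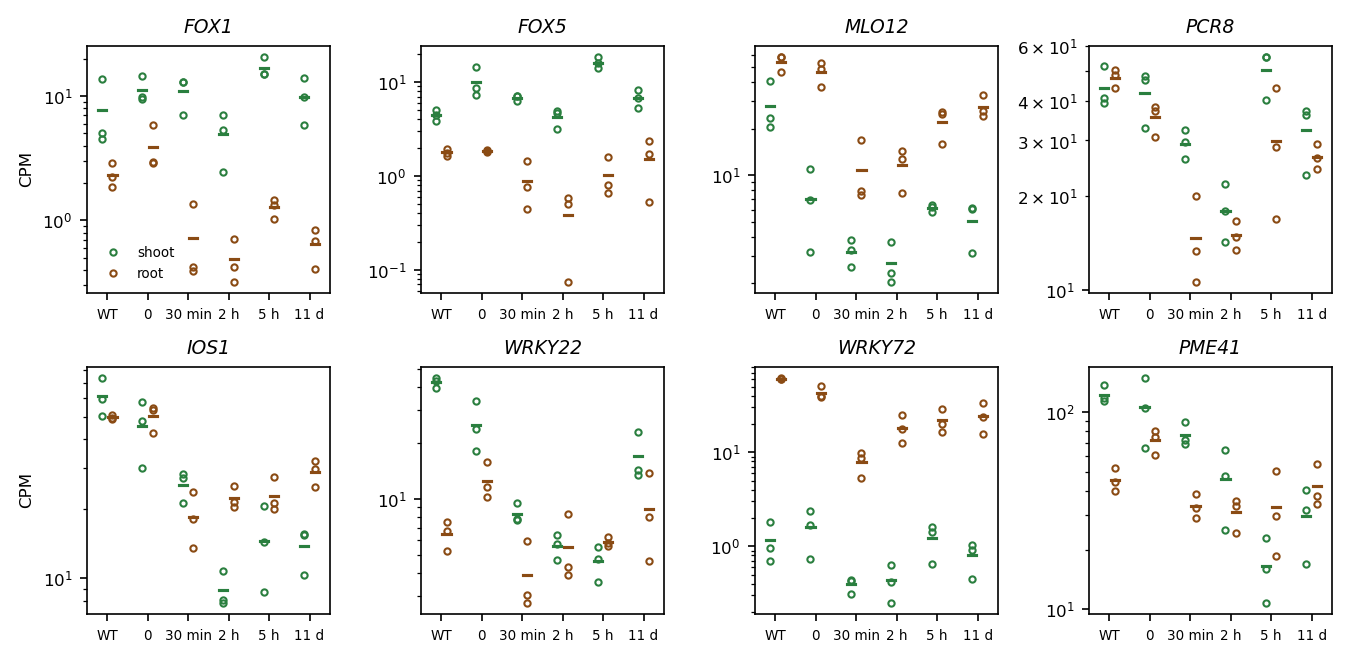
CPM of FOX1, FOX5, MLO12, PCR8, IOS1, WRKY22, WRKY72 and PME41 on a log scale (y axis) in WT, in tpst before PSK (0) and after 30 min, 2 h, 5 h and 11 days of PSK (x axis), in shoots (green) and roots (brown), with a circle for each library and a bar at the mean of 3. FOX1 in roots sits lower at all 4 times of PSK than before it, and IOS1 in shoots from 2 h on.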

Surprisingly, growth‐related GO_BP terms like “plant epidermis development” and “thalianol metabolic process” were only enriched from PSK‐upregulated DEGs in seedling samples with a limited number of DEGs (Figure S2A; Data S2). The thalianin pathway is associated with plant growth, and the overexpression of thalianol synthase *THAS* leads to longer roots (Field & Osbourn, 2008; Kaufmann et al., 2021). The core genes in thalianin pathway were upregulated by 100 nM and 1 μM PSK when profiled as whole seedling (Figure S3). However, these functional terms were not enriched from separately profiled root and shoot samples from plants at a later stage (Figure 1B; Figure S2A). Instead, hypoxia response‐related GO_BP terms like “response to hypoxia” and “anaerobic respiration” enriched from PSK‐upregulated DEGs were more commonly shared among different PSK treatment conditions, suggesting PSK has a wide upregulation effect on the expression of hypoxia‐related genes (Figure 1B; Figure S2A).

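The 5 genes of the thalianol cluster showed no called change in roots or shoots at any exposure to PSK. THAS, thalianol synthase (AT5G48010, TAIR10 chromosome 5, 19456837 to 19461706), had log2 fold changes in roots of 0.28 (SE 0.248, n = 3 per group), 0.48 (SE 0.248), 0.26 (SE 0.248) and 0.57 (SE 0.249) at 30 min, 2 h, 5 h and 11 days, with adjusted p = 0.137 at 11 days. In shoots it had 0.48 (SE 0.171), 0.34 (SE 0.172), 0.21 (SE 0.173) and 0.09 (SE 0.173). Neither edgeR nor DESeq2 called any of the 5 genes, and 1, 0, 1 and 3 of them in roots and 2, 1, 0 and 0 in shoots had an unadjusted p under 0.05. With camera the cluster was higher than other genes in shoots at 30 min and in roots at 30 min and 11 days, where the adjusted p was 0.463, 0.542 and 0.543 with an estimated correlation.
Of 17 genes of root hair and epidermis development, none was called in roots at 30 min, 2 h or 11 days by edgeR or DESeq2 (1, 0 and 3 had an unadjusted p under 0.05), and 1 fell at 5 h (1 when adjusted over the list alone). In shoots edgeR and DESeq2 called none at 30 min, where 2 had an unadjusted p under 0.05, and 0, 1 and 1 rose while 1, 5 and 7 fell at 2 h, 5 h and 11 days (0, 5 and 8 fell when adjusted over the list alone). Root markers fell in the same shoot libraries, 4 of 11 at 5 h and 6 of 11 at 11 days (3 and 6 when adjusted over the list alone), with adjusted p = 0.735 and 0.526 with an estimated correlation. The dawn clock genes had medians of 1.32, 2.28 and 2.30 in shoots at 2 h, 5 h and 11 days.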

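Genes of the core hypoxia response rose in both tissues. ADH1, the alcohol dehydrogenase of fermentation (AT1G77120), rose in shoots by a log2 fold change of 1.95 (SE 0.152, n = 3 per group) at 30 min, 2.99 (SE 0.158) at 2 h, 4.45 (SE 0.169) at 5 h and 4.09 (SE 0.166) at 11 days. In roots it rose by 1.16 (SE 0.25), 1.94 (SE 0.256), 2.11 (SE 0.257) and 2.04 (SE 0.257). SUS1, a sucrose synthase, rose in shoots by 1.31 (SE 0.161), 2.00 (SE 0.164), 3.60 (SE 0.175) and 3.06 (SE 0.171), and HB1, a hemoglobin gene, by 2.96 (SE 0.254) at 11 days. ALAAT1, an alanine aminotransferase gene, rose in roots at 2 h (1.19, SE 0.199).
Of 25 core hypoxia genes tested in shoots, 13, 13, 16 and 14 rose at 30 min, 2 h, 5 h and 11 days (14, 13, 16 and 14 when adjusted over the list alone), with median log2 fold changes of 1.10, 1.15, 2.13 and 1.51. Of 25 in roots, 2, 9, 9 and 5 rose (12, 11, 9 and 7 when adjusted over the list alone), with medians of 1.16, 1.00, 0.72 and 0.81. None fell by edgeR in these 8 comparisons, while in shoots at 5 h DESeq2 called 1 down and 1 was lower at an unadjusted p under 0.05. The adjusted p from camera was 9.5e-21, 5.61e-10, 4.11e-07 and 8.77e-06 in shoots and 3.19e-12, 3.05e-07, 0.000409 and 0.000435 in roots, and with an estimated correlation it was 0.223, 0.409, 0.496 and 0.54 in shoots and 0.404, 0.543, 0.647 and 0.647 in roots. Dawn clock genes rose alongside from 2 h on, with 7 of 11 up in shoots at 2 h, 9 at 5 h and 10 at 11 days (the same counts when adjusted over the list alone), and none at 30 min, where 5 of 11 had an unadjusted p under 0.05 and DESeq2 called 0. The untreated plants had no change of medium, while those given PSK for 30 min to 5 h did.
From the terms enriched among genes that PSK raised, the paper proposes that PSK has a wide effect on genes of the hypoxia response.

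**Figure D2:**
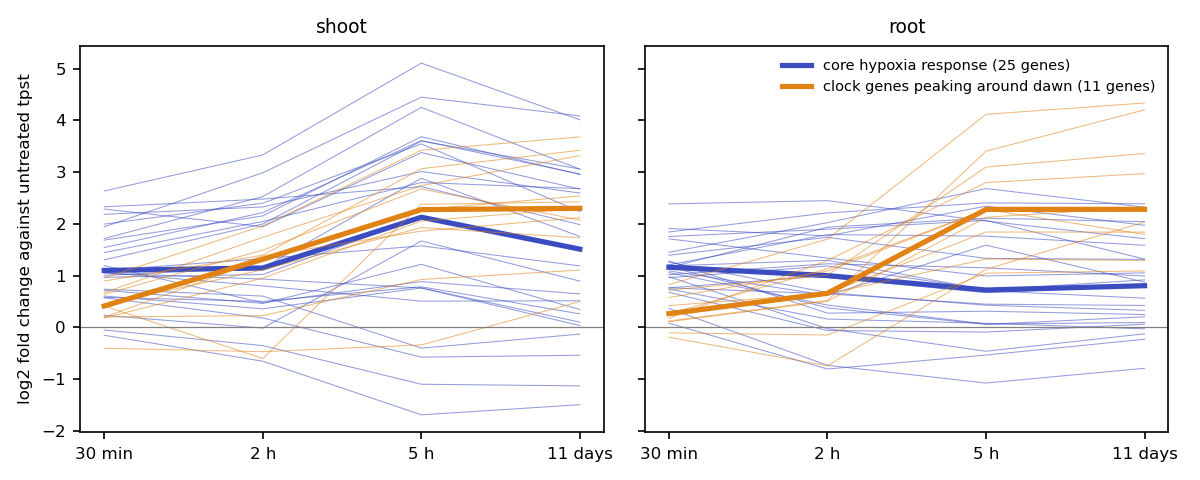
Log2 fold change against untreated tpst (y axis) of 25 core hypoxia genes and 11 clock genes that peak around dawn, for 30 min, 2 h, 5 h and 11 days of PSK (x axis), in shoots and roots, with a thin line for each gene and a thick line for the median. The hypoxia genes are up from 30 min (median 1.10 in shoots), the clock genes from 2 h (median 1.32 in shoots).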

Taken together, the suppression effect of PSK on defense‐related genes is more prominent and consistent compared to its activation effect on growth‐related genes, both in terms of the number of DEGs and GO_BP terms enriched (Figure S2; Data S2 and S3).

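Genes of cell division and ribosome production fell in shoots. Of 40 cell cycle and DNA replication genes, 0, 5, 27 and 19 fell in shoots at 30 min, 2 h, 5 h and 11 days (the same counts when adjusted over the list alone) and none rose. PCNA1, the sliding clamp of DNA replication, fell by a log2 fold change of 2.10 (SE 0.132, n = 3 per group) at 5 h and 1.79 (SE 0.13) at 11 days, and MCM3, a subunit of the replicative helicase, by 1.74 (SE 0.0956) and 1.24 (SE 0.0933). Of 15 ribosome biogenesis genes, 0, 3, 6 and 10 fell in shoots (the same when adjusted over the list alone), among them NOP56 at 5 h (-1.56, SE 0.0989) and NUCL1, a nucleolin gene, at 11 days (-1.55, SE 0.101). In roots no gene of either list was called by edgeR or DESeq2, with 14, 18, 31 and 27 cell cycle genes and 0, 7, 13 and 14 ribosome biogenesis genes lower at an unadjusted p under 0.05. In shoots at 30 min both tools called 0 as well, with 10 and 14 genes lower at an unadjusted p under 0.05. Of 32 expansin and xyloglucan endotransglucosylase genes, which loosen cell walls, 1, 2, 6 and 3 rose and 0, 0, 9 and 7 fell in shoots (the same when adjusted over the list alone). EXPA10 rose by 1.20 (SE 0.206), 1.77 (SE 0.209), 2.15 (SE 0.211) and 1.85 (SE 0.209), while EXPA3 fell at 5 h (-1.78, SE 0.13) and XTH31 at 5 h (-2.52, SE 0.197). EXPA8 rose in roots at 2 h, 5 h and 11 days (1.25, 1.55 and 1.39, SE 0.301, 0.302 and 0.301).
With an estimated correlation the adjusted p in shoots was 0.366, 0.218, 0.169 and 0.179 for the cell cycle genes and 0.169, 0.179, 0.33 and 0.218 for the ribosome biogenesis genes. Dawn clock genes had medians of 1.32, 2.28 and 2.30 in shoots from 2 h on. From the numbers of DEGs and enriched terms, the paper concludes that the suppression of defense genes is more prominent than the activation of growth genes.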

### PSK‐mediated suppression of gene expression is highly associated with WRKY TFs

To identify the TFs that are likely to regulate PSK‐responsive genes, we conducted TF enrichment analysis of DEGs affected by PSK. WRKY TFs account for a significant portion of enriched TFs from PSK‐downregulated DEGs, constituting 88.5–100% of all enriched TFs in seedling samples, 5.6–34.1% in shoot samples, and 25.5–81.3% in root samples (Table 1; Data S4 and S5). WRKY TFs are one of the largest TFs families in plant and have 75 members in Arabidopsis (Chen et al., 2017; Rushton et al., 2010). WRKY TFs are characterized by the signature ‘WRKYGQK’ motif at N‐termini and a zinc finger motif at C‐termini in their DNA‐binding domains (Chen et al., 2017; Rushton et al., 2010). WRKY TFs play important roles in regulating plant response to both biotic and abiotic stress and are essential players in plant defense response (Javed & Gao, 2023; Wani et al., 2021).

**Table 1:** Number of enriched TFs, WRKY TFs, and percentage of WRKY TFs among all TFs from up‐ or downregulated DEGs with PSK, PSY, flg22, and WCS417 treatments

Treatment	TF enriched from upregulated DEGs				TF enriched from downregulated DEGs			
	All TF	WRKY	Percent	*P*‐value*	All TF	WRKY	Percent	*P*‐value*
PSK 100 nM seedling	15	0	0.0	1	29	29	100.0	<2.2e‐16
PSK 1 μM seedling	20	0	0.0	1	26	23	88.5	<2.2e‐16
PSK shoot 30 m	28	0	0.0	0.63	44	15	34.1	4.4e‐11
PSK shoot 2 h	52	0	0.0	0.17	80	26	32.5	<2.2e‐16
PSK shoot 5 h	70	0	0.0	0.12	54	3	5.6	0.49
PSK shoot 11 days	40	0	0.0	0.41	29	4	13.8	0.031
PSK root 30 m	45	0	0.0	0.26	32	26	81.3	<2.2e‐16
PSK root 2 h	12	0	0.0	1	51	13	25.5	5.6e‐08
PSK root 5 h	55	0	0.0	0.17	32	17	53.1	<2.2e‐16
PSK root 11 days	51	2	4.0	1	9	7	77.8	5.7e‐09
PSY shoot	13	5	38.5	0.00011	76	8	10.5	0.012
PSY root	0	0	0.0	1	45	27	60.0	<2.2e‐16
flg22 seedling	77	41	53.2	<2.2e‐16	123	1	0.1	0.058
WCS417 shoot	1	0	0.0	1	8	0	0.0	1
WCS417 root	39	21	53.8	<2.2e‐16	12	0	0.0	1

* The *P*‐value represents Fisher's exact test for the overrepresentation of enriched WRKY TFs among all TFs compared to the genome background (Data S4 and S5).

Notably, no WRKY TFs were enriched from PSK‐upregulated DEGs, except for two WRKY TFs identified in root samples exposed to PSK for 11 days (Table 1). The signature binding motifs of WRKY TF target genes, W‐boxes (TTGACT/TTGACA), were predominantly overrepresented in the promoter regions of PSK‐downregulated DEGs, but not in PSK‐upregulated DEGs (Table S2). This aligns with the findings of the TF enrichment analysis.

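W-boxes were sought in the 1000 bp upstream of each tested gene, on either strand, as TTGACT or TTGACA, the motifs the paper names, or TTGACC. Among genes that fell in roots, 98.8% held at least 1 of these motifs at 30 min and 94.9% at 2 h, against 84.3% of the other genes at 30 min (Fisher's exact test, odds ratios 14.7 and 3.47, adjusted p = 2.8e-04 and 1.1e-04). Of genes that fell in shoots, 96.2% held a motif at 30 min and 88.3% at 2 h (adjusted p = 0.0562 for both). At 5 h and 11 days the share was 84.2% and 84.5% in shoots (adjusted p = 0.955 for both) and 87.9% and 89.6% in roots (adjusted p = 0.424 and 0.187).
TTGACT alone lay upstream of 86.2% of the genes that fell in roots at 30 min (odds ratio 6.15, adjusted p = 3.9e-10), 70.9% at 2 h (2.39, 7.3e-08), 62.3% at 5 h (1.62, 0.00188) and 60.7% at 11 days (1.51, 0.0247). In shoots it lay upstream of 76.9% at 30 min (3.31, 5.1e-04) and 61.9% at 2 h (1.62, 2.3e-06), and of 51.6% and 52.0% at 5 h and 11 days (0.355 and 0.258 as adjusted p). TTGACC alone was more frequent in genes that fell in roots at 30 min (67.5%, odds ratio 3.78) and 2 h (55.1%, 2.24) and did not pass the test for the other 6 groups that fell. TTGACA alone passed it for genes that fell in roots at 30 min (odds ratio 2.18, adjusted p = 0.0241) and not for the other 7 groups (odds ratios 0.91 to 1.80). IOS1 was among the genes that fell in roots at both times.
Genes that PSK raised showed no excess of the motifs in any of the 8 comparisons, and those raised in roots at 5 h held TTGACT less often than other genes (43.4%, odds ratio 0.744, adjusted p = 0.0340). A motif of 6 bases is common by chance, and 84.2% of all 32548 genes with a sequence held at least 1 of the 3. The test takes genes as independent, which genes that respond together are not. From the enriched transcription factors and these motifs, the paper infers that WRKY transcription factors act on the genes that PSK lowers and not on those it raises.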

Taken together, we infer that WRKY TFs play significant regulatory roles in PSK‐downregulated DEGs, while not in PSK‐upregulated DEGs. Additionally, the *TPST* gene, all *PSK* precursors genes (*PSK1‐5*), and *PSK* receptors genes (*PSKR1‐2*) possess at least one of the two W‐box signature binding motifs in their promoter regions (Table S3). 

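In the TAIR10 sequence, the 1000 bp upstream of PSK1 (AT1G13590) holds TTGACT 88 bp from the gene's start and TTGACA at 675 and 110 bp and, on the reverse strand, 750 bp. PSK2 (AT2G22860) has TTGACT at 21 bp and TTGACA at 651 and 505 bp and, on the reverse strand, 413 bp. PSK3 (AT3G44735, PSK6 in the count table) has TTGACT at 146 bp and TTGACA on the reverse strand at 167 bp. PSK4 (AT3G49780, PSK3 in the count table) has TTGACT at 176 bp and TTGACC at 723 bp, and PSK5 (AT5G65870) has TTGACT at 772 and 153 bp and TTGACC at 633 bp. The receptor gene PSKR1 (AT2G02220) has TTGACT at 626 bp, TTGACT on the reverse strand at 201 bp, and TTGACA at 148 bp and, on the reverse strand, 708 and 642 bp. PSKR2 (AT5G53890) has TTGACT at 811, 388 and 365 bp and on the reverse strand at 238 bp. TPST (AT1G08030) has TTGACC on the reverse strand at 64 bp, and neither TTGACT nor TTGACA on either strand. Of all genes, 50.3% hold TTGACT, 53.2% TTGACA and 35.1% TTGACC in the same stretch.

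**Figure D3:**
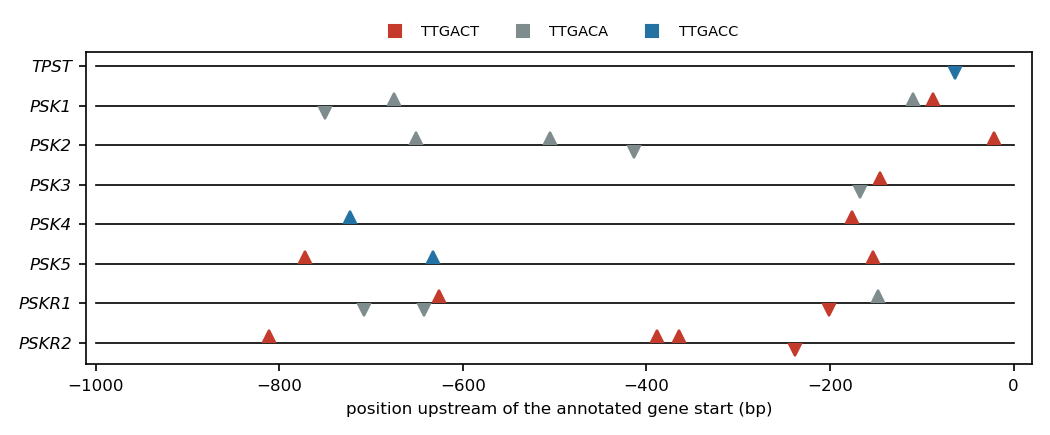
Positions of TTGACT (red), TTGACA (grey) and TTGACC (blue) in the 1000 bp upstream of TPST, PSK1 to PSK5, PSKR1 and PSKR2 (x axis, bp from the gene's start), with triangles pointing up for the forward strand and down for the reverse strand. TPST has a single motif, TTGACC at 64 bp.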

There is experimental evidence that *PSK3*, *4*, and *5* are targeted by WRKY40, and *PSKR1* is targeted by WRKY33 (Birkenbihl et al., 2017), indicating WRKY TFs may directly regulate genes involved in the PSK pathway. 

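PSKR1, which encodes a PSK receptor (AT2G02220, TAIR10 chromosome 2, 583797 to 587401), was 28.6% lower at 30 min and 31% lower at 2 h of PSK in shoots, and 38.1% and 29% lower in roots (n = 3 per group, log2 fold changes -0.49, -0.54, -0.69 and -0.49, adjusted p = 0.0223, 0.00202, 0.00966 and 0.0307). At 5 h and 11 days it had 0.04 and -0.08 in shoots and -0.19 and -0.03 in roots (adjusted p = 0.796, 0.591, 0.29 and 0.906). PSK1 (AT1G13590, chromosome 1, 4647815 to 4649066) was 39.2%, 37.8% and 45.9% lower in roots at 2 h, 5 h and 11 days (adjusted p = 0.0334, 0.0138 and 0.00401), and had too few counts to be tested in shoots. None of these values reached the fold of 2 asked of a DEG here. The paper's Figure S3 sets no fold minimum for PSK signaling genes and asks only for an adjusted p under 0.05. The count table names AT3G49780 PSK3 and AT3G44735 PSK6, and they are called PSK4 and PSK3 here by their common numbering. PSK4 (AT3G49780, chromosome 3, 18465318 to 18467224) fell in roots at 2 h by 51.7% (log2 fold change -1.05, SE 0.173) and was 34.2% lower in shoots at 2 h (adjusted p = 0.053). In shoots at 5 h PSK4 rose, with a log2 fold change of 1.09 (SE 0.212). PSK4 in roots lost its call without the first 2 h replicate (-0.999), and in shoots at 5 h without the first untreated or the first 5 h replicate (0.84 to 0.96). Of the PSK pathway genes, PSK4 was the only called gene in these comparisons, and the study named PSK1, PSK4 and PSKR1 from these samples, so this is not independent evidence.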

Consistent with this, we observed that the expression levels of *PSK1*, *PSK4*, and *PSKR1* were downregulated by PSK by approximately 40% across various treatment conditions (Figure S3; Data S1).

The Arabidopsis transcriptional regulatory map (ATRM) provides a high‐quality ATRM transcriptional regulatory map that covers 388 TFs with strong supporting evidence from published references (Tian et al., 2020). Degree centrality measures the number of neighbors each node has, and closeness centrality measures the impact of a certain node in biological networks (Evans & Chen, 2022). By integrating ATRM's manually curated high‐confidence dataset, we were able to assess the degree centrality and closeness centrality of WRKY TFs among these annotated TFs (Figure S4A). Most WRKY TFs within this network exhibited relatively high levels of degree centrality, suggesting they are among the TFs with the most interconnected nodes. Additionally, they displayed very high levels of closeness centrality, indicating their roles as rapid communicators within the network. This observation aligns with our findings from the TF enrichment analysis, highlighting the influential impact of WRKY TFs in the regulatory network.

We integrated regulatory effects from the ATRM dataset and constructed a regulatory network for WRKY TFs (Figure S4B). Many important plant defense genes in this network, such as *PR1*, *FRK1*, *AOS*, *LOX2*, *LOX3*, *PDF1.2*, *BGL2*, *LURP1*, *ORA59*, *ERF1*, *ERF4*, *HSFB2A*, and *HSFB2B*, are regulated by WRKY TFs, and they were downregulated by PSK (Figure S5), indicating WRKY TFs' role in PSK‐mediated defense gene suppression.

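ERF1, a transcription factor gene of the ethylene and jasmonate responses (AT3G23240, TAIR10 chromosome 3, 8295617 to 8296604), fell in shoots by a log2 fold change of 2.56 (SE 0.465, n = 3 per group) at 2 h, 3.11 (SE 0.49) at 5 h and 2.15 (SE 0.447) at 11 days, and in roots by 2.93 (SE 0.515) at 2 h and 1.41 (SE 0.466) at 5 h, a call lost without any library but the third 5 h replicate (-1.53 to -1.24). ERF4, a repressor of ethylene-responsive genes, fell in shoots at 2 h (-1.48, SE 0.179), 5 h (-1.98, SE 0.182) and 11 days (-1.07, SE 0.177). After 11 days PR1, a marker of the salicylic acid response (AT2G14610, chromosome 2, 6241640 to 6242541), fell in shoots (-1.95, SE 0.48), as did the defensin gene PDF1.2 (-1.57, SE 0.389), LURP1 (-2.02, SE 0.295) and the glucanase gene BGL2 (-1.18, SE 0.342). The lipoxygenase gene LOX2 fell at 2 h (-1.09, SE 0.157) and the heat shock factor gene HSFB2A at 5 h (-1.07, SE 0.156). Neither AOS nor HSFB2B was called at any time in the main fit of edgeR. AOS had -0.90 (adjusted p = 0.00192) in shoots at 2 h and -1.58 (adjusted p = 0.0573) in roots at 2 h, where DESeq2 and some other settings of edgeR called it. HSFB2B had -0.77 (adjusted p = 0.00347) in shoots at 5 h.
Of the 13 genes, 0, 6, 5 and 8 fell in shoots at 30 min, 2 h, 5 h and 11 days (the same counts when adjusted over the list alone) and none rose. Of the 11 tested in roots, 0, 1, 1 and 0 fell (0, 2, 0 and 0 when adjusted over the list alone). PR1 and LURP1 were too low to test in roots. At 30 min edgeR and DESeq2 called 0 of them in both tissues, with 3 lower in shoots and 2 lower in roots at an unadjusted p under 0.05, and in roots at 11 days edgeR called 0 and DESeq2 2. The study named these genes from these samples, so the counts are not independent evidence. The adjusted p of the list in shoots was 0.366, 0.179, 0.409 and 0.366 with an estimated correlation, and the dawn clock genes had medians of 0.42, 1.32, 2.28 and 2.30 there.
Without the third untreated replicate, BGL2 (-0.88) and ERF4 (-0.94) at 11 days lost their calls, as did both without a library of the treated group (BGL2 without the third, -0.98, and ERF4 without the first, -0.92). LOX2 lost its call without the first untreated replicate (-0.98) and HSFB2A without the second 5 h replicate (-0.99).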

### PSK and flg22 target a similar set of WRKY TFs and genes but with opposite regulatory effects on their expression

flg22 induces a broad spectrum of plant defense genes and physiological responses (Denoux et al., 2008), whereas our transcriptomic analysis revealed that PSK elicits the opposite effects. A comparison of PSK‐induced DEGs with previously found flg22‐induced DEGs (Birkenbihl et al., 2017) revealed intriguing patterns (Table 2). In our seedling samples, 86.3% (88 of 102) of downregulated DEGs induced by 100 nM PSK were upregulated by flg22, and 50.0% (18 of 36) of PSK upregulated DEGs induced by PSK were downregulated by flg22 (Figure 2; Table 2; Data S6). A significant proportion of PSK‐induced DEGs—76.8% (106 of 136)—overlapped with DEGs induced by flg22 but with opposite directions (Table 2). Across various PSK treatments, ranging from 59.5 to 76.8% of DEGs were oppositely regulated by PSK and flg22 in seedling samples, 18.1–48.0% in shoot samples, and 39.5–63.8% in root samples (Figure S6). Irrespective of PSK treatment methods or plant tissue, a considerable number of DEGs consistently exhibited opposite regulatory patterns in response to flg22.

**Table 2:** Summary of number of DEGs in each category (see Figure 2) and their percentages among DEGs induced by PSK. Of a total of 138 PSK‐modulated DEGs, 36 were upregulated and 102 were downregulated by PSK (Data S6)

Category	Number*	Total†	Percentage
flg22 ↑ PSK ↓	88	102	86.3
flg22 ↓ PSK ↓	3	102	2.9
flg22 ‐ PSK ↓	11	102	10.8
flg22 ↓ PSK ↑	18	36	50.0
flg22 ↑ PSK ↑	6	36	16.7
flg22 ‐ PSK ↑	12	36	33.3
Opposite to flg22	106	138	76.8
Same as flg22	9	138	6.5
Did not respond to flg22	23	138	16.7

* The number of genes with category pattern.

^†^ The total number of PSK‐regulated genes.

**Figure 2:**
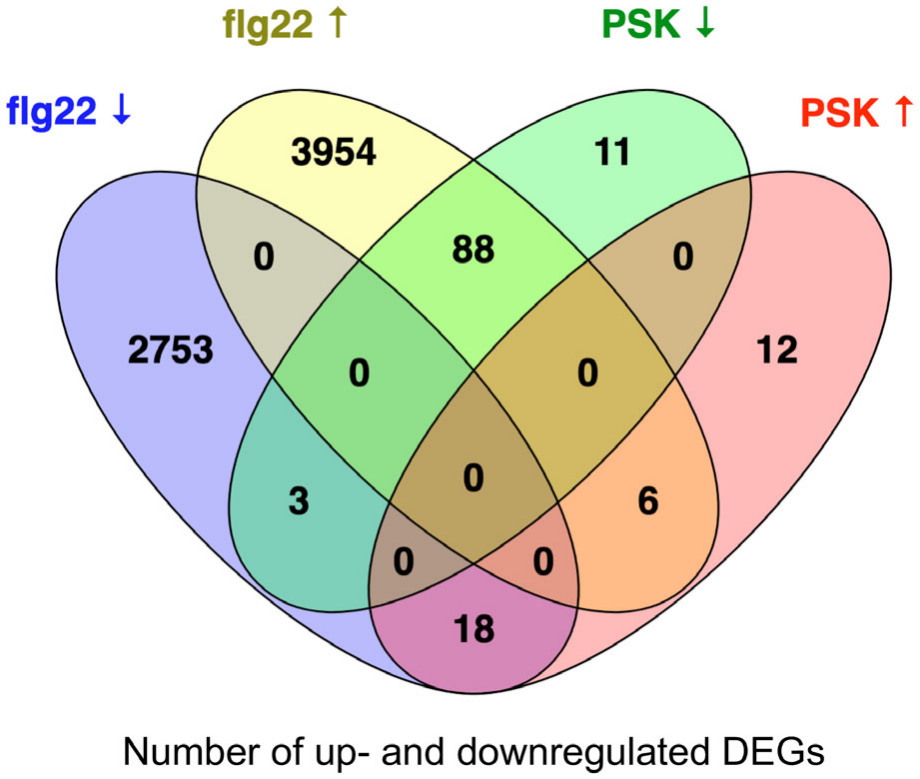
Venn diagram of the number of up‐ or downregulated DEGs induced by PSK and flg22 (Table S4; Data S6).

We further compared the differentially expressed *WRKY* TF genes and WRKY TFs enriched from DEGs that may target their downstream genes in PSK and flg22 cases (Figure 3; Table 3; Data S7). Among the 31 differentially expressed *WRKY* TF genes in PSK‐treated plants and 45 differentially expressed *WRKY* TF genes in flg22‐treated plants, 28 were found to be the same WRKY TFs. 

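Of 72 listed WRKY genes, 61 were tested in shoots and 63 in roots, and 27 were DEGs in at least 1 of the 8 comparisons with PSK, 24 in shoots and 13 in roots. WRKY22 and WRKY11 fell from 30 min to 5 h in shoots, WRKY11 by a log2 fold change of 1.28 (SE 0.277, n = 3 per group), 1.34 (SE 0.278) and 1.43 (SE 0.279). In shoots 4, 13, 14 and 11 WRKY genes fell at 30 min, 2 h, 5 h and 11 days (5, 13, 14 and 10 when adjusted over the list alone) and 1, 0, 3 and 1 rose (the same when adjusted over the list alone). In roots 7, 9, 3 and 2 fell (10, 12, 3 and 2 when adjusted over the list alone) and none rose. WRKY53, a regulator of leaf senescence and defense, fell in roots at 30 min, 2 h and 5 h (-1.45, -1.38 and -1.12, SE 0.287, 0.286 and 0.285), and WRKY59 in roots at 2 h (-2.12, SE 0.36).
The adjusted p of the family with an estimated correlation was 0.466, 0.416, 0.735 and 0.703 in shoots and 0.0823, 0.229, 0.61 and 0.733 in roots. Dawn clock genes had medians of 0.42, 1.32, 2.28 and 2.30 in shoots and 0.27, 0.66, 2.28 and 2.28 in roots at the same times. Of the calls in shoots, 1 of 5 at 30 min, 6 of 13 at 2 h, 15 of 17 at 5 h and 6 of 12 at 11 days held without any 1 of the 6 libraries, and in roots 1 of 7, 1 of 9, 1 of 3 and 2 of 2. WRKY53 in roots lost its call at 30 min without the first or second untreated or the second or the third 30 min replicate (-1.48 to -1.22), at 2 h without the first untreated or the first or the third 2 h replicate (-1.39 to -1.16), and at 5 h without the first untreated or first 5 h replicate (-1.02 to -0.89). WRKY11 at 30 min lost it without any of 5 libraries, all but the first untreated replicate (-1.33 to -0.93), and at 2 h without the third untreated replicate (-0.99).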

Notably, 22 of these 28 shared WRKY TFs were regulated by PSK and flg22 in opposite directions (Figure 4B; Data S8). All the 34 WRKY TFs enriched from PSK‐induced DEGs were included within the 42 WRKY TFs enriched from flg22‐induced DEGs, and these shared WRKY TFs were enriched from PSK‐downregulated DEGs and flg22‐upregulated genes (Figure 4A; Data S8).

**Figure 3:**
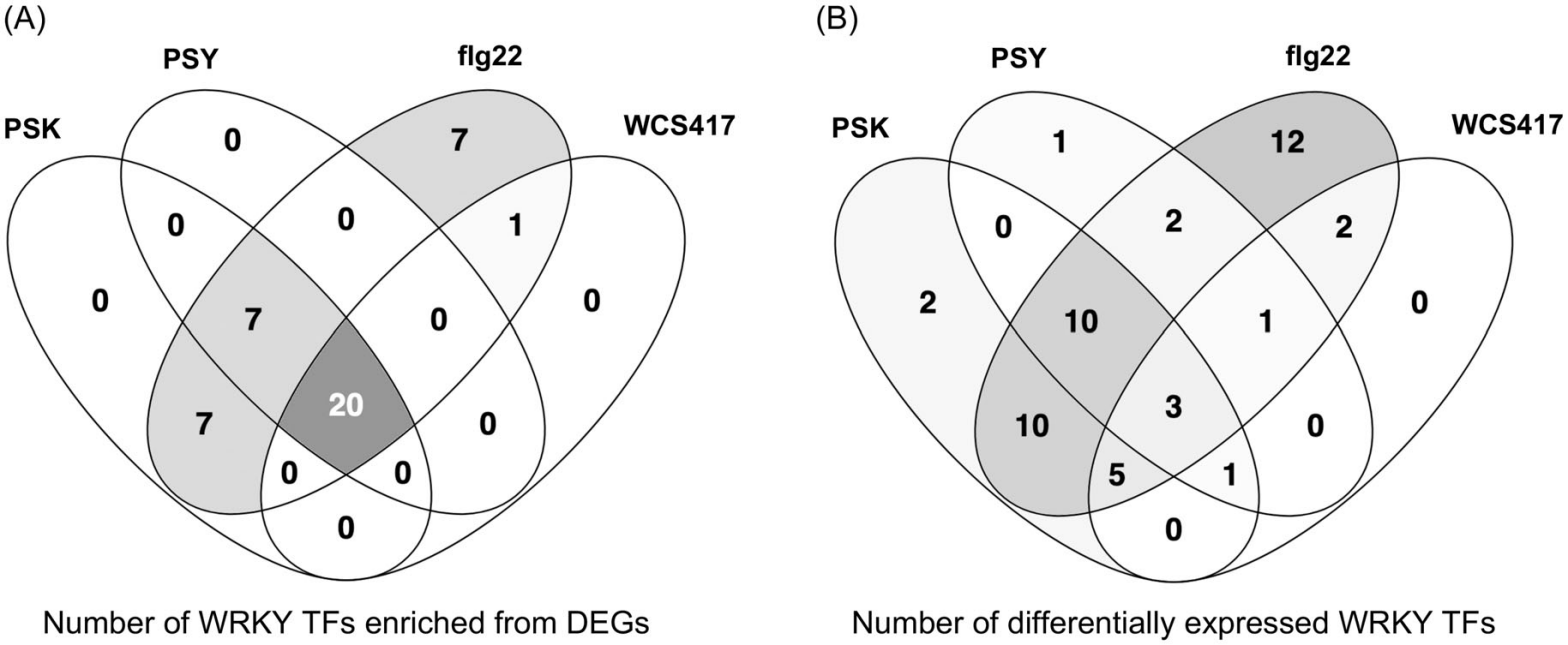
Enriched WRKY TFs and differentially expressed WRKY TFs comparisons among stimuli. (A) Venn diagram of the number of WRKY TFs enriched from DEGs in PSK, PSY, flg22, and WCS417 treatments (Data S7). (B) Venn diagram of the number of differentially expressed WRKY TFs in PSK, PSY, flg22, and WCS417 treatment conditions (Data S7).

**Table 3:** Summary of the total number of enriched WRKY TFs from DEGs in PSK, PSY, flg22, and WCS417 treatments and their ratio over all WRKY TFs in the genome (Data S7)

Treatment	Enriched WRKY TFs in all enriched TFs				Differentially expressed WRKY TFs in all DEGs			
	Number	Ratio	Background*	*P*‐value^†^	Number	Ratio	Background*	*P*‐value^†^
PSK	34	34/72	279/1717	2.9e‐10	31	31/72	5196/32 833	3.6e‐08
PSY	27	27/72	111/1717	1.5e‐15	18	18/72	1382/32 833	7.4e‐10
flg22	42	42/72	196/1717	<2.2e‐16	45	45/72	6823/32 833	1.9e‐14
WCS417	21	21/72	60/1717	1.3e‐15	12	12/72	2304/32 833	0.0041

* The background shows the ratio of the total number of enriched TFs over all TFs in the genome.

^†^ The *P*‐value represents Fisher's exact test for the overrepresentation of enriched WRKY TFs among all WRKY TFs compared to all enriched TFs among the genome background.

**Figure 4:**
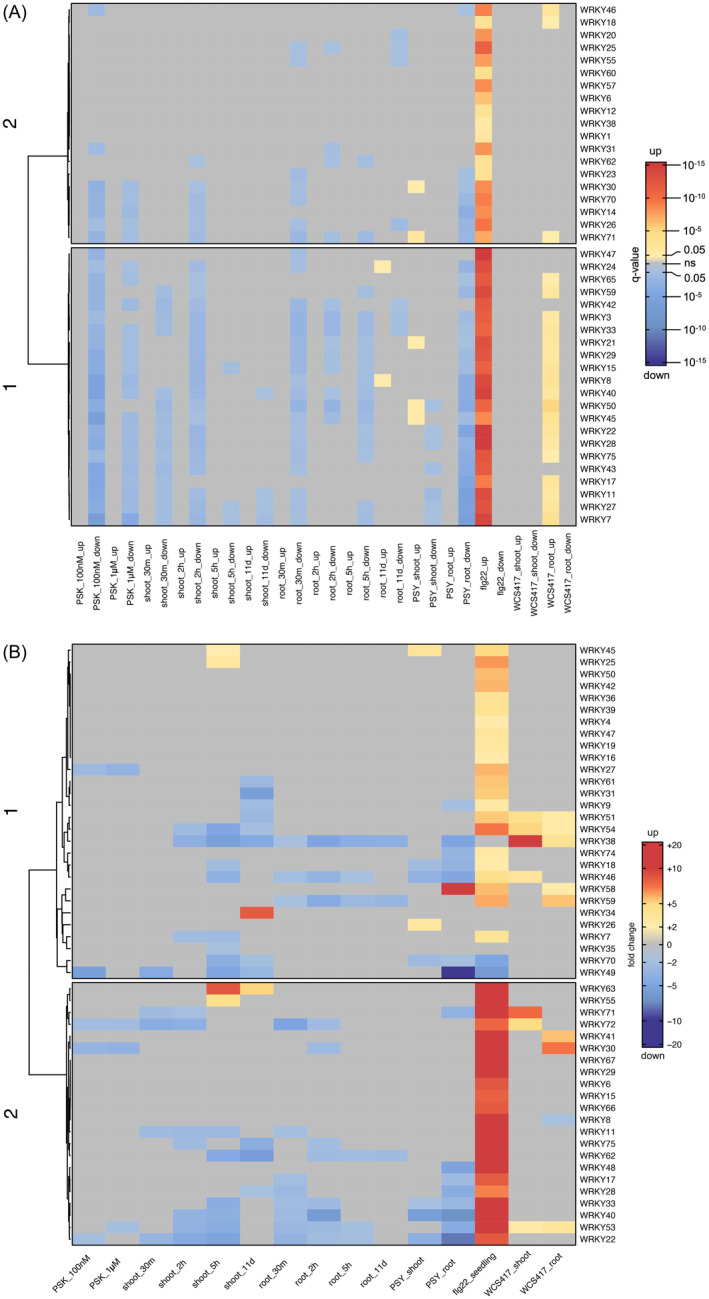
Heatmaps of WRKY TFs enrichment and expression among multiple stimuli. (A) Heatmap of enriched WRKY TFs from PSK, PSY, flg22, and WCS417 up‐ and downregulated DEGs. The dendrogram on the side of the heatmap illustrates the hierarchical clustering of rows using k‐means clustering with numbers on the branches denoting the distance measures. Red denotes enrichment from upregulated DEGs, while blue denotes enrichment from downregulated DEGs. The intensity of color reflects their significance measured by *q*‐value, utilizing the cut‐off of *q*‐value <0.05. Gray represents data points outside the cut‐off criteria. (B) Heatmap of differentially expressed WRKY TFs with PSK, PSY, flg22, and WCS417 treatments. The dendrogram on the side of the heatmap illustrates the hierarchical clustering of rows using k‐means clustering with numbers on the branches denoting the distance measures. Red indicates upregulation, while blue indicates downregulation. The intensity of color reflects their fold changes, utilizing the cut‐off of ≥2‐fold change and adjusted *P*‐value <0.05. Gray represents data points outside the cut‐off criteria.

Overall, PSK primarily downregulated *WRKY* TF genes, while flg22 upregulated this similar set of *WRKY* TF genes. Moreover, from the TF enrichment analysis, the common WRKY TFs were enriched from PSK‐downregulated DEGs, while from flg22‐upregulated DEGs. This is further supported by the fact that WRKY TFs were only overrepresented in flg22‐upregulated genes, but not in the downregulated genes (Table 1).

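The paper's supplement marks 42 WRKY genes as raised by flg22, of which 38 were tested in shoots and 39 in roots. In shoots 4, 11, 10 and 7 of them fell at 30 min, 2 h, 5 h and 11 days of PSK and 1, 0, 3 and 1 rose (the same when adjusted over the list alone). In roots 7, 8, 2 and 1 fell (10, 11, 2 and 1 when adjusted over the list alone) and none rose. WRKY54, which acts in the salicylic acid response, fell in shoots at 5 h by a log2 fold change of 2.31 (SE 0.228, n = 3 per group), WRKY46 in shoots at 5 h (-1.82, SE 0.402), and WRKY62 and WRKY75 in shoots at 11 days (-2.67, SE 0.494, and -1.97, SE 0.327). WRKY17 fell in roots at 30 min (-1.16, SE 0.133) and lost that call without the second 30 min replicate (-0.99). Outside this list, WRKY70, which the supplement marks as lowered by flg22, and WRKY38, which it does not mark for flg22, fell in shoots at 5 h (-2.00, SE 0.293, and -2.64, SE 0.496). Of the calls on the list in roots, 1 of 7 at 30 min, 1 of 8 at 2 h, 0 of 2 at 5 h and 1 of 1 at 11 days held without any 1 library, and in shoots 1 of 5, 5 of 11, 12 of 13 and 5 of 8. With an estimated correlation the adjusted p of this list was 0.0474, 0.201, 0.511 and 0.542 in roots and 0.54, 0.498, 0.859 and 0.735 in shoots. In the same order the dawn clock genes had medians of 0.27, 0.66, 2.28 and 2.28 in roots and 0.42, 1.32, 2.28 and 2.30 in shoots. The supplement marks 44 WRKY genes for flg22 where the paper's text counts 45, so 1 gene may be missing from the list. The samples given flg22 are from published work and were not analysed here.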

From functional enrichment analysis, the majority of shared GO_BP terms between PSK and flg22 were related to plant defense. However, PSK downregulated genes that are associated with plant defense, whereas flg22 upregulated genes within these functional terms (Figure 5; Figure S7A).

**Figure 5:**
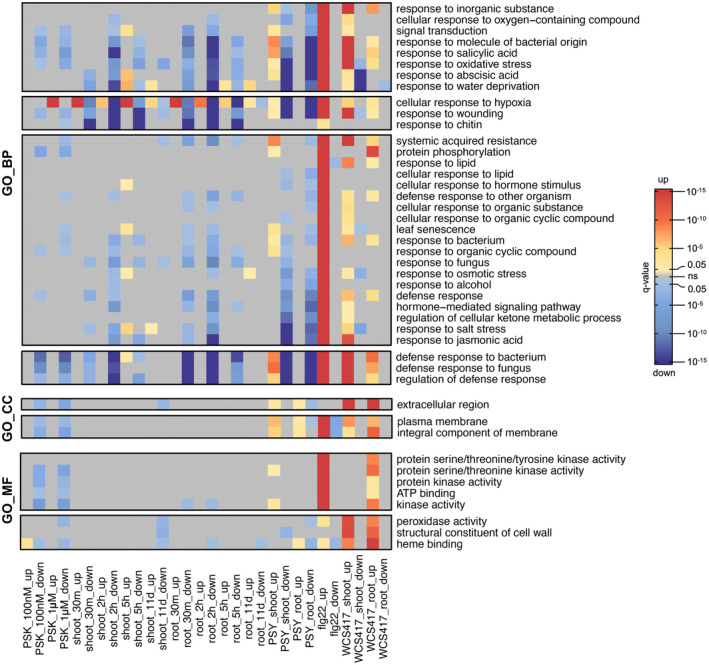
Heatmap of most representative and common enriched GO_BP, GO_CC, and GO_MF functional terms with PSK, PSY, flg22, and WCS417 treatments (clusters 1, 2, 4, and 5 from Figure S7A, clusters 2 and 3 from Figure S7B, clusters 2 and 3 from Figure S7C, and the dendrograms were omitted). Red denotes functional terms enriched from upregulated DEGs, while blue denotes functional terms enriched from downregulated DEGs. The intensity of color reflects their significance measured by *q*‐value, utilizing the cut‐off of *q*‐value <0.05. Gray represents data points outside the cut‐off criteria.

### PSK attenuates some responses to flg22

The common WRKY TFs shared by PSK and flg22 and their opposite regulatory effects on plant defense‐related genes suggest a potential counteractive role of PSK against the impact of flg22 on plant defense responses. Therefore, we tested which signaling steps upstream of gene expression may be targeted by PSK.

One of the very early responses to flg22, the reactive oxygen species (ROS) burst (Felix et al., 1999; Tateda et al., 2014), was mostly unaffected by PSK (Figure 6A). Another early response to flg22, MAP kinase phosphorylation, is upstream of defense gene expression activation (Lassowskat et al., 2014; Wani et al., 2021). All genotypes tested (WT, *tpst*, and *pskr1 pskr2*) showed flg22‐induced phosphorylation of MAP kinases (Figure 6B), although the absolute induction was higher in *tpst* and lower in *pskr1 pskr2* relative to WT (Figure S8B). When pretreated with PSK, flg22‐induced phosphorylation was attenuated by approximately 30% (Figure 6B), while the basal level of MPK3 was unaffected (Figure 6C; Figure S8C). These effects on phosphorylation were receptor dependent (see *pskr1 pskr2* response in Figure 6B). MPK3/6 can phosphorylate several WRKY TFs including WRKY33 and WRKY18 (Wang et al., 2018, 2023). 

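WRKY33 (AT2G38470, TAIR10 chromosome 2, 16108235 to 16110766), a regulator of camalexin synthesis, fell in shoots by a log2 fold change of 1.99 (SE 0.418, n = 3 per group, adjusted p = 0.00118) at 5 h of PSK and by 1.22 (SE 0.407, adjusted p = 0.0421) at 2 h. In roots it fell by 1.23 (SE 0.26, adjusted p = 0.0364) at 30 min and 1.35 (SE 0.261, adjusted p = 0.0135) at 2 h. WRKY18 (AT4G31800, chromosome 4, 15382777 to 15385100) fell in shoots at 5 h (-1.25, SE 0.356, adjusted p = 0.00907). Its other values were -0.19, -0.74 and -0.27 in shoots at 30 min, 2 h and 11 days and -0.81, -1.17, -0.40 and -0.38 in roots, and none of them was called. MPK3, which encodes a MAP kinase that acts on both proteins, fell in shoots at 5 h (-1.48, SE 0.306), and MPK6 was not called in any comparison with PSK. The call of WRKY18 was lost without the third untreated replicate (-0.88). WRKY33 lost its call in shoots at 2 h without the second or the third untreated or the first or second 2 h replicate (-1.27 to -0.80), in roots at 30 min without any library but the first 30 min replicate (-1.32 to -1.04), and in roots at 2 h without the first or the third 2 h replicate (-1.33 to -1.30).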

We found that PSK downregulates the expression of *WRKY18* and *WRKY33* while flg22 upregulates them, indicating opposite regulatory directions (Figure 4B). This connects MAP kinase phosphorylation and the signaling pathways mediated by WRKY TFs.

**Figure 6:**
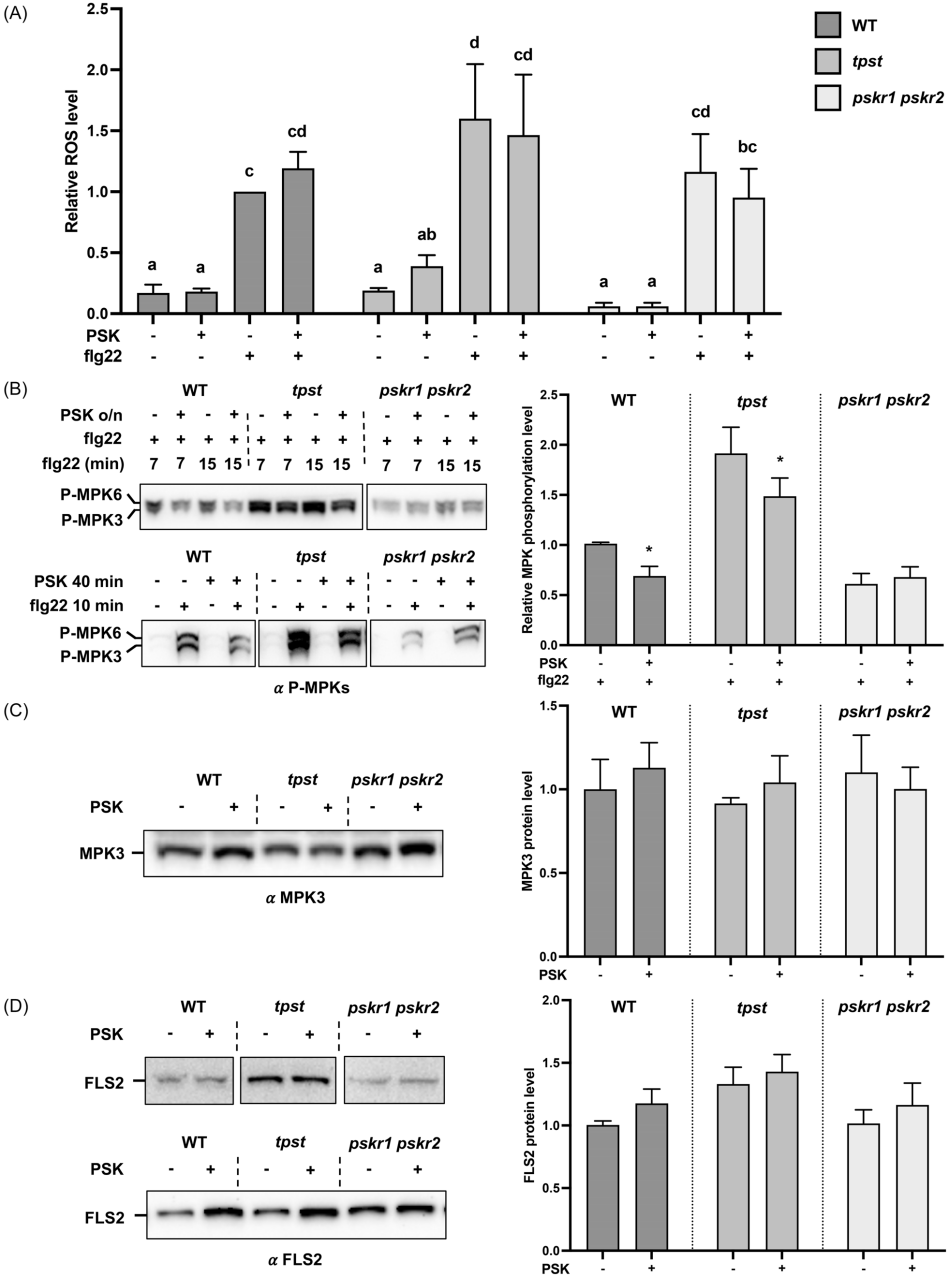
Effect of PSK on several flg22‐induced outputs. (A) PSK pretreatment does not affect flg22‐induced ROS. *tpst* plants have higher ROS response than WT (Figure S8A). The mean values of relative ROS accumulation from several experiments are shown (see “Methods” section). Values are relative to WT, which was set to “1.” Different letters indicate significant differences in one‐way ANOVA analysis (*P*‐value <0.05, Fisher's test). (B) Effect of PSK on flg22‐induced MPK phosphorylation. Immunoblots show phospho‐MPK3 and ‐MPK6 in seedlings pretreated overnight with PSK and subsequently induced by flg22 for 7 and 15 min (upper blot, 200 nM peptides) and in seedlings treated for 40 min with PSK and 10 min with flg22 (lower blot, 1 μM peptides). Mock treatment was growth medium with water added instead of peptide(s). In both panels, samples are from two gels run, blotted and exposed together. PSK pretreatment reduced flg22‐induced MPK phosphorylation. *tpst* plants showed higher MPK phosphorylation than WT and *pskr1 pskr2* (Figure S8B). MPK3 and 6 were not phosphorylated without flg22 induction. Graph shows mean MPK phosphorylation from several experiments relative to WT with flg22 treatment only. Asterisk indicates ANOVA/Fisher (for pairs) *P*‐value <0.05, *n* = 5 (3 for *tpst*). (C) PSK pretreatment does not affect MPK3 protein level. Left panel shows immunoblot with MPK3 antibody of plant samples treated overnight with 1 μM PSK. Graph, mean MPK3 protein level relative to WT without PSK treatment. *P*‐value >0.05, two‐way ANOVA/Fisher or *t*‐test, *n* = 4 (3 for *tpst*). See also Figure S8C. (D) PSK treatment does not significantly change FLS2 protein level. *tpst* plants have higher FLS2 protein level than WT and *pskr1 pskr2* (Figure S8D). Left panel shows immunoblots with FLS2 antibody of plant samples treated overnight with 200 nM flg22. All samples are from the same gel/blot. In some experiments, there was some increased FLS2 in response to PSK in WT and *tpst* plants (compare upper and lower blots), but when all the data were combined on average, there was only a small increase. Graph, mean FLS2 protein level relative to WT without PSK treatment. *P*‐value >0.05, two‐way ANOVA/Fisher or *t*‐test, *n* = 14 (10 for *tpst*). FLS2 protein was analyzed in the same experiments as MPK phosphorylation and basal level.

Suppression of PAMP responses may result from altered receptor levels, therefore we tested levels of the flg22 receptor FLS2 after PSK treatment. Surprisingly, we found that FLS2 was slightly more abundant in WT and *tpst* tissues treated with PSK (Figure 6D). The effect was sometimes more pronounced (Figure 6D lower blot), but when multiple experiments were quantified and combined, the effect was small. PSK can attenuate ubiquitination and degradation of its own receptor PSKR1 (Hu et al., 2023). It is plausible that PSK stabilizes other receptors such as FLS2 and prevents their endocytosis, which is crucial for FLS2 signaling (Mbengue et al., 2016; Salomon & Robatzek, 2006; Smith et al., 2014; Spallek et al., 2013). *tpst* plants were more sensitive to flg22 treatment, as they showed higher ROS burst and MPK phosphorylation, and had higher basal level of FLS2 protein than wild‐type plants (Figure S8).

We further examined flg22‐induced deposition of callose, which is the polysaccharide that plants form in the cell wall and plasmodesmata regions in response to stimuli such as pathogens and stress (German et al., 2023). Prior to treating WT, *tpst*, and *pskr1 pskr2* seedlings with 1 μM flg22 or mock treatments of water for 24 h on day 8, we implemented a 24‐h pretreatment on day 7 with 100 nM PSK or water (for mock treatments). The density of flg22‐induced callose deposits was significantly reduced by PSK pretreatment in WT and *tpst* plants, but not in *pskr1 pskr2* plants, indicating a PSKR‐dependent suppression by PSK (Figure 7). The relative area of callose deposition also displayed this PSK‐ and PSKR‐dependent trend, while the average size of callose deposits remained similar across the three genotypes (Figure S9).

**Figure 7:**
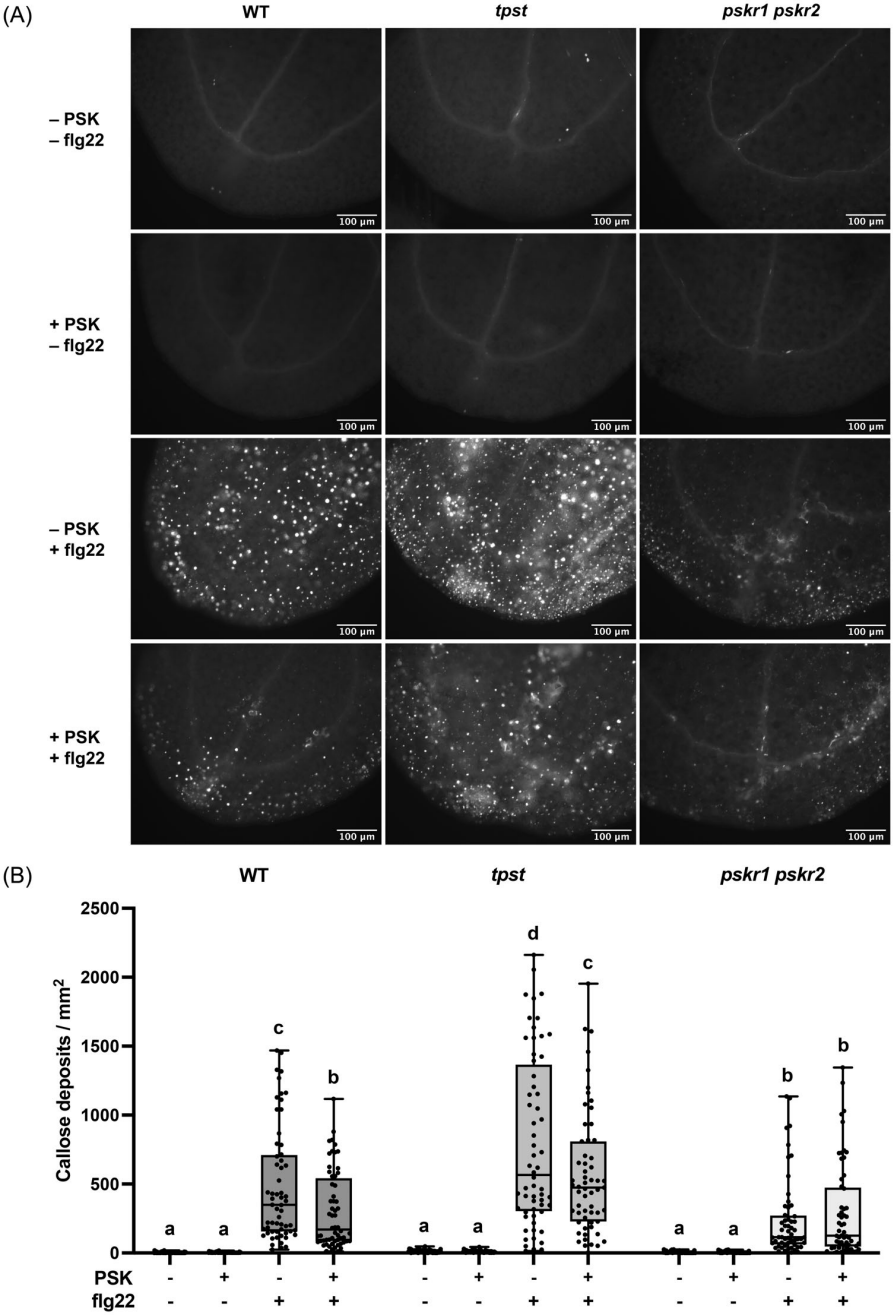
PSK reduces flg22‐induced callose deposition. (A) Callose deposition visualized by aniline blue staining and fluorescence microscopy in WT, *tpst*, and *pskr1 pskr2* plants treated with or without PSK and flg22. (B) Callose density quantified by the number of callose deposits per mm^2^ in WT, *tpst*, and *pskr1 pskr2* plants treated with or without PSK and flg22. Each group contains at least 52 cotyledons with high‐quality images from 30 seedlings, which were pooled for analysis. Different letters indicate significant differences in one‐way ANOVA analysis (*P*‐value <0.05, Tukey's test).

Taken together, PSK pretreatment reduces the number of flg22‐induced callose deposits only in the presence of PSKRs, with no significant effects on callose deposit sizes. A possible molecular explanation at the gene expression level for this effect is through regulation of the *ATL31* gene, which positively contributes to callose deposition (Maekawa et al., 2012). 

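ATL31 (AT5G27420, TAIR10 chromosome 5, 9683988 to 9685742), which encodes a membrane-bound ubiquitin ligase, fell in shoots at every exposure to PSK, by log2 fold changes of 1.59 (SE 0.374, n = 3 per group, adjusted p = 0.0336) at 30 min, 1.77 (SE 0.377) at 2 h, 1.87 (SE 0.379) at 5 h and 1.57 (SE 0.374) at 11 days. In roots it fell at 2 h (-1.46, SE 0.266, adjusted p = 0.00818) and had -1.11 at 30 min (adjusted p = 0.055), -0.40 at 5 h and -0.28 at 11 days. DESeq2, and edgeR with the replicate number as a block, called ATL31 lower in roots at 30 min. WRKY40 (AT1G80840, chromosome 1, 30383561 to 30385499), a repressor of defense genes that works with WRKY18, fell in shoots at 2 h (-1.71, SE 0.385) and 5 h (-1.86, SE 0.387) and in roots at 2 h (-2.77, SE 0.629, adjusted p = 0.0288). Of ATL31, WRKY18, WRKY33 and WRKY40 together, 1, 3, 4 and 1 fell in shoots at 30 min, 2 h, 5 h and 11 days (the same when adjusted over the list alone) and 1, 3, 0 and 0 in roots (2, 3, 1 and 0). These genes were named by the study from these samples, so the counts are not independent evidence. For the 4 genes the adjusted p with an estimated correlation was 0.54, 0.498, 0.58 and 0.735 in shoots and 0.21, 0.201, 0.544 and 0.664 in roots, and the dawn clock genes had medians of 0.42, 1.32, 2.28 and 2.30 in shoots and 0.27, 0.66, 2.28 and 2.28 in roots. ATL31 in shoots at 30 min lost its call without any library but the first untreated replicate (-1.74 to -1.19), and WRKY40 in roots at 2 h without any of the 6 libraries (-2.97 to -2.63).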

*ATL31* is targeted by WRKY18, 40, and 33 (Birkenbihl et al., 2017), and both the expression of *ATL31* and its upstream regulators *WRKY18*, *40*, and *33* were downregulated by PSK, but upregulated by flg22 (Figure 4B; Figure S3). WRKY18 and WRKY33 are phosphorylated by MPK3/6 (Wang et al., 2018, 2023), whereas the phosphorylation of MPK3/6 was reduced by PSK (Figure 6B). Our results are consistent with the report that *mpk3* mutant plants, which phenocopied the suppression of MPK3 phosphorylation, have reduced flg22‐induced callose deposition (Frei Dit Frey et al., 2014).

### PSK, PSY, flg22, and WCS417 responses share a similar set of WRKY TFs but exhibit different effects on plant defense

The interplay between the PSK and flg22 pathways prompted further investigation into whether these opposing effects stem from the regulatory influence of WRKY TFs on plant defense. We conducted an integrated analysis utilizing published RNA‐seq data from plants treated with other growth or immune‐modulating stimuli. This included PSY (Ogawa‐Ohnishi et al., 2022), another TPST‐sulfated growth‐promoting peptide, and *P. simiae* strain WCS417 (Desrut et al., 2020), a beneficial bacterium that promotes plant growth and primes plant immunity, in addition to the PAMP discussed above, flg22, to elucidate their effects on WRKY TFs and plant defense (Table S4). This comparison aimed to identify potential high‐level regulators shared across these different treatments.

At the gene expression level, most *WRKY* TF genes were downregulated by PSK and PSY, but upregulated by flg22 and WCS417 (Figure 4B). Furthermore, TF enrichment analysis revealed that the majority of WRKY TFs were exclusively enriched from downregulated DEGs of PSK and PSY treatments, and from upregulated DEGs of flg22 and WCS417 treatments, not vice versa (Figure 4A). 

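In the main fit of edgeR, WRKY63, WRKY25 and WRKY55 were the WRKY genes that PSK raised, all in shoots. WRKY45 had 0.99 in shoots at 5 h (adjusted p = 0.000844), just under the fold of 2, and DESeq2 and some other settings of edgeR called it. WRKY63 (AT1G66600, TAIR10 chromosome 1, 24848320 to 24849543), which has a part in abscisic acid and drought responses, rose by a log2 fold change of 1.74 (SE 0.473, n = 3 per group) at 30 min, 3.78 (SE 0.447) at 5 h and 2.35 (SE 0.46) at 11 days. WRKY25, which acts in heat and salt stress, rose at 5 h (1.48, SE 0.209), as did WRKY55 (1.97, SE 0.564). The difference between the tissues at 5 h was -2.86 (SE 0.617, adjusted p = 0.00116) for WRKY63 and -1.44 (SE 0.252, adjusted p = 0.000118) for WRKY25, as the response in roots minus that in shoots. WRKY63 at 30 min lost its call without any library but the third untreated replicate (1.40 to 1.97). The samples given PSY or WCS417 are from published work and were not analysed here.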

The significant overlap observed between any two of the differentially expressed WRKY TFs from PSK, PSY, flg22, and WCS417 treatments, as well as WRKY TFs enriched from DEGs in each case, underscores the existence of a common regulatory network underlying these four distinct treatments, rather than a mere coincidental sharing of a similar set of WRKY TFs (Figure 3; Tables 3 and 4).

**Table 4:** Number of overlapping enriched WRKY TFs and differentially expressed WRKY TFs shared by PSK, PSY, flg22, and WCS417 treatments (Data S7)

Comparison	Enriched WRKY TFs in all enriched TFs				Differentially expressed WRKY TFs in all DEGs			
	Left*	Overlap*	Right*	*P*‐value^†^	Left*	Overlap*	Right*	*P*‐value^†^
PSK ∩ PSY	34	27	27	<2.2e‐16	31	14	18	8.4e‐05
PSK ∩ flg22	34	34	42	<2.2e‐16	31	28	45	1.1e‐06
PSK ∩ WCS417	34	20	21	1.2e‐09	31	9	12	0.0026
PSY ∩ flg22	27	27	42	<2.2e‐16	18	16	45	0.00076
PSY ∩ WCS417	27	20	21	3.8e‐13	18	5	12	0.039
flg22 ∩ WCS417	42	21	21	<2.2e‐16	45	11	12	0.0019

* Left and right indicate the number of WRKY TFs as the element of comparison on the left and the right, respectively. Overlap shows the number of common WRKY TFs.

^†^ The *P*‐value represents the hypergeometric probability of randomly selecting the desired number of WRKY TFs from all WRKY TFs in left or right category and having at least the desired number of overlapping across 100 000 simulations, given the hypothesis that they are independent.

WRKY TFs are a distinctive cluster of all enriched TFs from DEGs of PSK, PSY, flg22, and WCS417 treatments (Figure S10). The overrepresentation of WRKY TFs and the presence of the WRKY TFs' signature W‐box motif also conformed to the observed pattern of “same WRKY TFs but opposite directions” (Table 1; Table S2). Specifically, WRKY TFs associated with PSK and PSY treatments are predominantly overrepresented in downregulated DEGs, whereas they are primarily enriched from upregulated DEGs with flg22 and WCS417 treatments.

The overlapping GO_BP terms among these four treatments predominantly pertain to defense‐related responses, such as “defense response to bacterium,” “regulation of defense response,” and “response to molecule of bacterial origin,” as well as other defense‐related hormone or signaling pathways like “response to salicylic acid,” “response to jasmonic acid,” and “systemic acquired resistance” (Figure 5; Figure S7A). Collectively, these findings indicate that PSK and PSY suppress plant defense responses, while flg22 and WCS417 induce plant defense responses, thus corroborating our previous understanding of the distinct effects of these four treatments and pathways (Hu et al., 2018; Pieterse et al., 2021; Wu et al., 2014).

Notably, the transcriptomic changes induced by PSK treatment were more similar to those observed with PSY treatment, as indicated by fewer DEGs being regulated in opposite directions (Figure S6). Additionally, their effects on the expression levels of WRKY TFs and defense‐related GO_BP terms were more alike when compared to the effects of flg22 and WCS417 (Figures 4 and 5). However, the GO_BP terms such as “protein phosphorylation” (Figure 5; Figure S7A), GO_CC terms “extracellular region,” “plasma membrane,” and “integral component of membrane” (Figure 5; Figure S7B; Data S9 and S10), and GO_MF terms like “kinase activity” and “ATP binding” (Figure 5; Figure S7C; Data S11 and S12) do not align with this pattern. The effects of treatment with PSY were more similar to that of flg22 and WCS417 treatments in terms of upregulating associated genes linked to these functional terms, whereas PSK downregulated them. This indicates the existence of mechanistic differences among the response pathways to these four stimuli.

### Several basic region/leucine zipper motif (bZIP) TFs are also shared by PSK, PSY, flg22, and WCS417 but display different regulatory patterns from WRKY TFs

Besides WRKY TFs as the most commonly shared TFs that were enriched from DEGs of PSK, PSY, flg22, and WCS417 treatments, several bZIP TFs were also common TFs shared by these treatments (Figure S10). However, unlike the regulatory effects of WRKY TFs, these shared bZIP TFs were primarily enriched from PSK‐upregulated DEGs and PSY‐, flg22‐, and WCS417‐downregulated DEGs (Figure S11). The bZIP TFs are functionally related to plant biotic and abiotic stresses (Dröge‐Laser et al., 2018), suggesting PSK signaling is also involved in these plant responses via bZIP TFs, but exhibiting a different regulatory pattern from WRKY TFs.

## DISCUSSION

In this study, we used a common approach for studying signaling: treatment of whole tissues or plants with bioactive peptide ligands. Furthermore, we used a genotype that lacked endogenous PSK. Although the approach might have resulted in responses from more cells than would naturally occur under physiological conditions, it had the advantage of being able to eliminate interference from endogenous PSK as may happen if WT plants were used. Previously, it was established that PSK generally promotes plant growth while attenuating plant defense mechanisms in some cases, and PSKR1 plays an important role in mediating the trade‐off between plant growth and defense in the rhizosphere microbiome (Matsubayashi et al., 2006; Mosher et al., 2013; Song et al., 2023; Yu et al., 2016). Our transcriptomic analysis offers novel insights into PSK's influence on tipping the balance of plant growth–defense trade‐off. The suppression effect of PSK on defense‐related genes is more predominant in transcriptomics than its activation effect on growth‐related genes. Considering that significantly fewer genes and functional terms are linked with growth promotion compared to defense suppression, it is plausible that some of PSK's growth‐promoting effects may stem from the downregulation of plant defense responses. The defense suppression effect may conserve energy and diminish non‐essential defense activities to prioritize plant growth, especially during the early development stage of Arabidopsis. It is also possible that growth terms are less well defined than defense terms, so the conclusions made here may change as more is known about genes contributing to growth control.

PSK antagonizes the effects of flg22 at multiple different levels. However, PSK treatment does not reduce FLS2 protein levels. Similarly, an early response to flg22, the ROS burst mediated by plasma membrane RBOHD (Kadota et al., 2015), is mostly unaffected by PSK treatment. In contrast, other branches of the flg22 immune response, MAP kinase phosphorylation (which indicates MAP kinase activation) and callose deposition, are reduced by PSK treatment. Differential effects on immune response branches are not uncommon and may reflect different subcellular locations of FLS2 signaling pools (Mbengue et al., 2016; Smith et al., 2014).

The MAP kinase cascade directly phosphorylates WRKY TFs to activate them during plant immune signaling in response to PAMPs (Javed & Gao, 2023; Lassowskat et al., 2014). Interestingly, 48 WRKY TFs are substrates of MPK phosphorylation *in vitro* (Sheikh et al., 2016). Reduced phosphorylation of MPK3 and MPK6 supports our transcriptomics analysis, which shows opposite regulation of WRKY family TFs and their targets by PSK and flg22. Despite different effects on distinct branches of immune signaling, PSK is predicted to interfere with transcriptional reprogramming in response to flg22, since MPK phosphorylation and callose deposition are attenuated in response to flg22. This in turn may permit the greater allocation of resources to growth versus defense.

How might PSK diminish flg22‐induced callose deposition? PSK does not significantly reduce the expression levels of *PMR4*, the pathogen‐induced specific callose synthase (Figure S3). This is consistent with the previous finding that the gene expression levels of callose synthase family genes are only moderately changed in response to various stresses (Ellinger & Voigt, 2014). Instead, PSK downregulates the expression of *ATL31*, a membrane‐associated ubiquitin ligase that is involved in callose deposition during defense responses (Sanmartín et al., 2020). 

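PMR4, the callose synthase CALS12 (AT4G03550, TAIR10 chromosome 4, 1573266 to 1579820), had log2 fold changes in shoots of 0.03 at 30 min, -0.25 at 2 h, -0.41 at 5 h (adjusted p = 0.0218) and -0.53 at 11 days (adjusted p = 0.00535), n = 3 per group. In roots it had -0.31, -0.37, -0.29 and -0.16. No value reached the fold of 2. Of 12 callose synthase genes, edgeR and DESeq2 called 0 in each of the 8 comparisons with PSK. At an unadjusted p under 0.05, 2, 1, 6 and 5 of them differed in shoots and 4, 2, 1 and 1 in roots. CALS11 had -0.63 (SE 0.17, adjusted p = 0.00495) and CALS3 -0.49 (SE 0.131, adjusted p = 0.00466) in shoots at 11 days. In roots at 30 min the list lay lower than other genes with camera (adjusted p = 0.0165, and adjusted p = 0.598 with an estimated correlation).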

*ATL31* is upregulated in response to flg22 (Figure S3), and its overexpression enhances callose deposition (Maekawa et al., 2012). PSK may counteract flg22's effect on *ATL31* which promotes callose deposition. The expression of *ATL31*'s upstream regulators *WRKY18*, *40*, and *33* are also downregulated by PSK, possibly as a result of reduced phosphorylation level of MPK3/6 mediated by PSK, since MPK3/6 phosphorylates WRKY18 and 33, and WRKY18 and 40 interact with each other (Wang et al., 2018, 2023; Xu et al., 2006). This is further supported by the observation that plants with reduced MPK3 phosphorylation activity have a reduced level of callose deposition (Frei Dit Frey et al., 2014). 

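Of 20 genes of the salicylic acid response in shoots, 0, 2, 7 and 7 fell at 30 min, 2 h, 5 h and 11 days of PSK (0, 1, 7 and 7 when adjusted over the list alone) and none rose. At 30 min edgeR and DESeq2 called 0 of them, and 1 had an unadjusted p under 0.05. WRKY54 fell at 2 h (-1.29, SE 0.213, n = 3 per group). FMO1, a monooxygenase that makes the signal of systemic acquired resistance, fell by a log2 fold change of 1.48 (SE 0.29) at 5 h and 2.32 (SE 0.308) at 11 days, and ACD6, an ankyrin protein gene of cell death control, by 1.30 (SE 0.211) and 1.02 (SE 0.209). In roots 1, 3, 3 and 2 of 17 genes fell (2, 5, 3 and 3 when adjusted over the list alone). CBP60G, a regulator of salicylic acid synthesis, fell there at all 4 times (-1.62, -1.75, -1.44 and -1.20, SE 0.206, 0.207, 0.205 and 0.202).
Of 18 genes of the abscisic acid response in shoots, 1, 1, 4 and 5 rose and 0, 0, 1 and 0 fell (the same when adjusted over the list alone). RD20, a caleosin gene of the drought response, rose by 1.27 (SE 0.299), 2.24 (SE 0.293), 3.95 (SE 0.296) and 3.52 (SE 0.294), and KIN1, a cold-induced gene, by 1.14 (SE 0.217) at 5 h. In roots 0, 0, 2 and 2 of 15 rose (the same when adjusted over the list alone), among them KIN1 at 5 h (1.28, SE 0.359). At 30 min and 2 h in roots edgeR and DESeq2 called 0 of them, and 1 and 2 had an unadjusted p under 0.05.
With an estimated correlation the adjusted p for the salicylic acid genes in shoots was 0.957, 0.735, 0.735 and 0.703, and for the abscisic acid genes it was 0.922, 0.735, 0.735 and 0.526. Dawn clock genes had medians of 0.42, 1.32, 2.28 and 2.30 in the same comparisons.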

PSK also downregulates genes associated with the hormones salicylic acid and abscisic acid (Figure S7A), which positively contribute to callose deposition (Wang et al., 2021). This downregulation may constitute an additional indirect mechanism to reduce callose deposition.

A simplified and speculative model based on our results and the current literature for antagonism between PSK and flg22 responses is shown in Figure 8. In the model, PSK attenuates various flg22‐induced effects, including MPK phosphorylation, the expression of *WRKY* TF genes and defense genes, and callose deposition. These effects are observable within a short span of 7 min to a longer duration of 48 h. An aspect we did not explore is possible competition between the PSK receptor PSKR1 and the flg22 receptor FLS2 for binding to their common co‐receptor kinase BAK1 (Ladwig et al., 2015; Sun et al., 2013). Although it is possible such competition exists, the very early ROS response, for which BAK1 is required (Chinchilla et al., 2007; Heese et al., 2007), is unaffected. We focused on WRKY18 and WRKY33 due to their extensive documentation and substantial experimental data supporting their roles. The *ATL31* gene serves as a testable driver of phenotypic outcome to illustrate one potential mechanism by which PSK affects callose deposition. This simplified model aims to provide insight into how PSK influences plant defense through WRKY TFs and downstream genes. However, this focus does not diminish the potential significance or roles of other WRKY TFs in Arabidopsis, which may also be important but are not yet as well studied, nor does it exclude other crucial genes affecting callose deposition.

**Figure 8:**
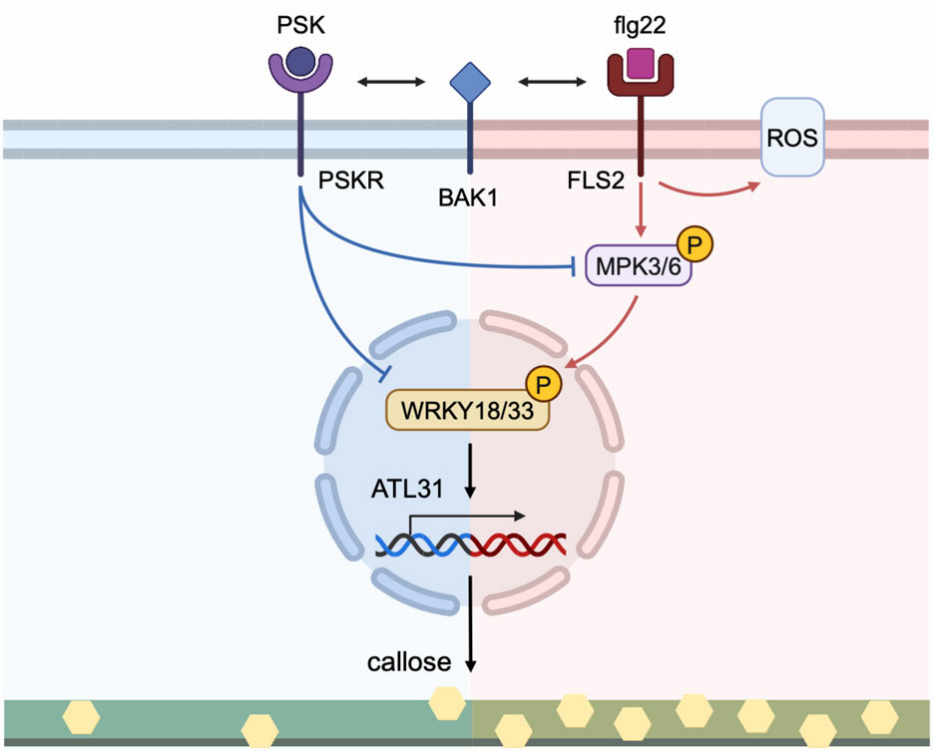
A simplified and speculative model of PSK and flg22 antagonism. PSKR may compete with FLS2 for binding to BAK1. PSK reduces multiple flg22‐induced responses, including the phosphorylation level of MPK3/6, the expression level of *WRKY18/33* and *ATL31*, and the density of callose deposition. However, PSK does not affect ROS level. WRKY TFs shown are based on known MPK targets (Wang et al., 2018, 2023) and the potential regulator of *ATL31* (Birkenbihl et al., 2017) from current literature, but other WRKY TFs may also be involved. A line with a single arrow (red or black) represents a promoting response, a blue line with a perpendicular bar indicates an attenuating effect, and a line with double arrows denotes a co‐receptor relationship. Created in BioRender. Liu, D. (2024) BioRender.com/z39j606.

The *tpst* mutant used for transcriptional profiling lacks PSK as well as other sulfated peptides that may interact in some unknown way with the PSK pathway. We accepted this compromise because it was the only way currently available to control PSK application to initiate signaling without the possible obscuring effects of background PSK signaling. The major new impact we detected of the loss of one or more other sulfated peptides is the tuning of the amplitude of flg22‐induced defenses without changing the suppressive effect of PSK on defense readouts measured in both WT and *tpst*. 

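Several groups of defense genes were compared between untreated WT and untreated tpst. Of 20 genes of the salicylic acid response, 12 were lower and none was higher in WT shoots than in tpst shoots (12 when adjusted over the list alone). PBS3, an enzyme of salicylic acid synthesis, had a log2 fold change of -2.38 (SE 0.193, n = 3 per group), FMO1 -3.29 (SE 0.341), BGL2 -3.83 (SE 0.403) and WRKY54 -1.81 (SE 0.221). PR1 was lower as well (-4.76, SE 0.56). Of 61 WRKY genes 13 were lower and none higher in WT shoots (13 when adjusted over the list alone). Of 23 jasmonate genes 4 were higher and 8 lower (6 and 8 when adjusted over the list alone), with PDF1.2 at -5.21 (SE 0.46). Of 30 markers of pattern-triggered immunity 1 was higher and 1 lower in WT shoots (1 and 1 when adjusted over the list alone), and of 8 defense genes that the paper names from these samples, which is not independent evidence, 1 was higher and 1 lower (1 and 1 when adjusted over the list alone).
In roots, 1 of 17 salicylic acid genes was higher in WT (2 when adjusted over the list alone), ALD1 at 2.94 (SE 0.774), 3 of 31 markers of pattern-triggered immunity were higher (5 when adjusted over the list alone), of 20 jasmonate genes 5 were higher and 1 lower (5 and 2 when adjusted over the list alone, adjusted p = 0.598 with an estimated correlation), and 3 of 63 WRKY genes were lower (3 when adjusted over the list alone). With an estimated correlation the adjusted p for the salicylic acid genes in shoots was 0.318 and for the WRKY genes 0.366. In WT shoots the 11 dawn clock genes had a median of -0.76, with 3 of them lower (3 when adjusted over the list alone), and in WT roots a median of 0.02.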

We did not observe higher basal levels of callose or globally higher defense‐related gene expression in *tpst* plants, thus the plants were not constitutively autoimmune. However, FLS2 protein levels are higher in the *tpst* plants than in WT (Figure S8D). This may explain why ROS, MPK phosphorylation, and callose levels in response to flg22 in *tpst* plants are higher than in other genotypes tested (Figures 6 and 7; Figure S8A,B). However, FLS2 protein levels and flg22‐induced ROS are similar in *pskr1 pskr2* and WT plants (Figure S8A,D). Thus, it seems unlikely that loss of PSK signaling can explain FLS2 protein levels in *tpst* plants. Rather, a different TPST substrate peptide such as PSY or another sulfated peptide(s) may repress basal FLS2 levels.

Notably, in response to flg22, *pskr1 pskr2* hydroponic seedlings show lower MPK3/6 phosphorylation and callose deposition levels compared to WT plants. Reduced callose is similarly seen in plants lacking a receptor (RGFR1) for the sulfated peptide root growth factor and other RLKs that are associated with the immune regulator ACD6 (Zhang et al., 2017). We speculate that multiple RLKs (including the PSK receptors) contribute to membrane signaling complexes needed for one or more responses to flg22. In contrast, adult soil‐grown *pskr1 pskr2 psy1* plants were reported to display increased callose with flg22 relative to that seen in wild type (Mosher et al., 2013). Different signaling outcomes may be due to the loss of multiple receptor types at one time and/or the use of different growth conditions.

In terms of their regulatory effects on WRKY TFs and plant defense‐related genes, the TPST‐sulfated PSK and PSY peptides induce changes that are more similar when compared with the effects of flg22 and WCS417 bacterium. This alignment is consistent with the number of DEGs in opposite directions (Figure S6). However, PSK diverges from PSY in its effects on genes associated with protein phosphorylation and kinase activity (Figure 5; Figure S7). PSY's effects are more similar to those of flg22 and WCS417 than to PSK in these functional terms. This suggests that unknown mechanisms may underlie the signaling perception and activation processes of PSK and PSY, and PSY might have different effects on MPK phosphorylation. One example is the pattern‐triggered immunity marker gene *FRK1*. 

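FRK1 (AT2G19190, TAIR10 chromosome 2, 8326049 to 8329944), a receptor kinase gene, fell in shoots by a log2 fold change of 2.89 (SE 0.462, n = 3 per group, adjusted p = 0.00017) at 2 h of PSK and by 1.40 (SE 0.407, adjusted p = 0.00808) at 11 days. Its values were -0.93 at 30 min and -0.96 (adjusted p = 0.0484) at 5 h, below the fold of 2. In roots it had -0.35, -1.15, -1.21 and -0.77 at 30 min, 2 h, 5 h and 11 days, none of them called. Without the first untreated or the third 5 h shoot replicate FRK1 was called in shoots at 5 h (-1.22 and -1.28), and without the third 5 h root replicate in roots at 5 h (-2.08). The samples given PSY, flg22 or WCS417 are from published work and were not analysed here.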

PSK downregulates *FRK1* expression, while PSY, flg22, and WCS417 all upregulate its expression (Figure S5B). Moreover, concerning genes associated with GO_BP term “plant epidermis development,” PSK, PSY, and WCS417 all upregulate these genes, whereas flg22 downregulates them. This pattern aligns with the positive effects of PSK, PSY, and WCS417 on plant growth and the highly inhibitory effects of flg22 (Hu et al., 2018; Pieterse et al., 2021; Wu et al., 2014).

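GL2, a homeobox gene of trichome and root hair patterning, rose in shoots by a log2 fold change of 1.00 (SE 0.159, n = 3 per group) at 5 h and 1.07 (SE 0.159) at 11 days of PSK. PRP1, a cell wall protein gene of root hairs, fell in shoots at 5 h by 2.73 (SE 0.54), at 11 days as well (adjusted p = 0.000151), and in roots at 5 h by 1.32 (SE 0.311). The root hair expansin gene EXPA7 fell in shoots at 5 h (-1.65, SE 0.445) and 11 days (-2.09, SE 0.46), and RHS10 at 11 days (-1.57, SE 0.321). For the 17 genes of this list the adjusted p with an estimated correlation in shoots was 0.735 at 5 h and 0.54 at 11 days. EXPA7 and PRP1 are root genes at 1.17 and 1.12 CPM on average in the shoot libraries, against 46.3 and 48.5 CPM in the root libraries, and 4 and 6 of 11 root markers fell in shoots at these times (3 and 6 when adjusted over the list alone). The next medians are over the root markers kept when all 36 libraries were taken together, which need not be the same 11 genes. They ran from 0.594 to 1.62 CPM in the untreated tpst shoot libraries, from 0.562 to 1.1 CPM in those at 5 h and from 0.464 to 0.57 CPM in those at 11 days. The dawn clock genes had medians of 2.28 and 2.30 in shoots at 5 h and 11 days.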

Our bioinformatics analysis provides valuable insights into the effects of PSK and connections with other treatments, especially when combined with our physiological measurements that support antagonism between flg22 and PSK treatments using multiple genotypes. However, it is important to acknowledge the inherent limitations of using informatic methods. Databases like gene ontology (GO) infer functional associations primarily based on associative data, which may not always reflect direct causal relationships. Many gene annotations, including those related to pathogen resistance, are often derived from correlations or computational predictions rather than direct experimental evidence. Additionally, these databases can be biased toward well‐studied genes and may not fully capture the complexity of gene functions across different experimental conditions. Similarly, TF enrichment analysis relies on known binding sites and gene networks, which may be incomplete or context dependent. As a result, while these analyses offer a broad overview of potential gene functions and regulatory networks, their findings should be further tested through direct experimental approaches to assess their biological relevance.

## METHODS

### Plant materials and growth conditions

In all experiments, *Arabidopsis thaliana* Columbia‐0 (Col‐0) ecotype and mutants in the Col‐0 background were used. T‐DNA insertion mutants *tpst‐1* (SALK_009847) and double‐mutant *pskr1‐3 pskr2‐1* (cross of SALK_008585 and SALK_024464) lines were obtained from Dr. Margret Sauter's group (Hartmann et al., 2014; Kutschmar et al., 2009; Stührwohldt et al., 2011).

Seeds were sterilized with 75% ethanol for 1 min and 5% sodium hypochlorite with 0.05% Tween‐20 for 5 min. After sterilization, the seeds were washed with distilled water five times before being placed in six‐well cell culture dishes for growth. The liquid growth medium was prepared as 1/2 Murashige and Skoog (MS) basal medium (Sigma‐Aldrich) with 0.05% MES (Sigma‐Aldrich), 1% sucrose (Fisher Scientific), and 0.1% MS vitamin solution (Sigma‐Aldrich), pH adjusted to 5.7. The dishes were supplemented with 5 mL liquid growth medium per well and were placed horizontally in a growth room with 22°C 16 h light/8 h dark long‐day condition (light intensity at 3000 lux). For ROS assays, plants were grown in soil for 4 weeks at 20°C with 12 h light/12 h dark cycle.

### PSK treatments and RNA extractions

Three independent biological replicates were used in RNA extraction and RNA‐seq. PSK was synthesized by Synbio Technologies and Biomatik, and the lyophilized peptide was dissolved in water and stored at −80°C as 2.3 mM stock solutions. In whole‐seedling profiling, PSK treatment was conducted by adding PSK solution to the growth medium of the experimental *tpst* plants to achieve a final PSK concentration of 100 nM or 1 μM for 5 h. WT and *tpst* control plants were mock treated by adding an equivalent volume of water to the growth medium. In tissue‐specific profiling, PSK treatment was performed by replacing the growth medium of the experimental *tpst* plants with fresh medium containing 10 nM PSK for 30 min, 2 h, and 5 h, or germinating experimental *tpst* plants with medium containing 10 nM PSK for 11 days. WT and *tpst* control plants remained untreated, with no medium replacement. Total RNA was extracted from 30 seedlings per replicate at day 7 in whole‐seedling profiling, or from 18 seedlings with shoot and root separated at day 11 in tissue‐specific profiling, using RNeasy Plant Mini Kit (Qiagen) and the RNase‐Free DNase Set for on‐column DNase digestion (Qiagen).

### RNA‐seq experiments and data analysis

Purified RNA samples were sent to Novogene for poly(A) enrichment mRNA library preparation and sequencing. Twenty million 150‐bp paired‐end reads per sample were generated with the Illumina NoveSeq 6000 System. The obtained reads were mapped to *A. thaliana* TAIR10 genome release (ensemblplants_arabidopsis_thaliana_tair10_gca_000001735_1) (Lamesch et al., 2012) using HISAT2 (v2.0.5) (Kim et al., 2019). FeatureCounts (v1.5.0‐p3) was used to count the read numbers mapped of each gene and FPKM (the expected number of fragments per kilobase of transcript sequence per millions base pairs sequenced) was used to quantify and estimate gene expression (Mortazavi et al., 2008).

The differential expression analysis was performed with the R package DESeq2 (v1.20.0) (Love et al., 2014). The expression levels of each sample were compared to those of the untreated or mock‐treated *tpst* control. The functional enrichment analysis was conducted at the DAVID Knowledgebase (https://david.ncifcrf.gov/) that integrates GO_BP, gene ontology cellular component (GO_CC), and gene ontology molecular function (GO_MF) databases (Huang et al., 2009). The TF enrichment analysis was carried out at PlantRegMap (http://plantregmap.gao‐lab.org/) using the FunTFBS method (Tian et al., 2020). The heatmaps were generated using the R package ComplexHeatmap (v2.13.1) with rows split by K‐means clustering and distance measured by predefined Pearson method (Gu et al., 2016). The Venn diagrams were created with Venny 2.1.0 (Oliveros, 2007).

### ROS assay

ROS induction by flg22 was assayed and quantified as described (Tateda et al., 2014). flg22 was synthesized by Biomatik, and the lyophilized peptide was dissolved in water and stored at −80°C as 100 μM or 1 mM stock solutions. Leaf discs (12 discs per genotype/treatment in each experiment) were prefloated on water or 1 μM PSK overnight, and total ROS accumulation was measured by chemiluminescence after adding 1 μM flg22. Alternatively, leaf discs were treated with PSK for shorter time (15 min to 5 h). To compare different experiments, ROS in WT + flg22 was set as 1. Relative ROS accumulation was quantified from at least four experiments for each PSK treatment.

### Protein isolation and immunoblot analysis

11‐day‐old seedlings grown in six‐well cell culture dishes (3–5 seedlings per sample) or leaf discs (5–8 discs per sample) from soil‐grown plants were treated with 1 μM or 200 nM PSK overnight and MAP kinases were activated by adding 1 μM or 200 nM flg22, respectively, for 7–15 min. Alternatively, plant samples were treated with PSK for shorter time (10–40 min). Total proteins were isolated by grinding tissue in cold isolation buffer (Tris HCl 150 mM pH 7.5, NaCl 150 mM, EDTA 5 mM, DTT 1 mM, protease inhibitor for plants [Sigma], phosphatase inhibitor [Pierce/Thermo Fisher], and Triton X‐100 1%). Proteins were resolved by SDS‐Polyacrylamide Gel Electrophoresis (SDS‐PAGE), transferred to a Polyvinylidene Fluoride (PVDF) membrane, and probed with following rabbit antibodies: phosphorylated MPK antibody phospho‐p44/42 MAPK (Erk1/2) (Thr202/Tyr204) [Cell Signaling Technology, 1:1000–1:2000]; MPK3 antibody [Sigma, 1:2000]; FLS2 antibody [1:500, (Chinchilla et al., 2007)]; and anti‐rabbit‐HRP secondary antibodies (Thermo Fisher). Proteins were detected by chemiluminescence using Bio‐Rad ChemiDoc XRS+ imager. Relative band intensities were quantified from at least four experiments using Image Lab software (Bio‐Rad) and normalized relative to total protein from Coomassie blue‐stained membranes, similar to a previously described method (Tateda et al., 2014). Different treatment durations and peptide concentrations gave similar results, and the experiments were analyzed together by setting immunoblot signal in WT without PSK to 1.

### Callose deposition

Plants grown in six‐well cell culture dishes (five seedlings per well) were treated with water or PSK solutions at day 7 for 24 h, and then treated with water or flg22 solutions at day 8 for 24 h. The treatments were conducted by adding PSK solution and flg22 solutions to the liquid 1/2 MS medium to achieve a final concentration of 100 nM and 1 μM, respectively. The plants were fixed and stained with aniline blue as described (Mason et al., 2020). Callose deposits were quantified with Fiji using images taken with a Leica DMR fluorescence microscope (10× objective). At least 52 cotyledons with high‐quality images from 30 seedlings per genotype and per treatment were used for analysis.

## AUTHOR CONTRIBUTIONS

DL, JJ, JMM, and JTG designed the experiments. DL performed the experiments, conducted bioinformatic analysis, and analyzed data. JJ performed the MPK phosphorylation and FLS2 quantification experiments and analyzed ROS data. JMM performed the ROS experiment. DL, JJ, and JTG wrote the manuscript.

## Supporting information

**Figure S1.** Synthetic PSK enhances the root growth of hydroponic *tpst* plants.
**Figure S2.** Heatmaps of GO_BP terms enriched from PSK‐induced DEGs.
**Figure S3.** Heatmap of representative differentially expressed genes with PSK, PSY, flg22, and WCS417 treatments.
**Figure S4.** WRKY TFs in ATRM map.
**Figure S5.** Heatmaps of gene expression in ATRM map.
**Figure S6.** Heatmap of the percentage of DEGs regulated in the opposite direction by PSK, PSY, flg22 and WCS417 among all DEGs, using row category as the base.
**Figure S7.** Heatmaps of all Gene Ontology terms.
**Figure S8.** ROS burst, MPK phosphorylation and FLS2 protein levels are higher in *tpst* plants than in WT.
**Figure S9.** PSK effects on flg22‐ induced callose deposition.
**Figure S10.** Heatmap of all enriched TFs from PSK, PSY, flg22, and WCS417 up‐ and downregulated DEGs.
**Figure S11.** Heatmaps of bZIP TFs enrichment and expression among multiple stimuli.

**Table S1.** Information of each plant sample and PSK treatment in RNA‐seq experiments.
**Table S2.** W‐box motifs in the promoter regions of up‐ and downregulated DEGs.
**Table S3.** W‐box motifs presence in the promoter regions of genes involved in PSK signaling.
**Table S4.** Growth conditions and treatment methods for RNA‐seq data used in the comparison of PSK, PSY, flg22 and WCS417 induced DEGs.

**Data S1.** List of DEGs with different PSK treatments.

**Data S2.** List of enriched GO_BP functional terms from upregulated DEGs in each treatment.

**Data S3.** List of enriched GO_BP functional terms from downregulated DEGs in each treatment.

**Data S4.** List of enriched TFs from upregulated DEGs in each treatment.

**Data S5.** List of enriched TFs from downregulated DEGs in each treatment.

**Data S6.** Overlap of DEGs with PSK and flg22 treatments.

**Data S7.** Overlap of enriched WRKY TFs and differentially expressed WRKY TFs in each treatment.

**Data S8.** List of all enriched and differentially expressed WRKY TFs in each treatment.

**Data S9.** List of enriched GO_CC functional terms from upregulated DEGs in each treatment.

**Data S10.** List of enriched GO_CC functional terms from downregulated differentially DEGs in each treatment.

**Data S11.** List of enriched GO_MF functional terms from upregulated DEGs in each treatment.

**Data S12.** List of enriched GO_MF functional terms from downregulated DEGs in each treatment.

## Data Availability

The RNA‐seq data discussed in this study have been deposited in NCBI's Gene Expression Omnibus (GEO) database and are accessible through GEO series accession number GSE254988 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE254988).

# Supplementary material for: Phytosulfokine downregulates defense‐related WRKY transcription factors and attenuates pathogen‐associated molecular pattern‐triggered immunity
**Source:** Plant J. 2024 Dec 11;120(6):2367–84. doi: 10.1111/tpj.17115
**Supplement:** Supplementary file 1 — Figure S1. Synthetic PSK enhances the root growth of hydroponic tpst plants. Figure S2. Heatmaps of GO_BP terms enriched from PSK‐induced DEGs. Figure S3. Heatmap of representative differentially expressed genes with PSK, PSY, flg22, and WCS417 treatments. Figure S4. WRKY TFs in ATRM map. Figure S5. Heatmaps of gene expression in ATRM map. Figure S6. Heatmap of the percentage of DEGs regulated in the opposite direction by PSK, PSY, flg22 and WCS417 among all DEGs, using row category as the base. Figure S7. Heatmaps of all Gene Ontology terms. Figure S8. ROS burst, MPK phosphorylation and FLS2 protein levels are higher in tpst plants than in WT. Figure S9. PSK effects on flg22‐ induced callose deposition. Figure S10. Heatmap of all enriched TFs from PSK, PSY, flg22, and WCS417 up‐ and downregulated DEGs. Figure S11. Heatmaps of bZIP TFs enrichment and expression among multiple stimuli.

**Supplementary Figure 1**

**
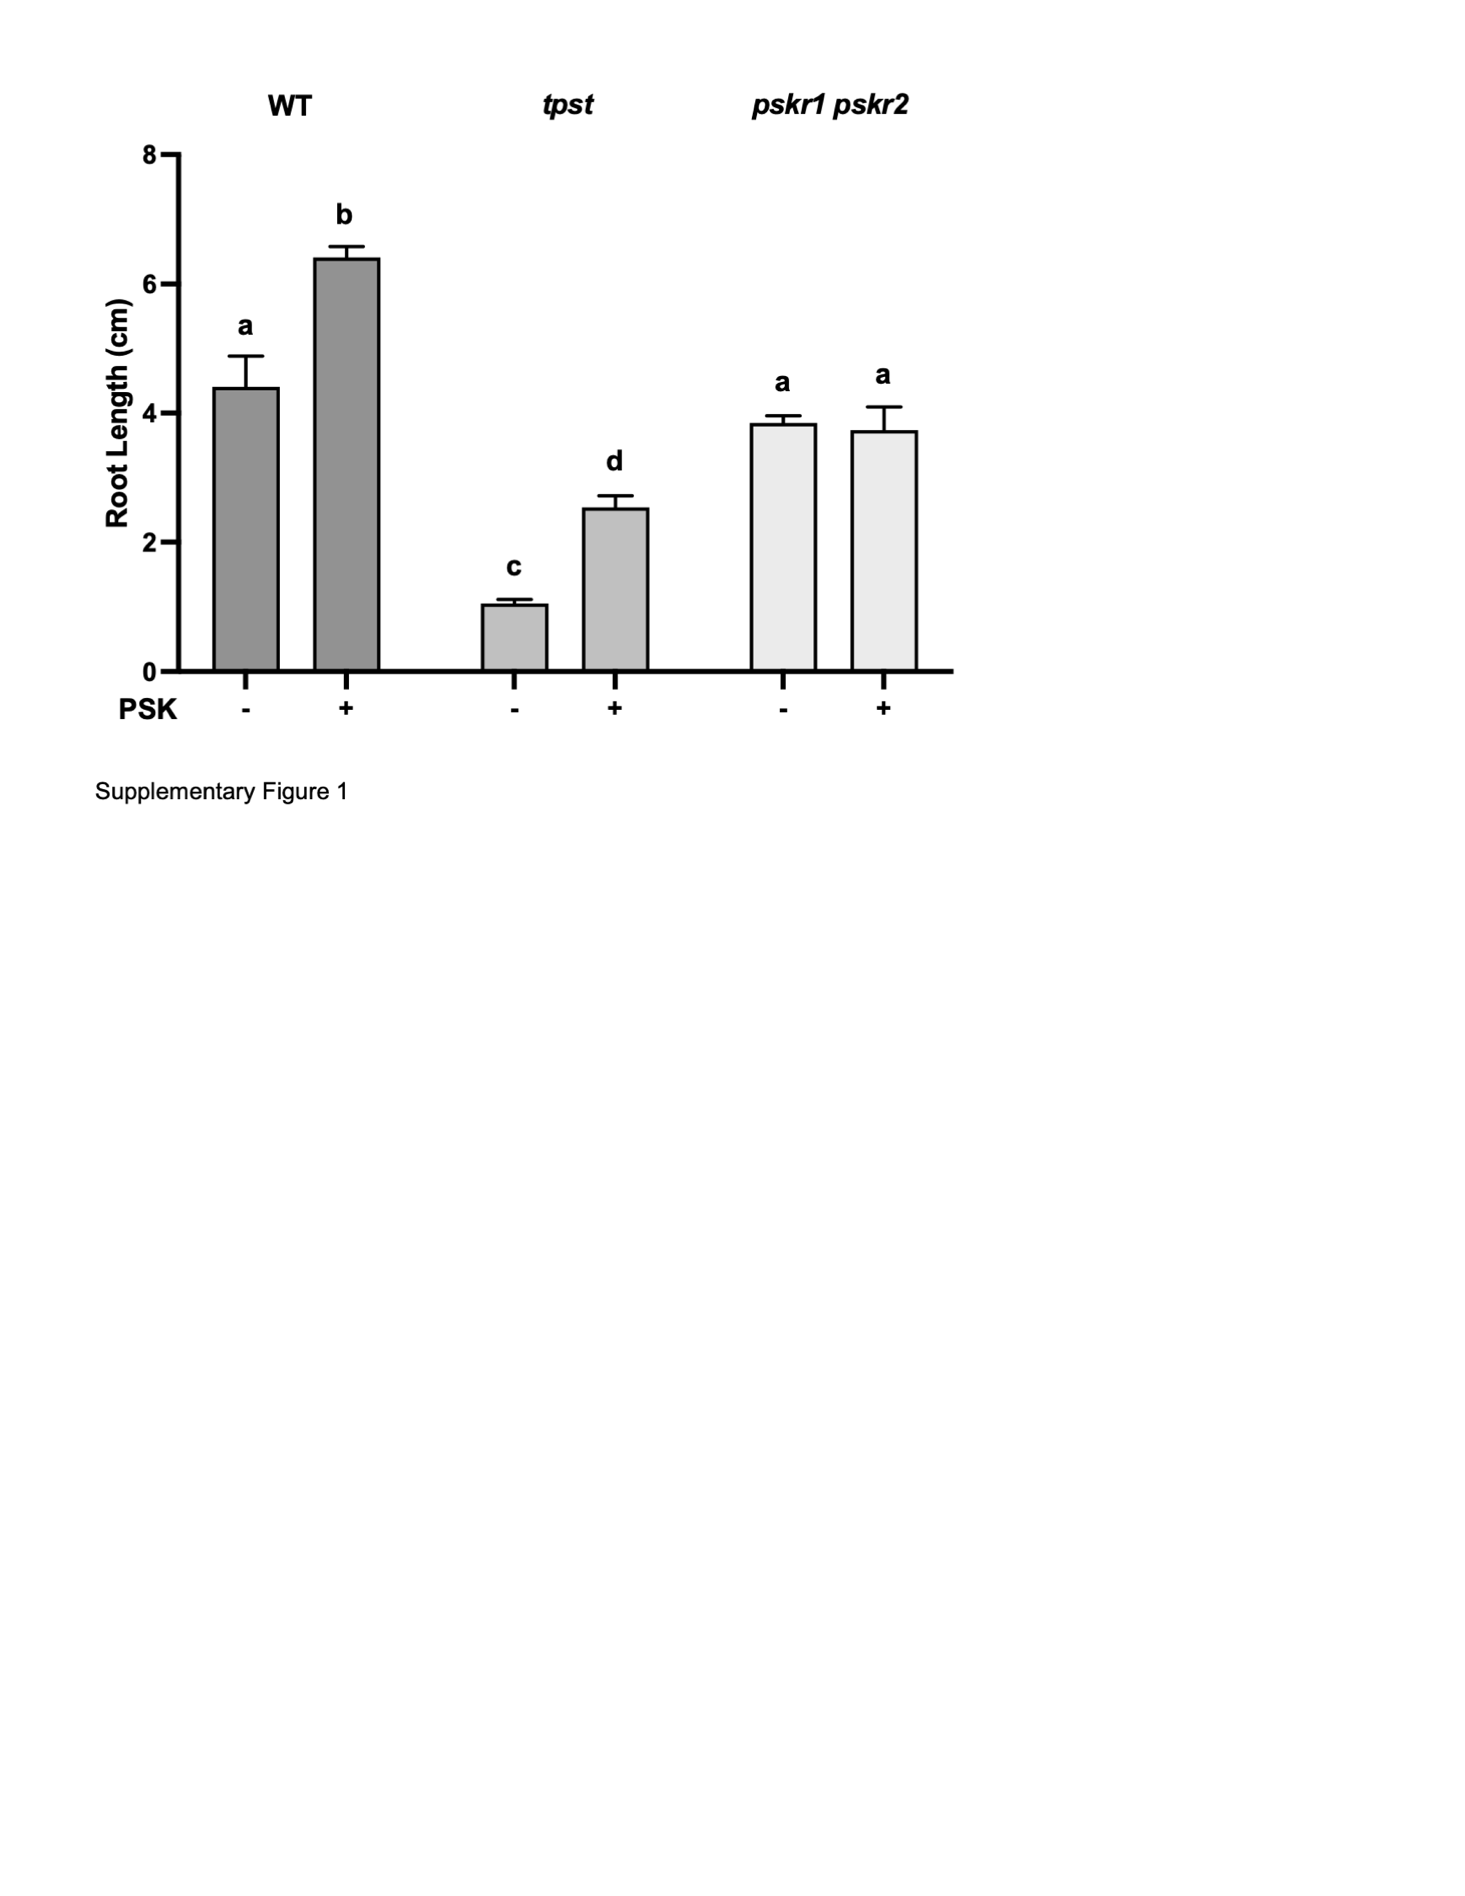
**

Supplementary Figure 1. Synthetic PSK enhances the root growth of hydroponic *tpst* plants. WT and *tpst* plants were grown in 6-well cell culture dishes with liquid growth medium supplemented with or without 10 nM PSK. The images of plants were taken on the 9th day after vernalization and were subsequently used for root length quantification using Fiji. Different letters indicate significant difference in one-way ANOVA analysis (p-value < 0.05, Fisher’s test).

**Supplementary Figure 2A**

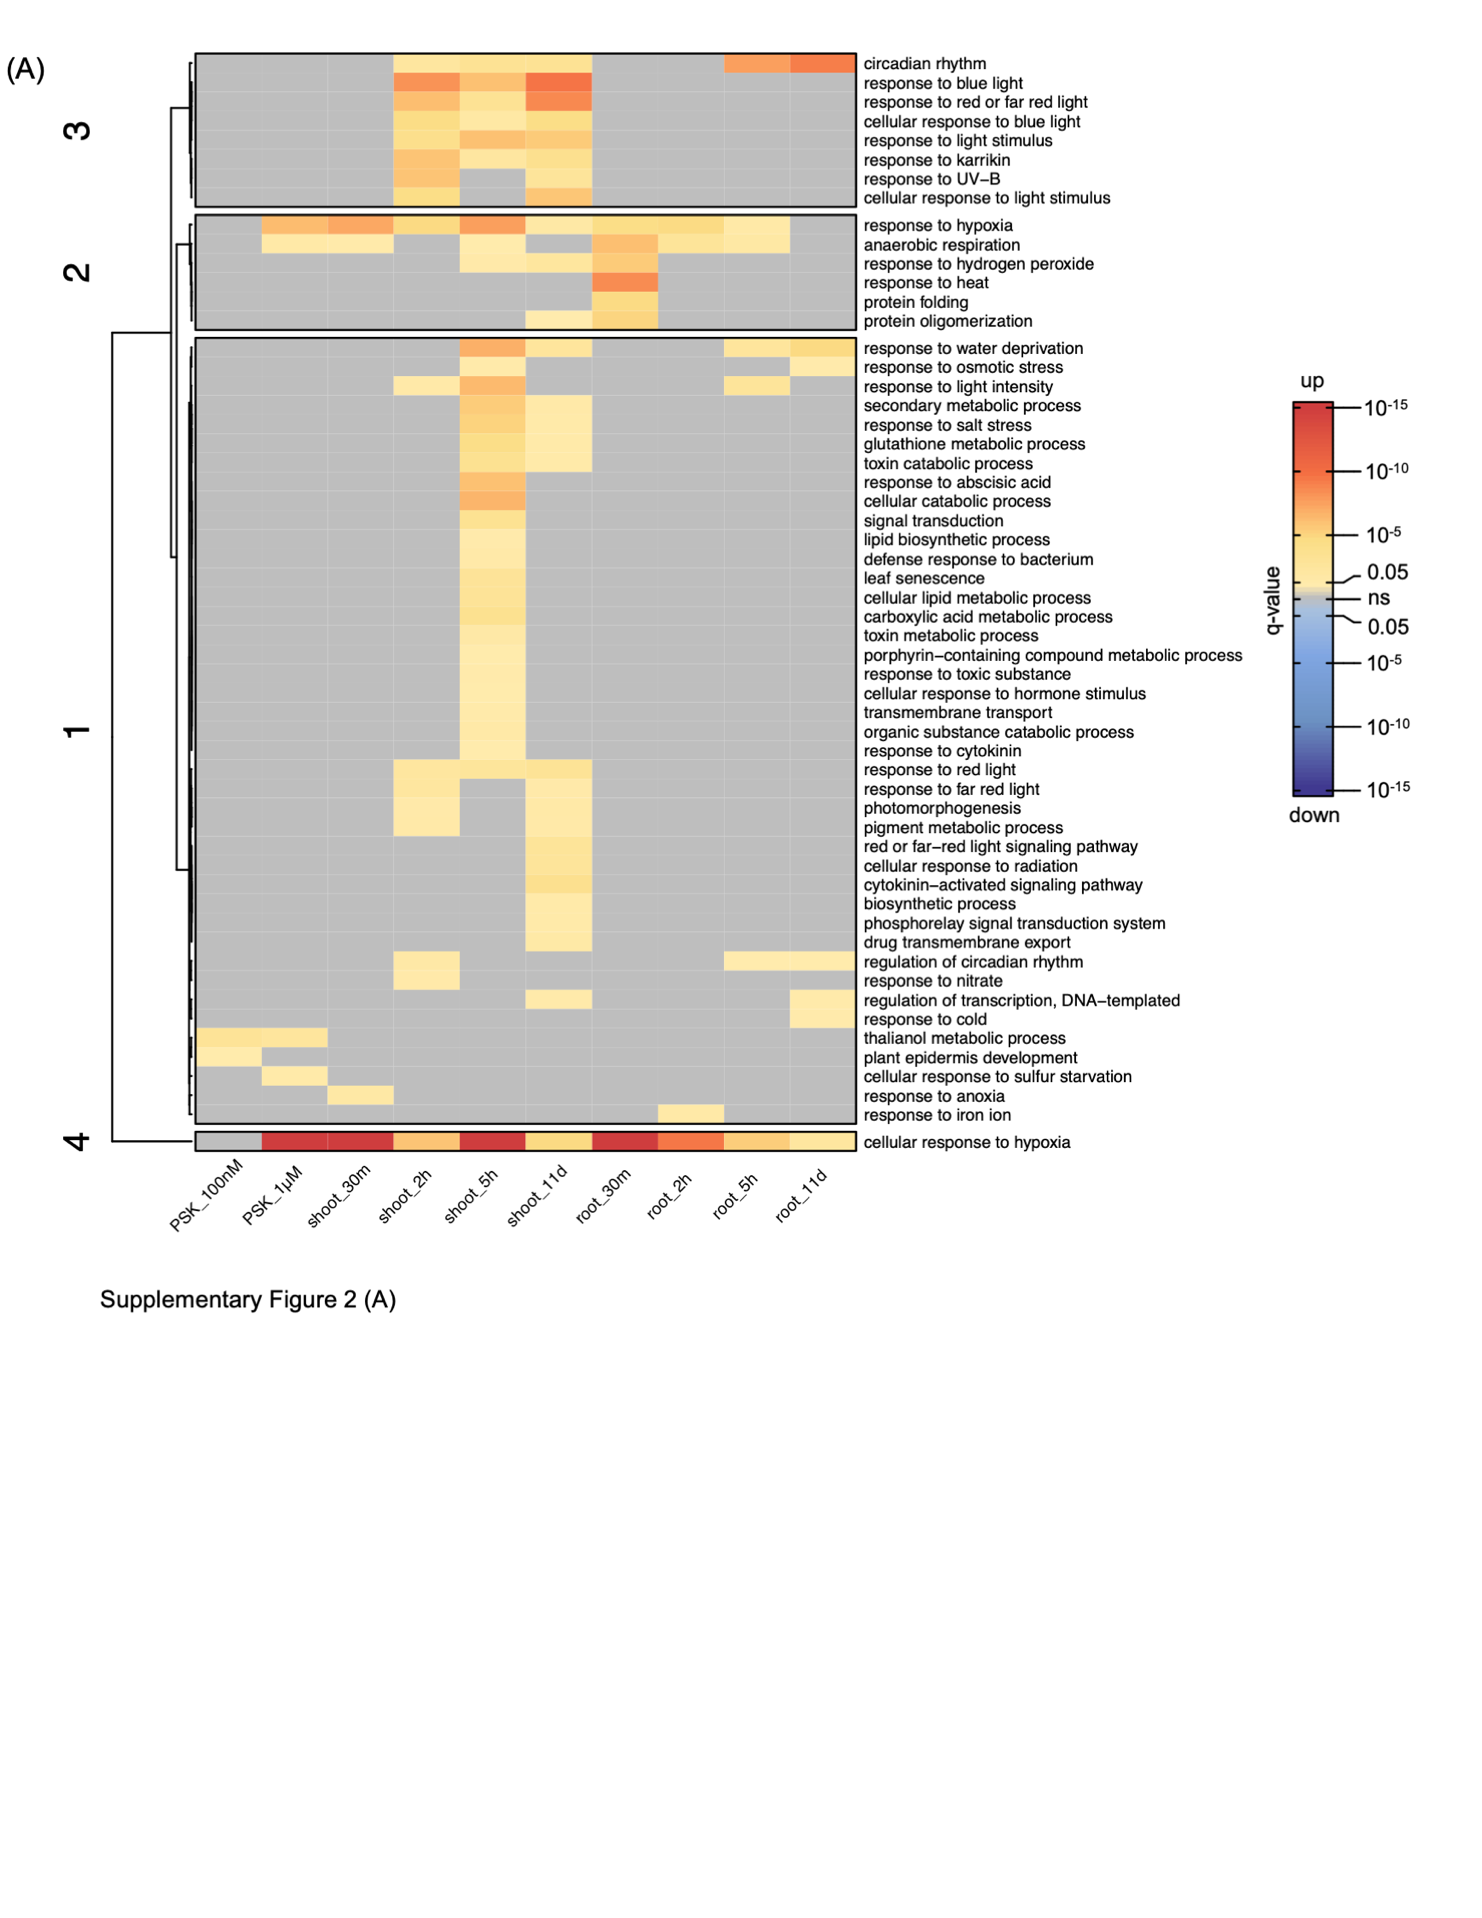

Supplementary Figure 2. Heatmaps of GO_BP terms enriched from PSK-induced DEGs. (A) Heatmap of GO_BP terms enriched from PSK upregulated DEGs. The dendrogram on the side of the heatmap illustrates the hierarchical clustering of rows using k-means clustering with numbers on the branches denoting the distance measures. The intensity of red reflects their significance measured by q-value, utilizing the cut-off of q-value < 0.05. Gray represents data points outside the cut-off criteria.

**Supplementary Figure 2B**

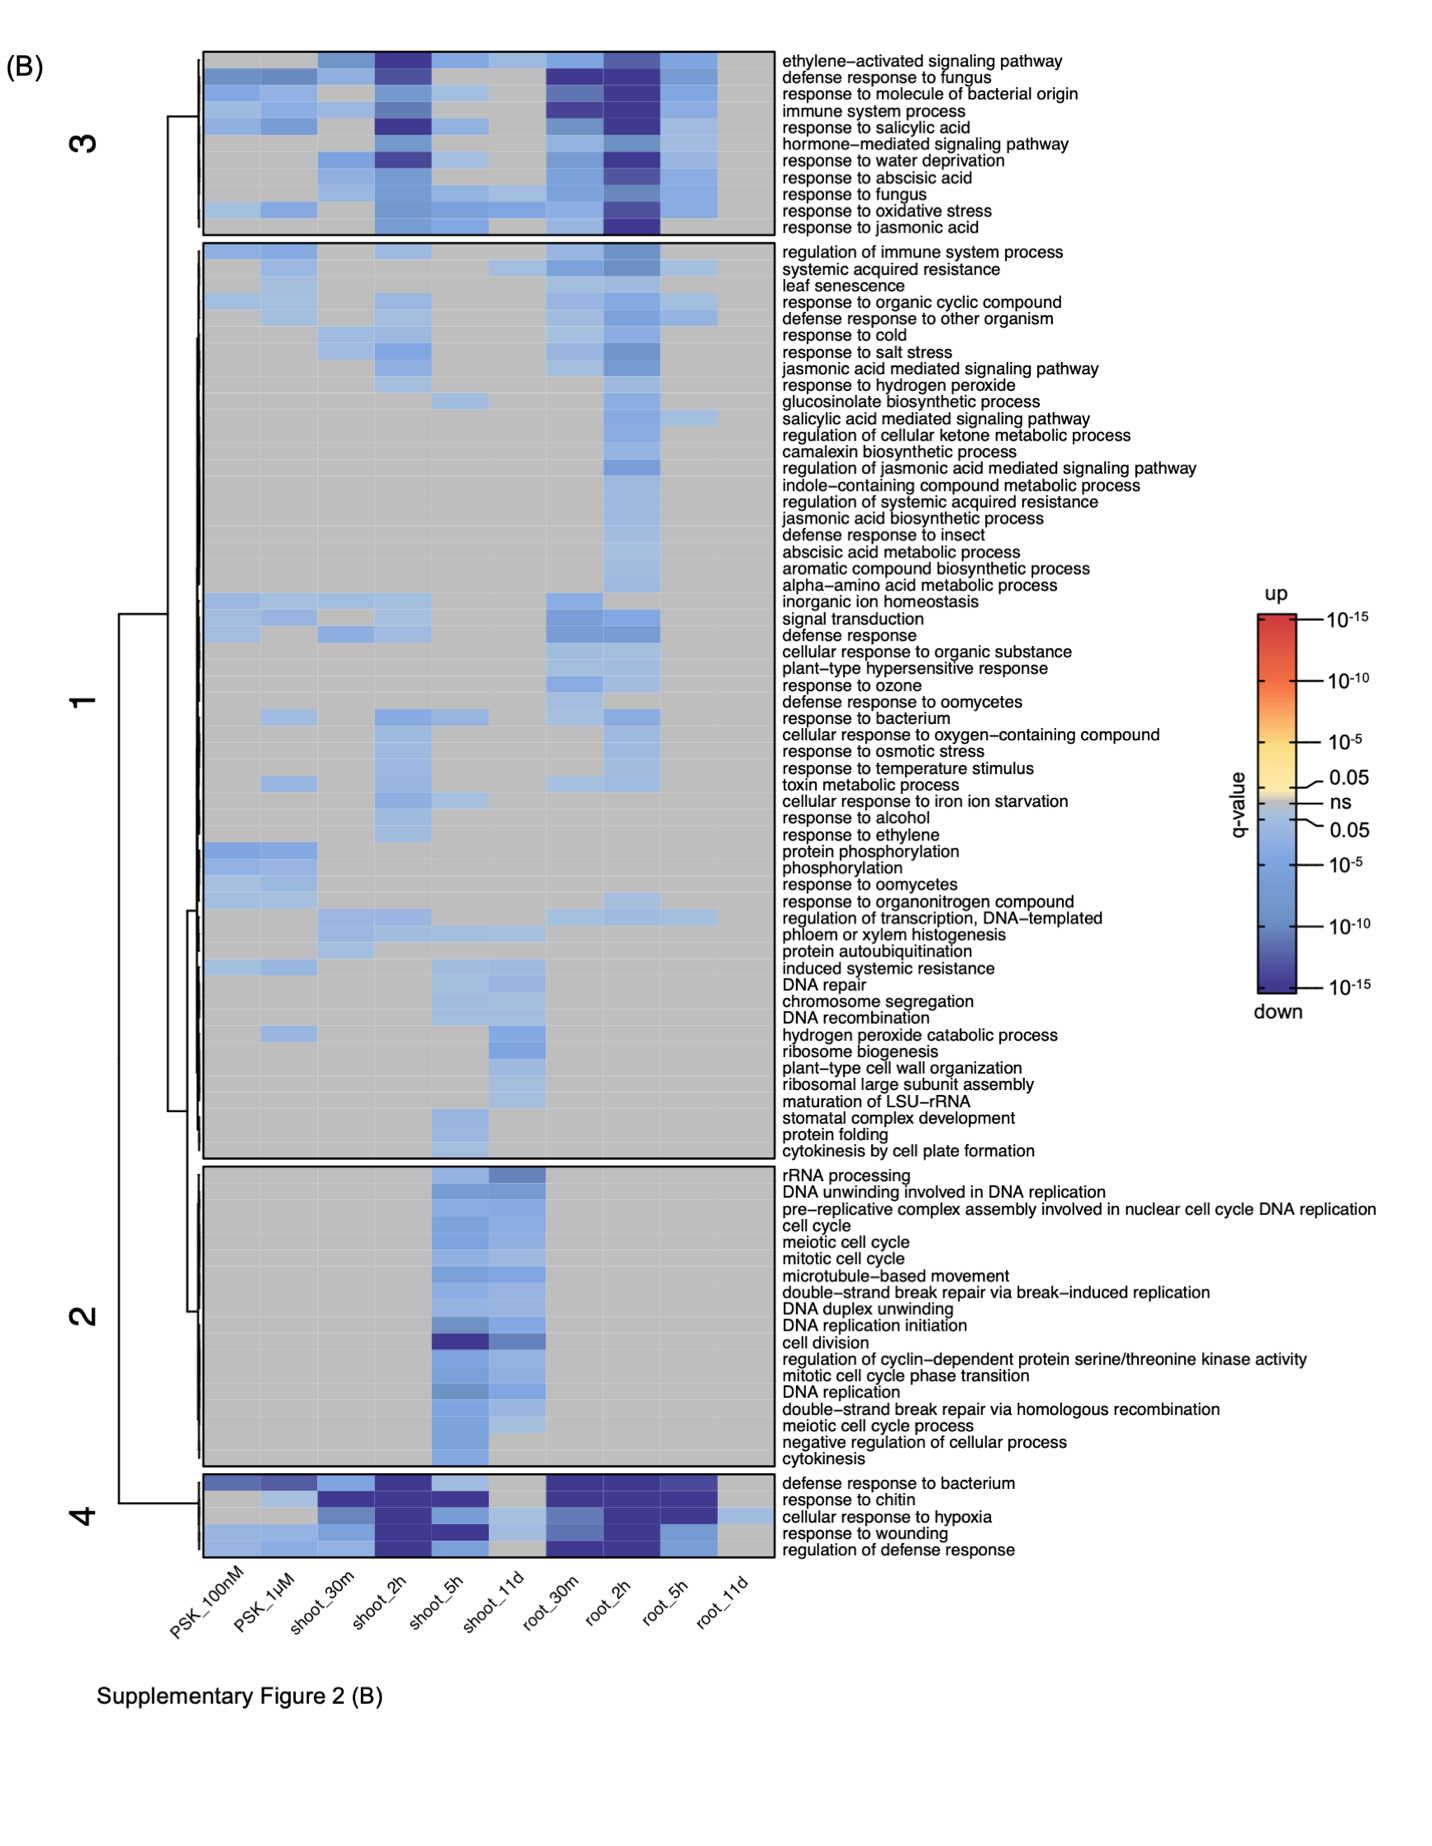

Supplementary Figure 2. (B) Heatmap of GO_BP terms enriched from PSK downregulated DEGs. The dendrogram on the side of the heatmap illustrates the hierarchical clustering of rows using k-means clustering with numbers on the branches denoting the distance measures. The intensity of blue reflects their significance measured by q-value, utilizing the cut-off of q-value < 0.05. Gray represents data points outside the cut-off criteria.

**Supplementary Figure 3**

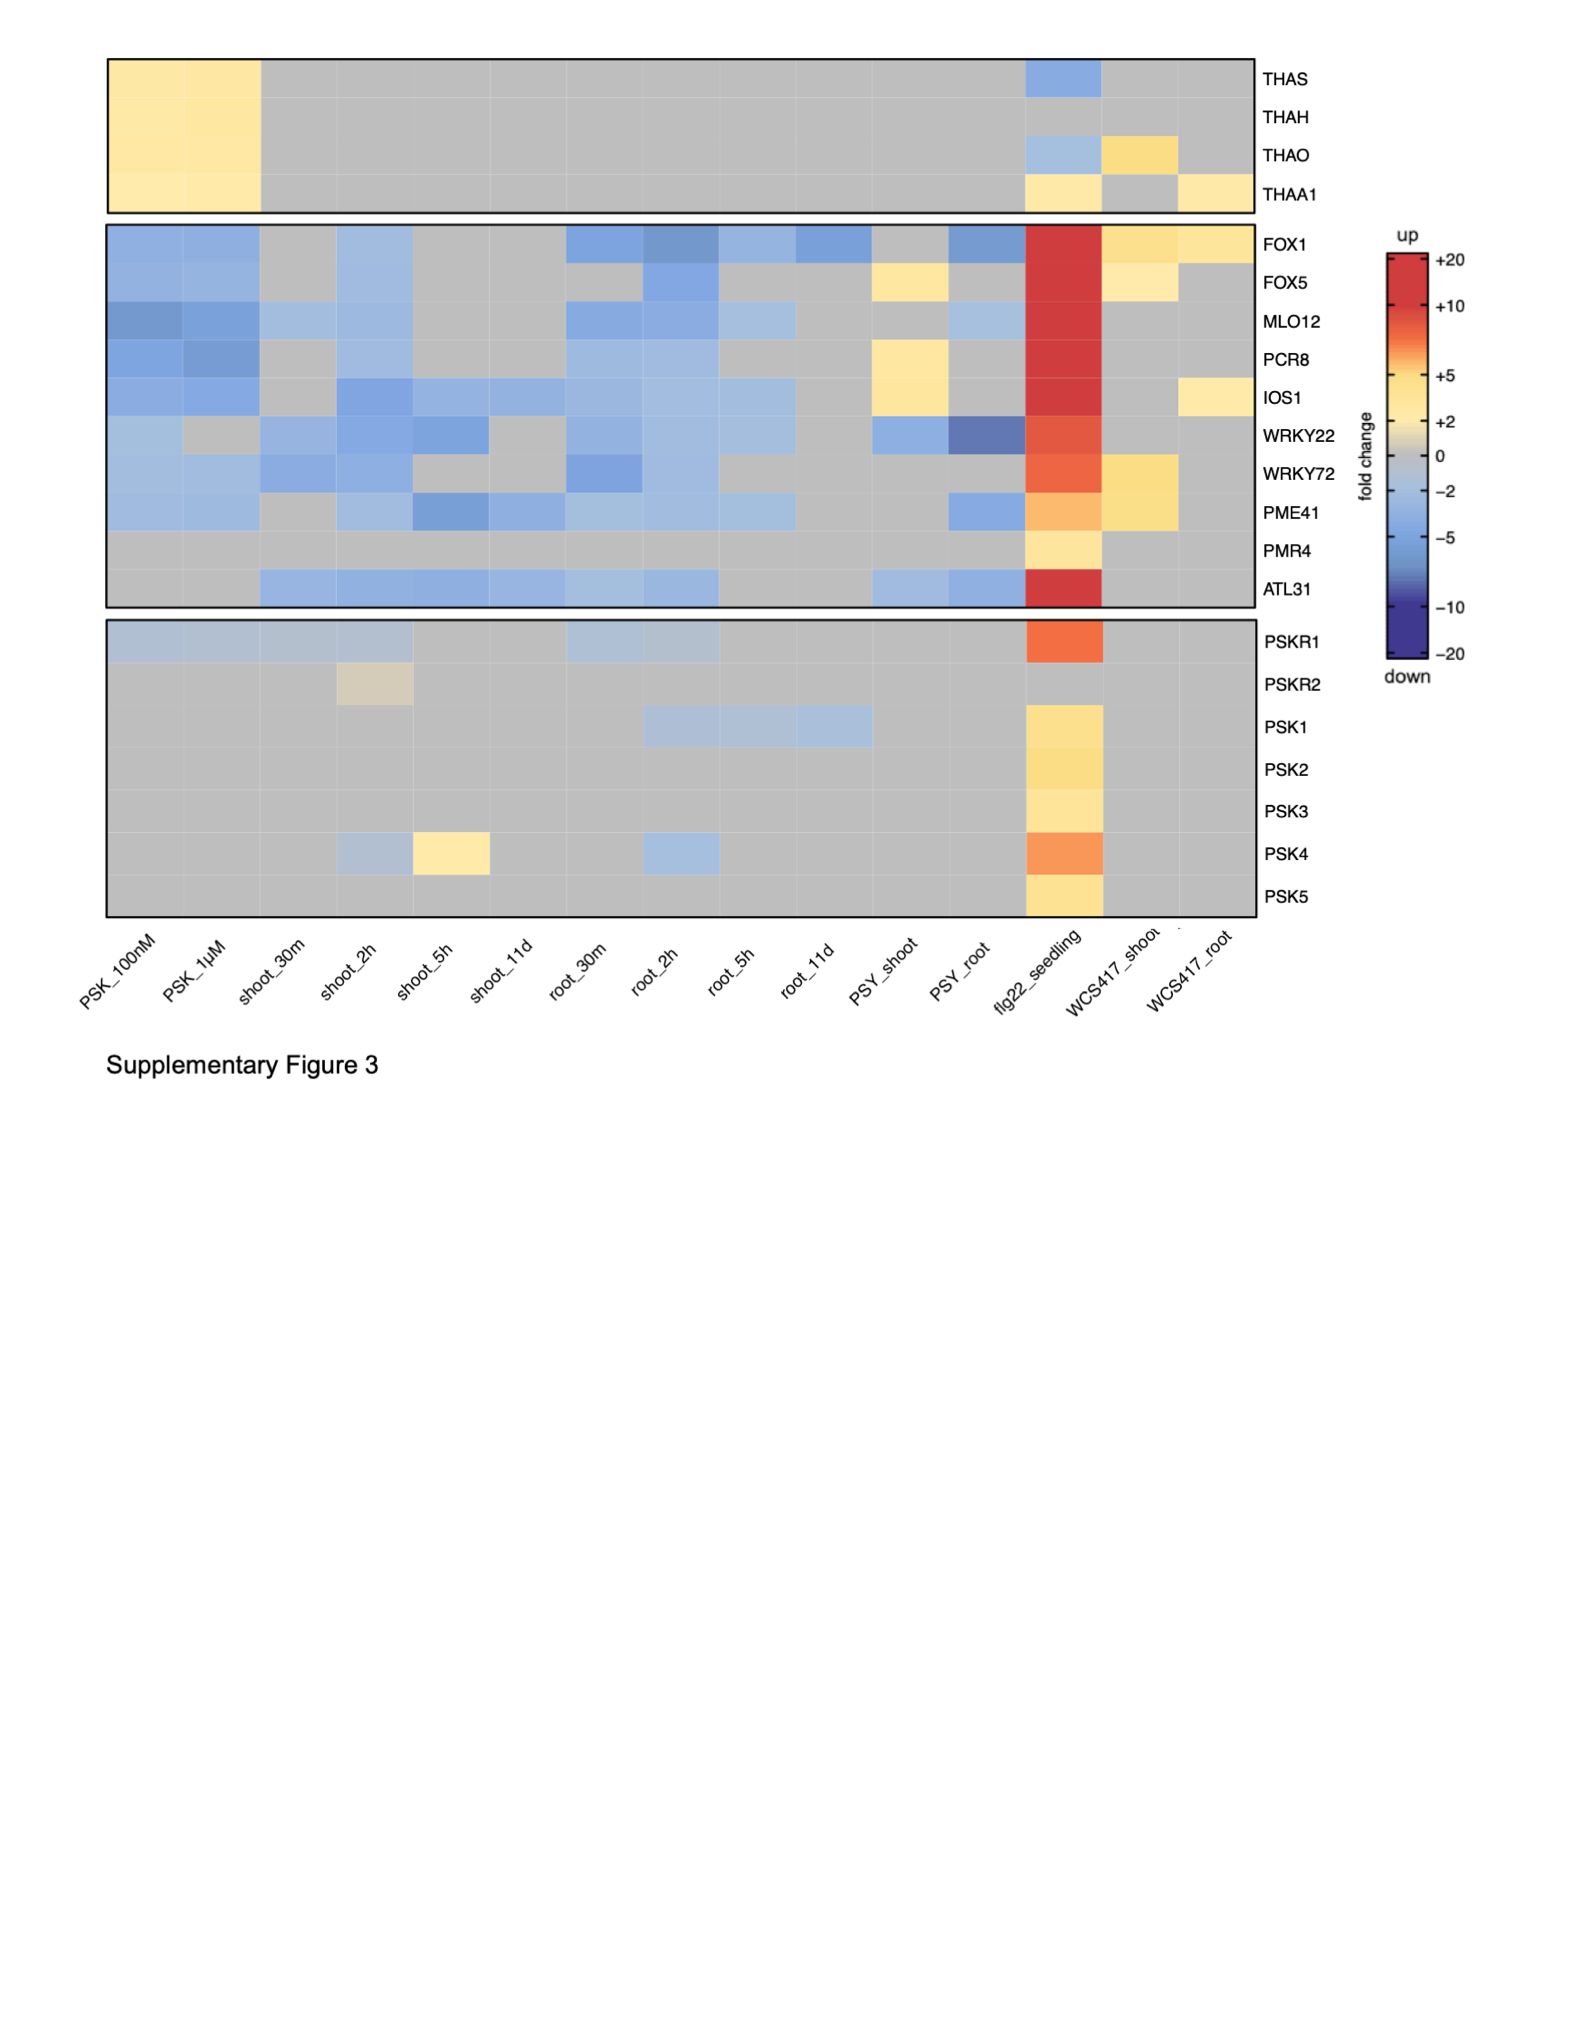

Supplementary Figure 3. Heatmap of representative differentially expressed genes with PSK, PSY, flg22, and WCS417 treatments. Genes in the top section are thalianin pathway-related, genes in the middle section are defense-related, and genes in the bottom section are PSK signaling-related. Red indicates upregulation, while blue indicates downregulation. The intensity of color reflects their fold changes, utilizing the cut-off of ≥ 2-fold change and adjusted p-value < 0.05 for thalianin pathway-related and defense-related genes, and adjusted p-value < 0.05 for PSK signaling-related genes. Gray represents data points outside the cut-off criteria.

**Supplementary Figure 4**

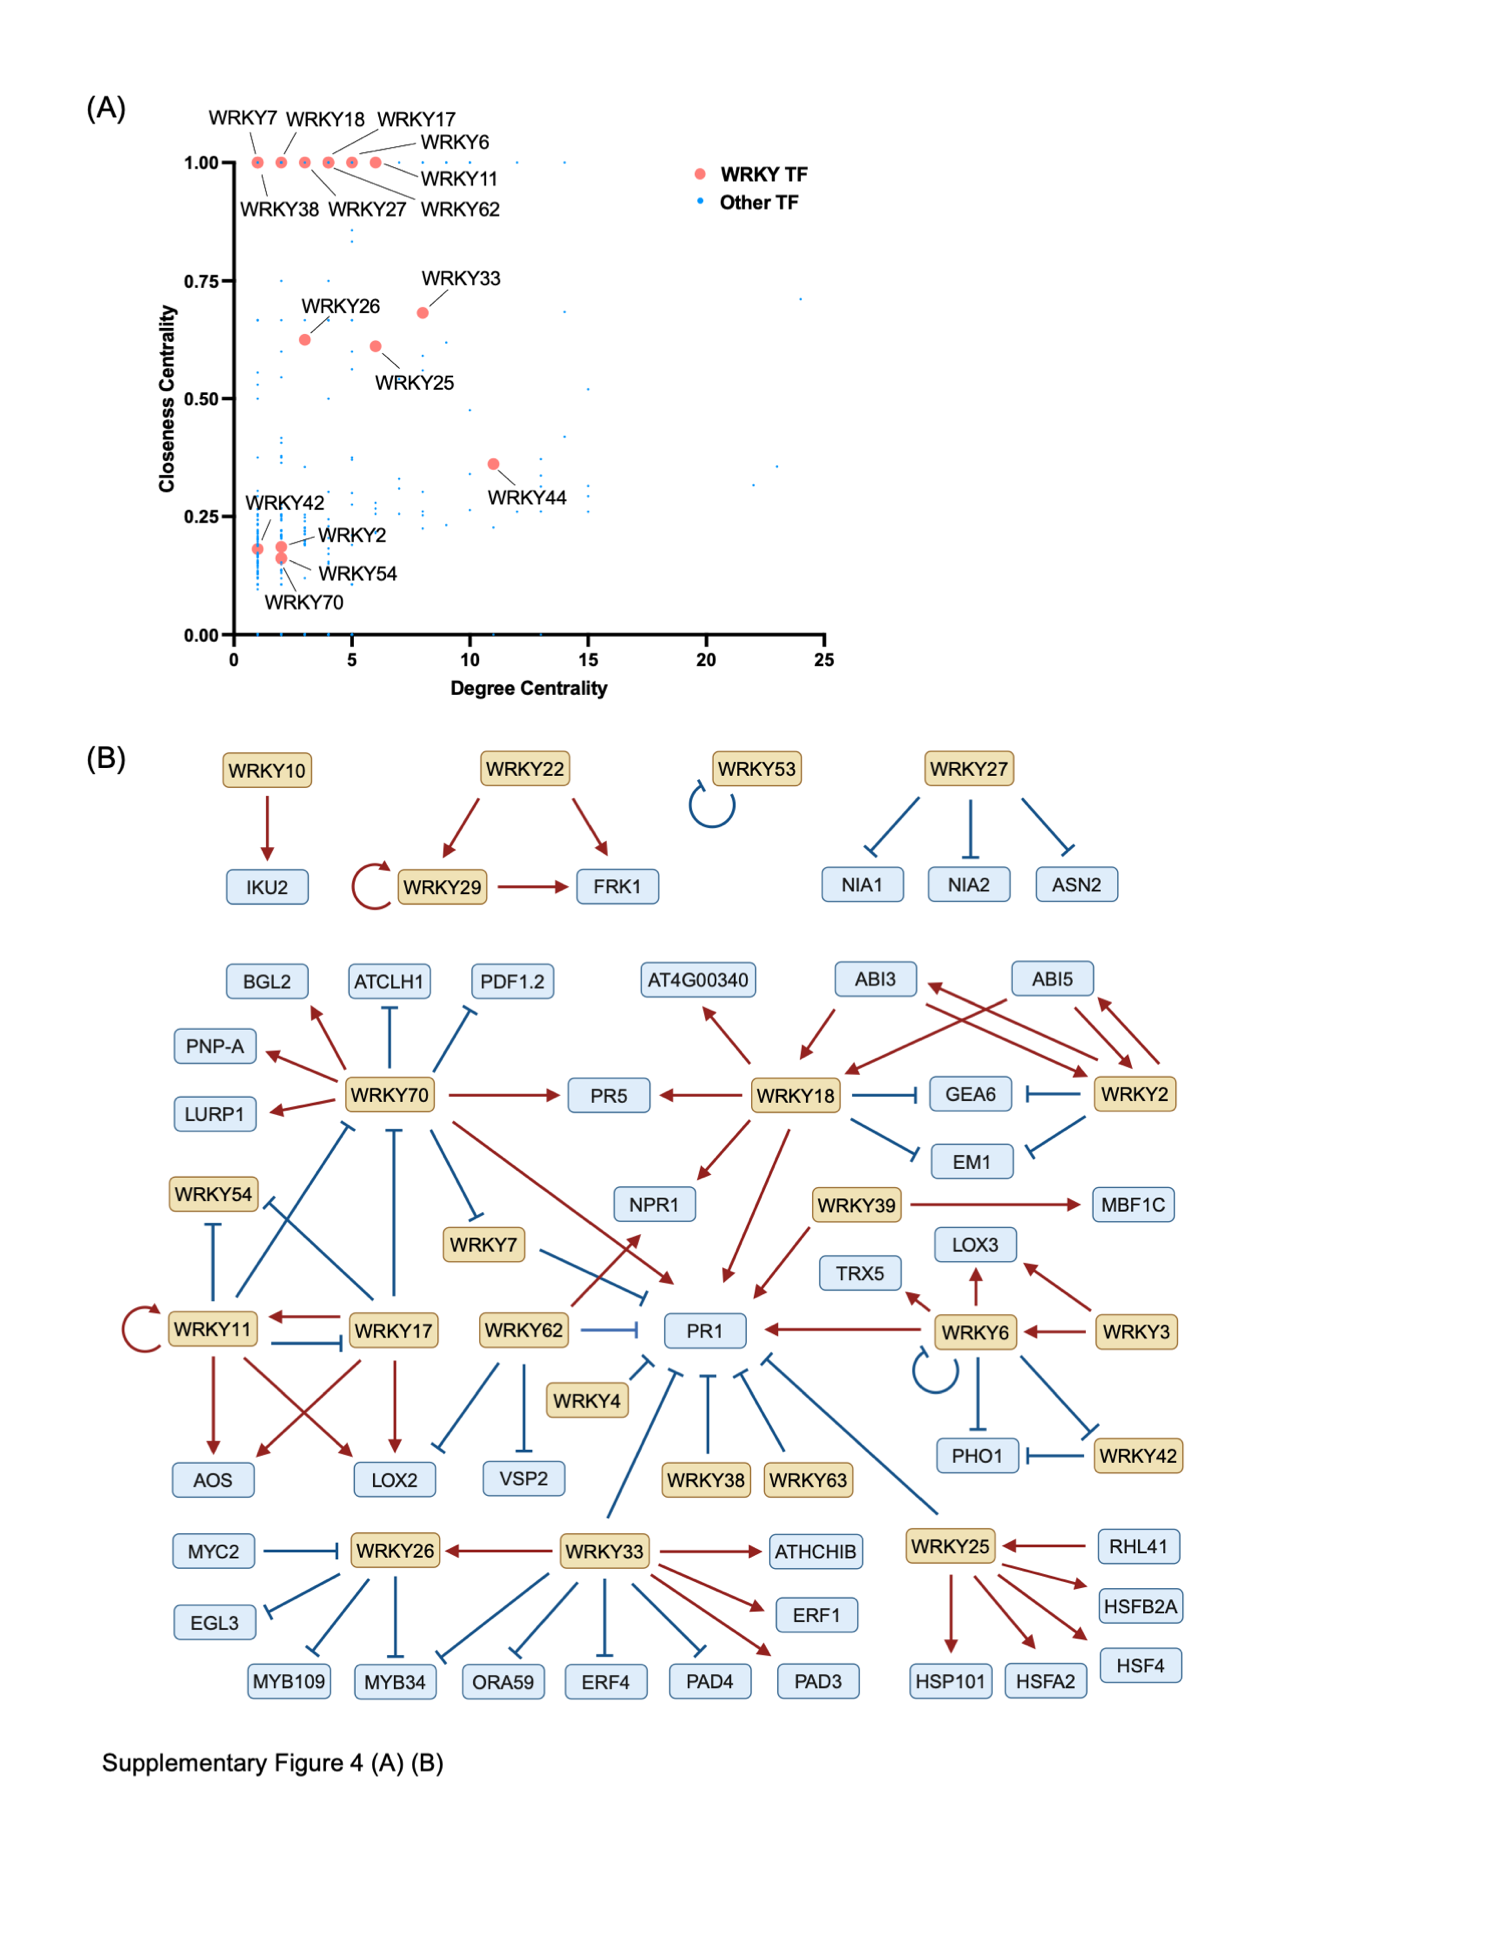

Supplementary Figure 4. WRKY TFs in ATRM map. (A) Degree centrality and closeness centrality of manually curated high-confidence TFs from ATRM. Red dots indicates WRKY TFs, blue dots indicates all other TFs. (B) WRKY regulatory network derived from ATRM. Red arrow indicates activation effect, blue ended-line indicates repression effect. Created in BioRender. Liu, D. (2024) BioRender.com/u13u417.

**Supplementary Figure 5**

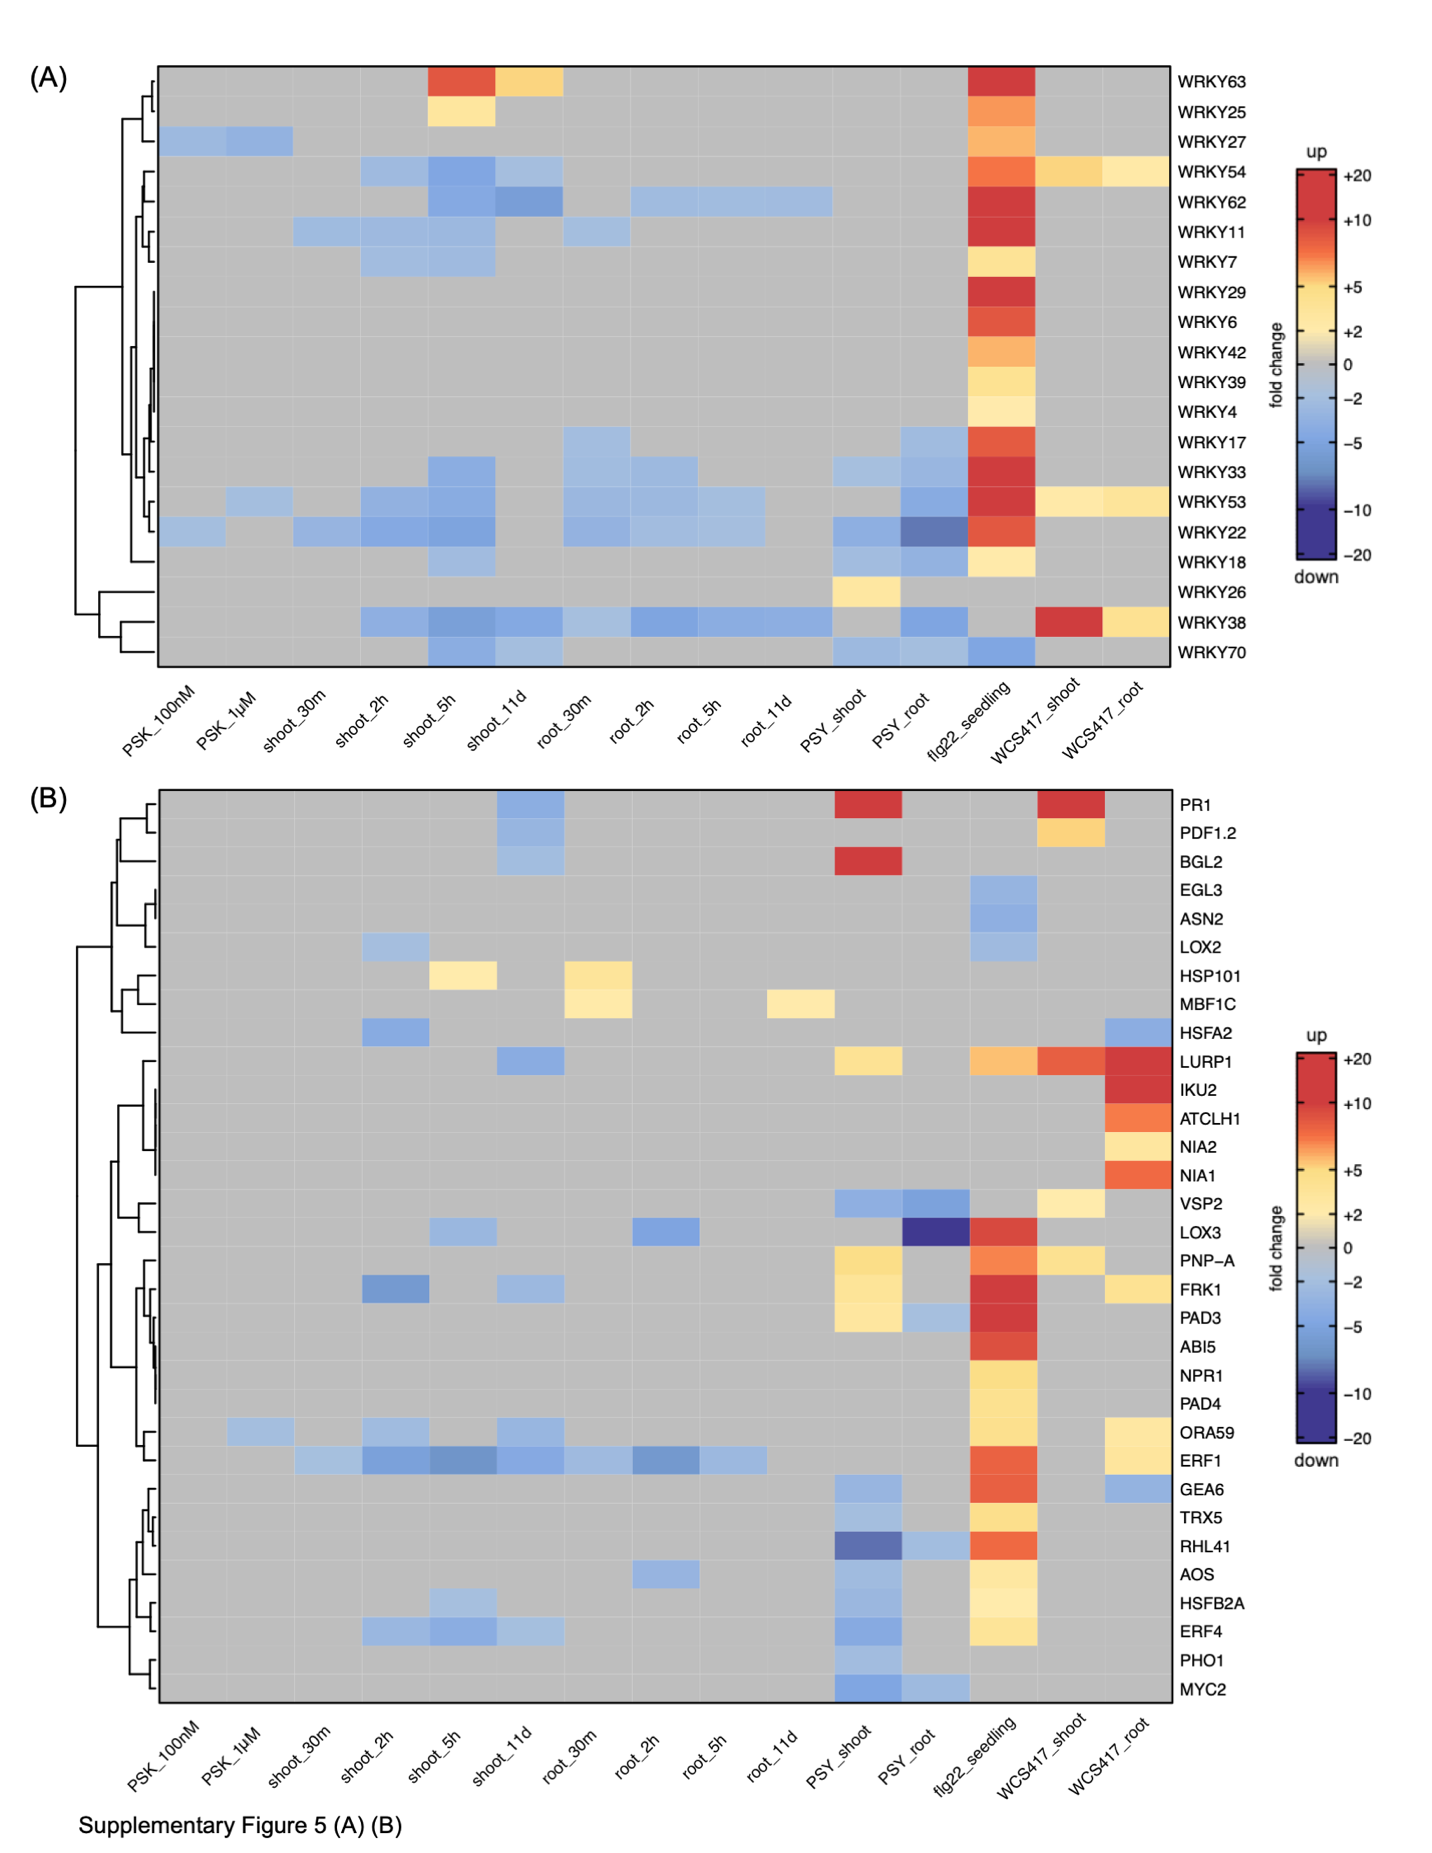

Supplementary Figure 5. Heatmaps of gene expression in ATRM map. (A) Heatmap of representative differentially expressed WRKY TFs in ATRM map with PSK, PSY, flg22, and WCS417 treatments. The dendrogram on the side of the heatmap illustrates the hierarchical clustering of rows using k-means clustering with numbers on the branches denoting the distance measures. Red indicates upregulation, while blue indicates downregulation. The intensity of color reflects their fold changes, utilizing the cut-off of ≥ 2-fold change and adjusted p-value < 0.05. Gray represents data points outside the cut-off criteria. (B) Heatmap of representative differentially expressed genes downstream of WRKY TFs in ATRM map with PSK, PSY, flg22, and WCS417 treatments. The dendrogram on the side of the heatmap illustrates the hierarchical clustering of rows using k-means clustering with numbers on the branches denoting the distance measures. Red indicates upregulation, while blue indicates downregulation. The intensity of color reflects their fold changes, utilizing the cut-off of ≥ 2-fold change and adjusted p-value < 0.05. Gray represents data points outside the cut-off criteria.

**Supplementary Figure 6**

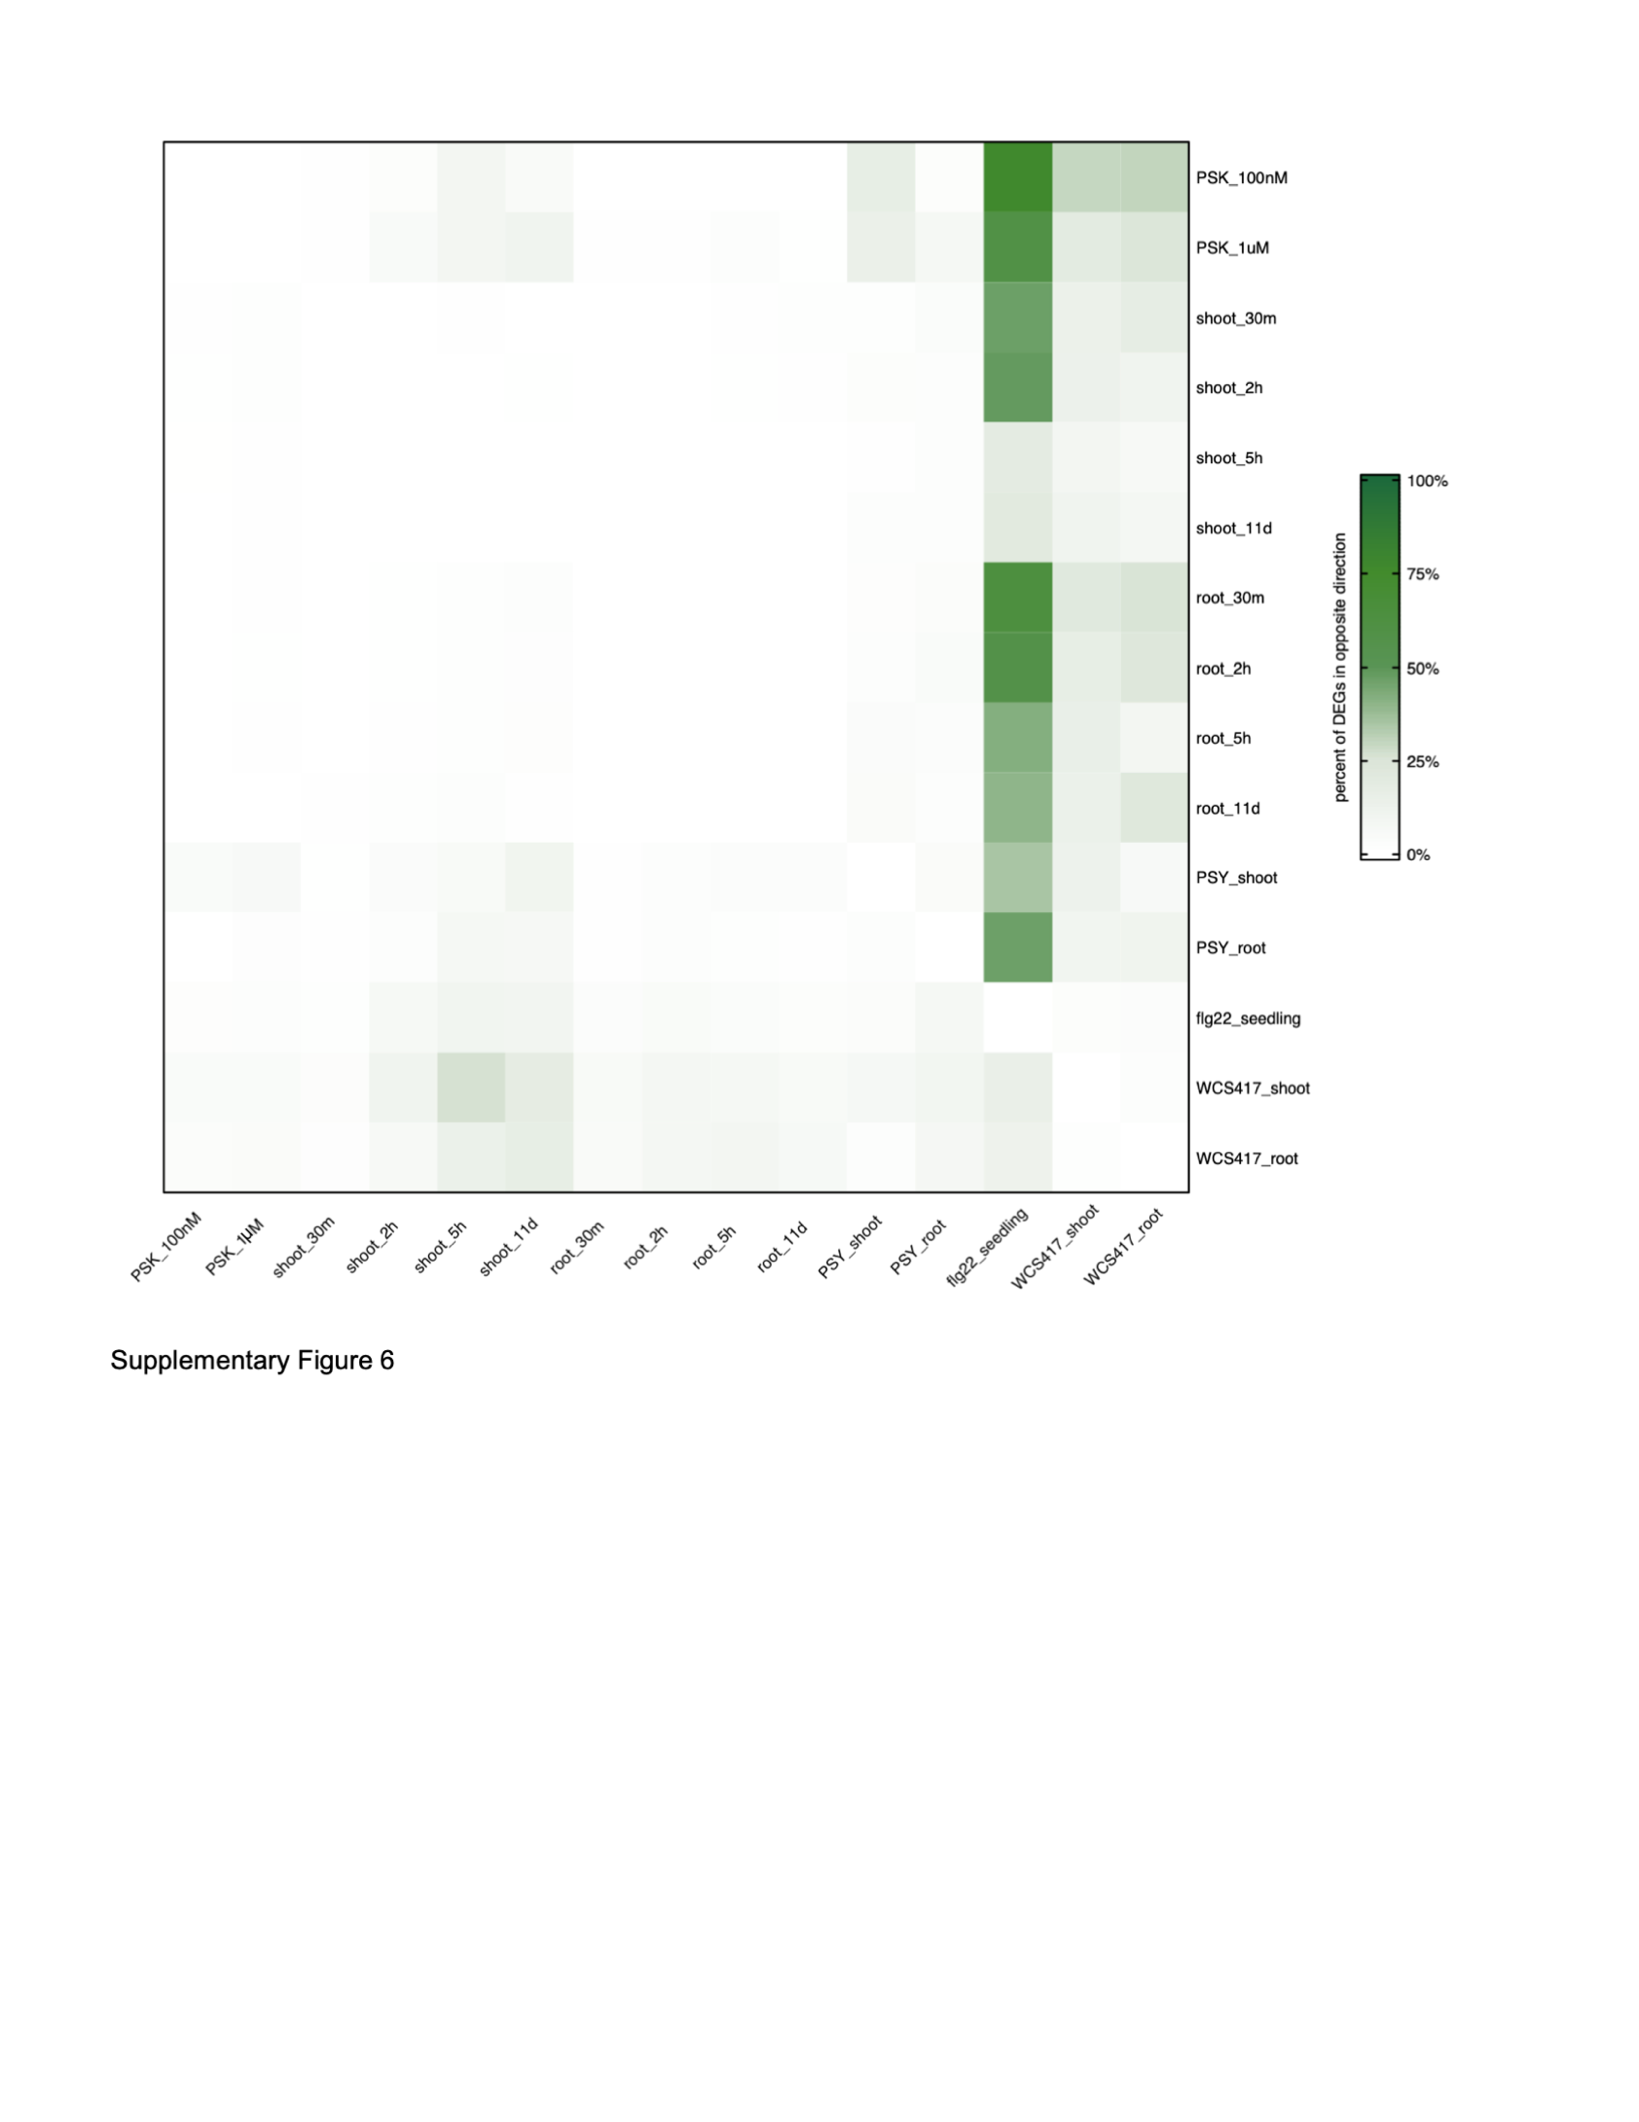

Supplementary Figure 6. Heatmap of the percentage of DEGs regulated in the opposite direction by PSK, PSY, flg22 and WCS417 among all DEGs, using row category as the base. The intensity of green indicates percentage.

**Supplementary Figure 7A**

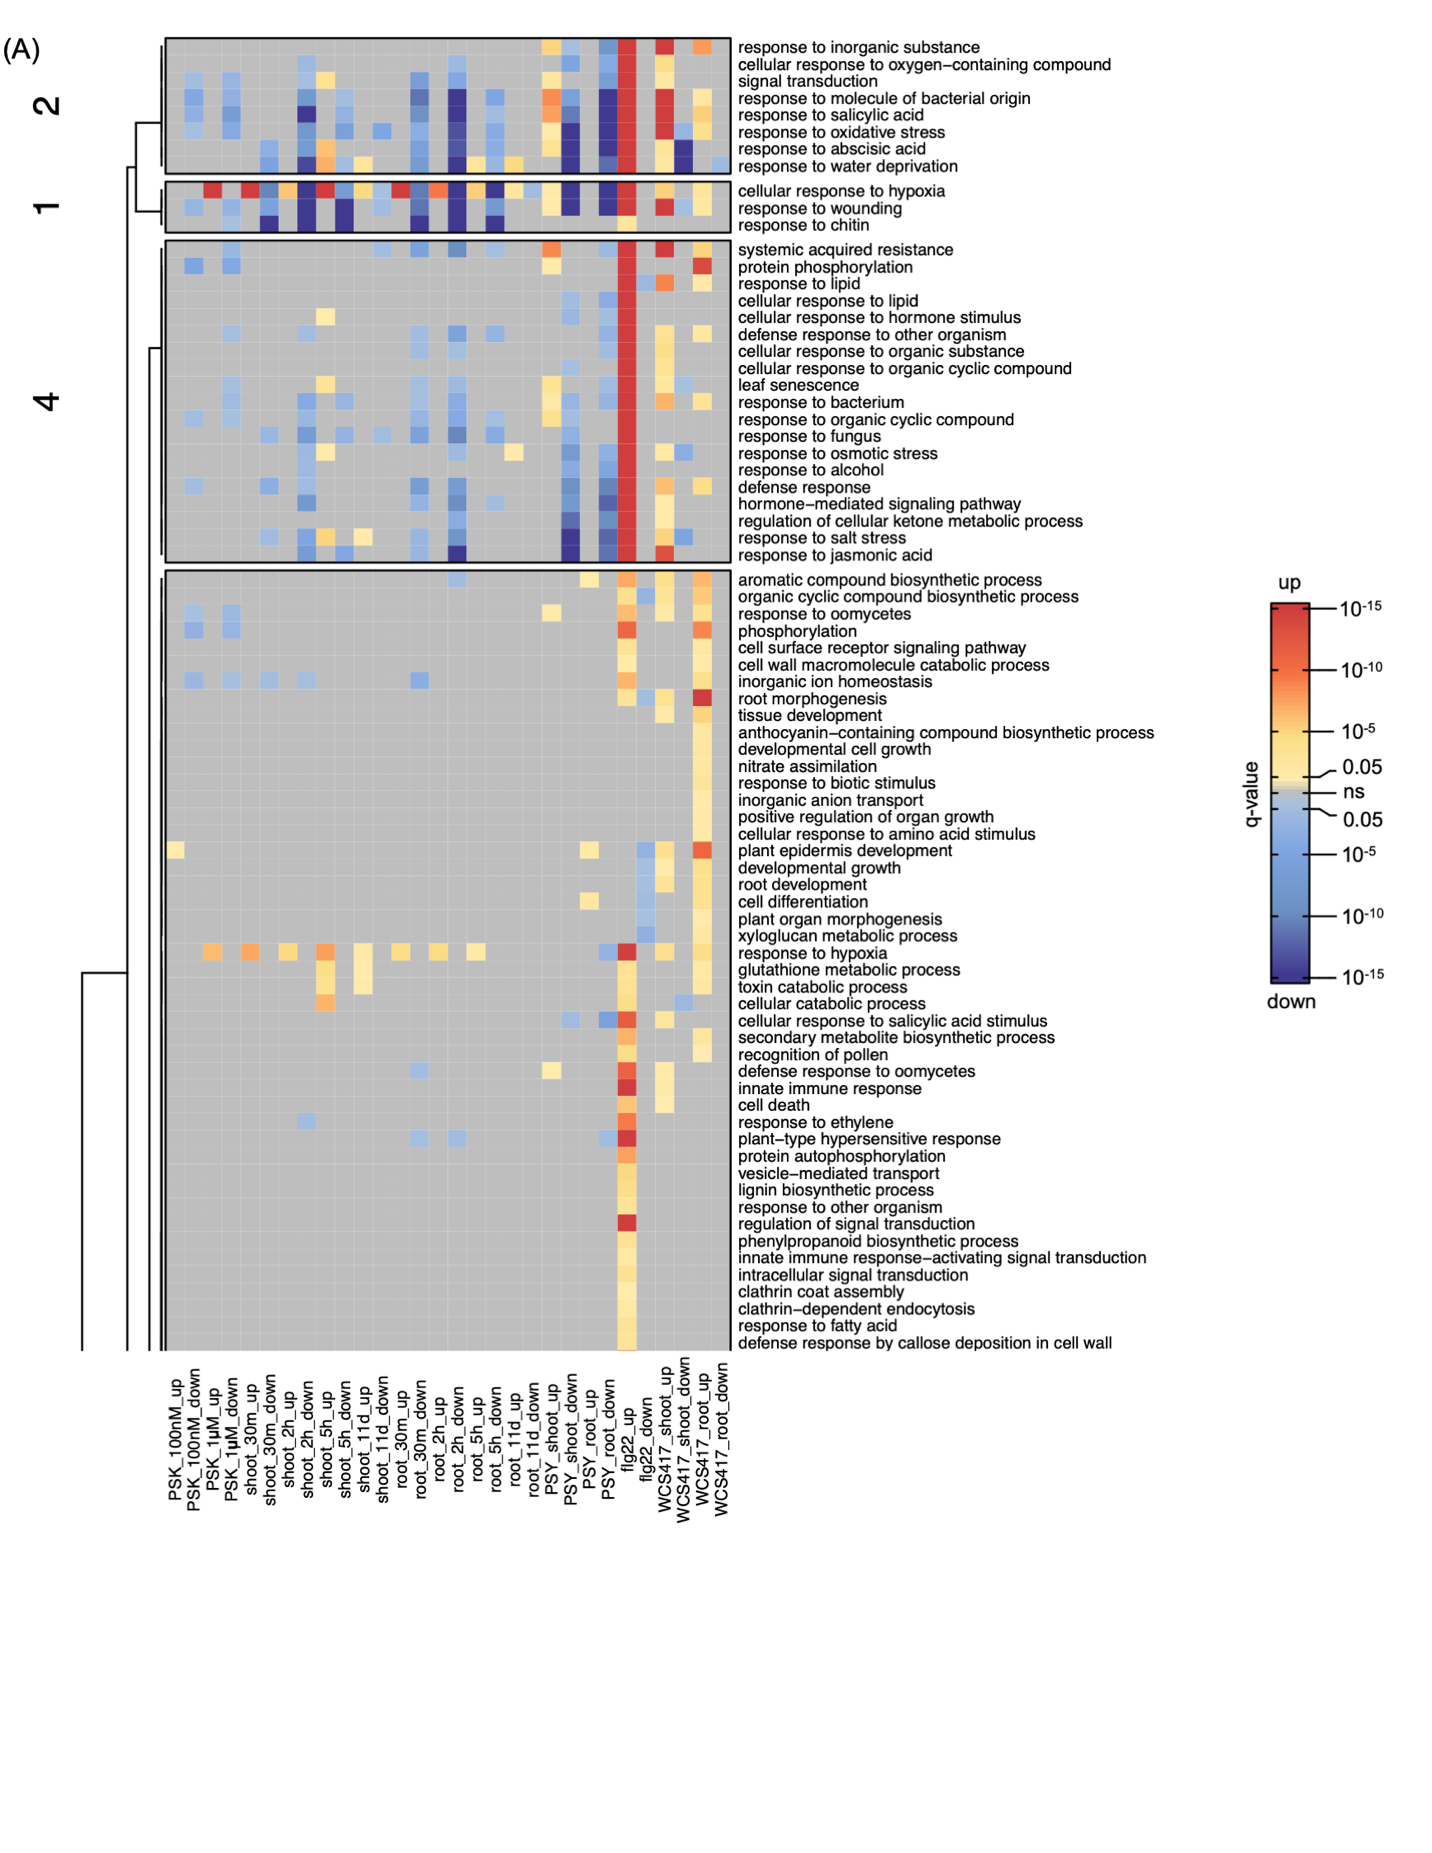

**Supplementary Figure 7A, continued**

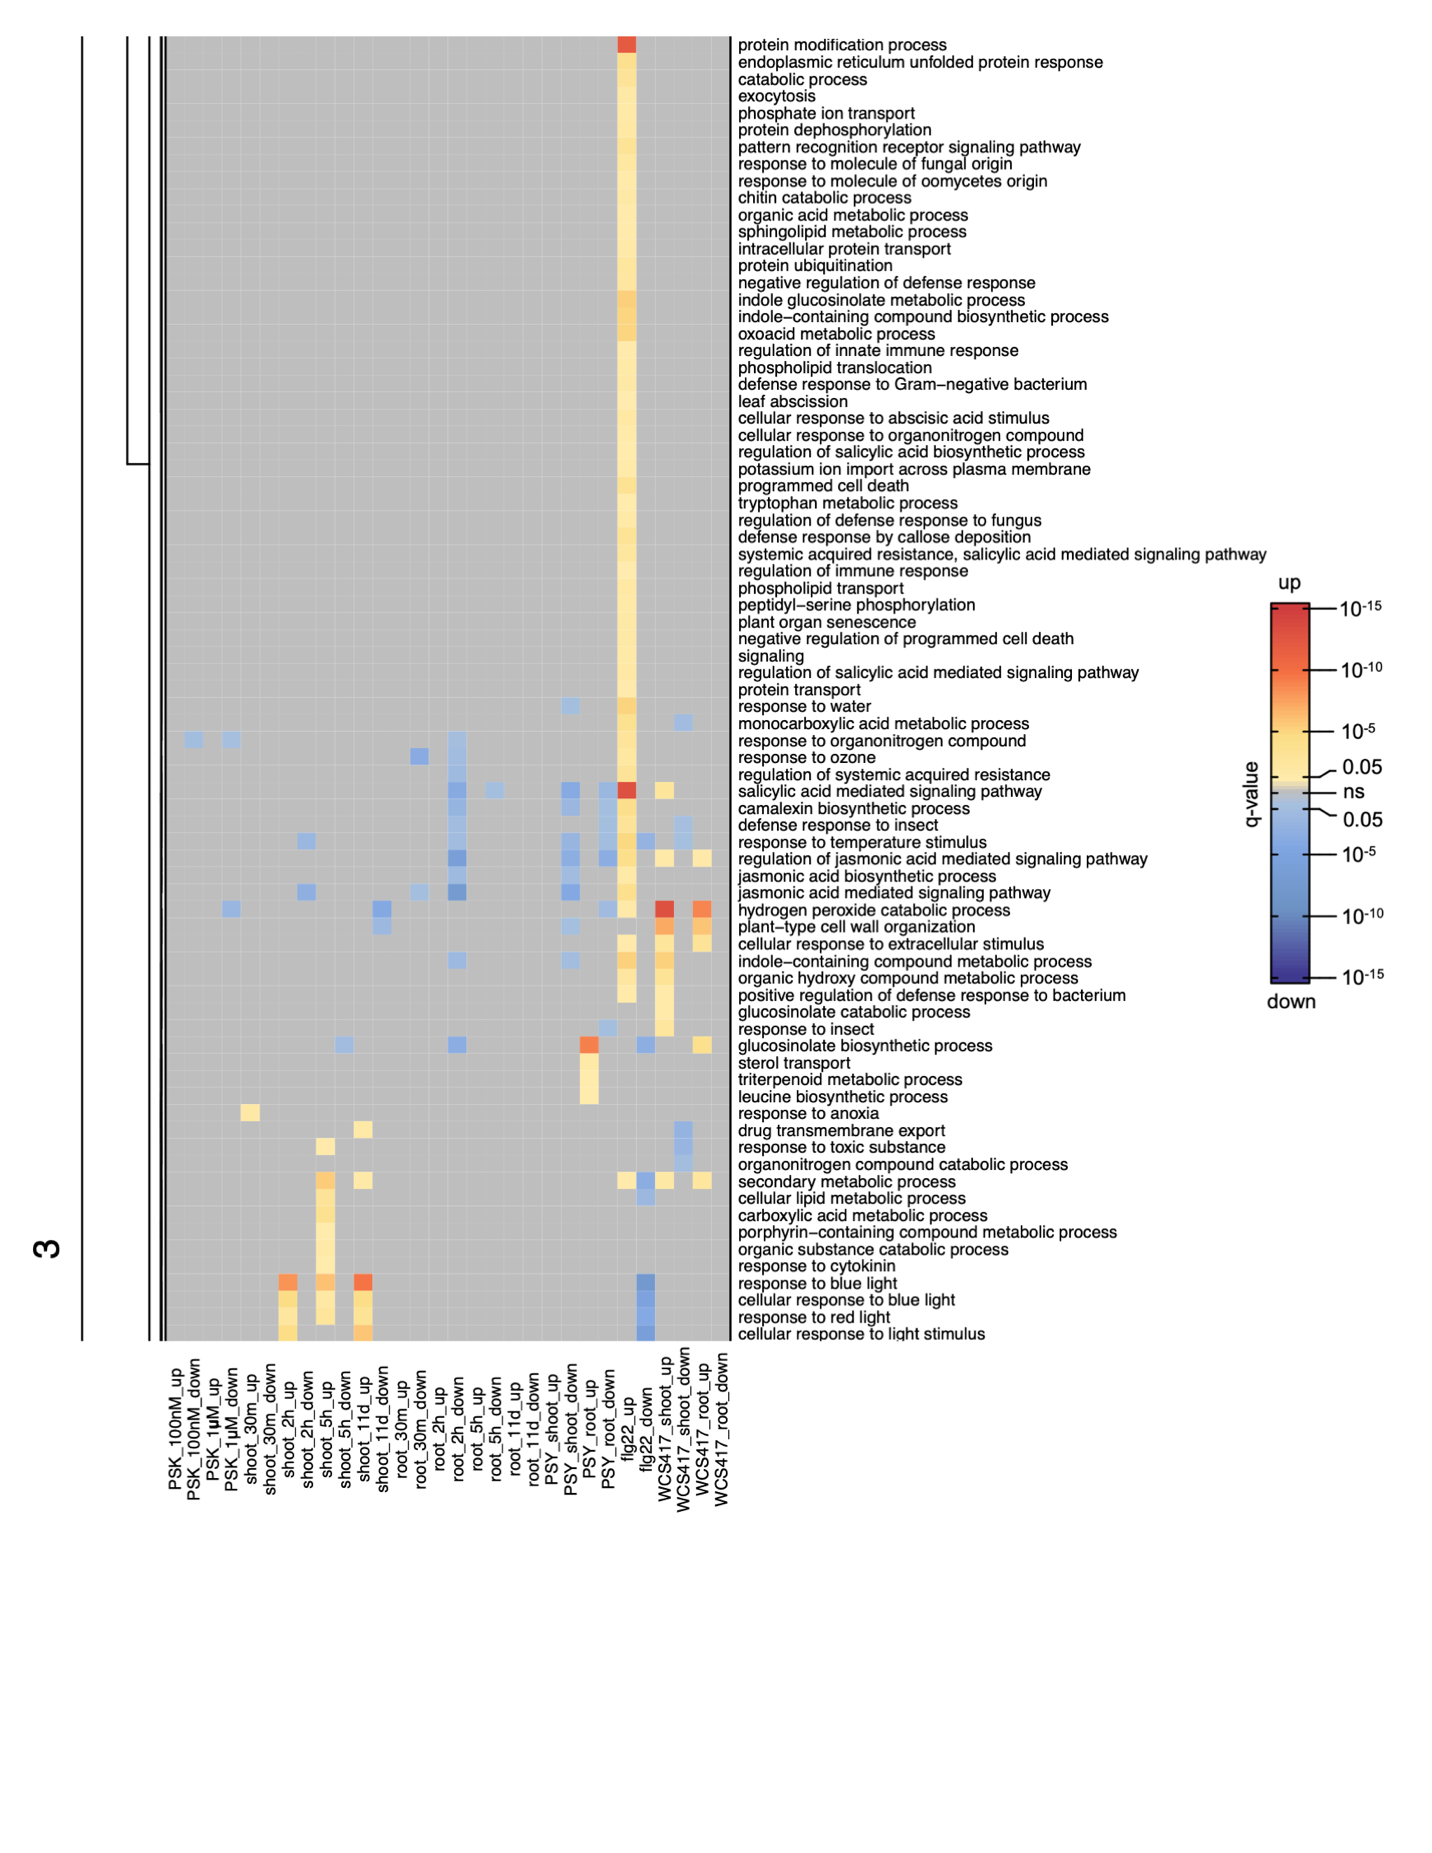

**Supplementary Figure 7A, continued**

**
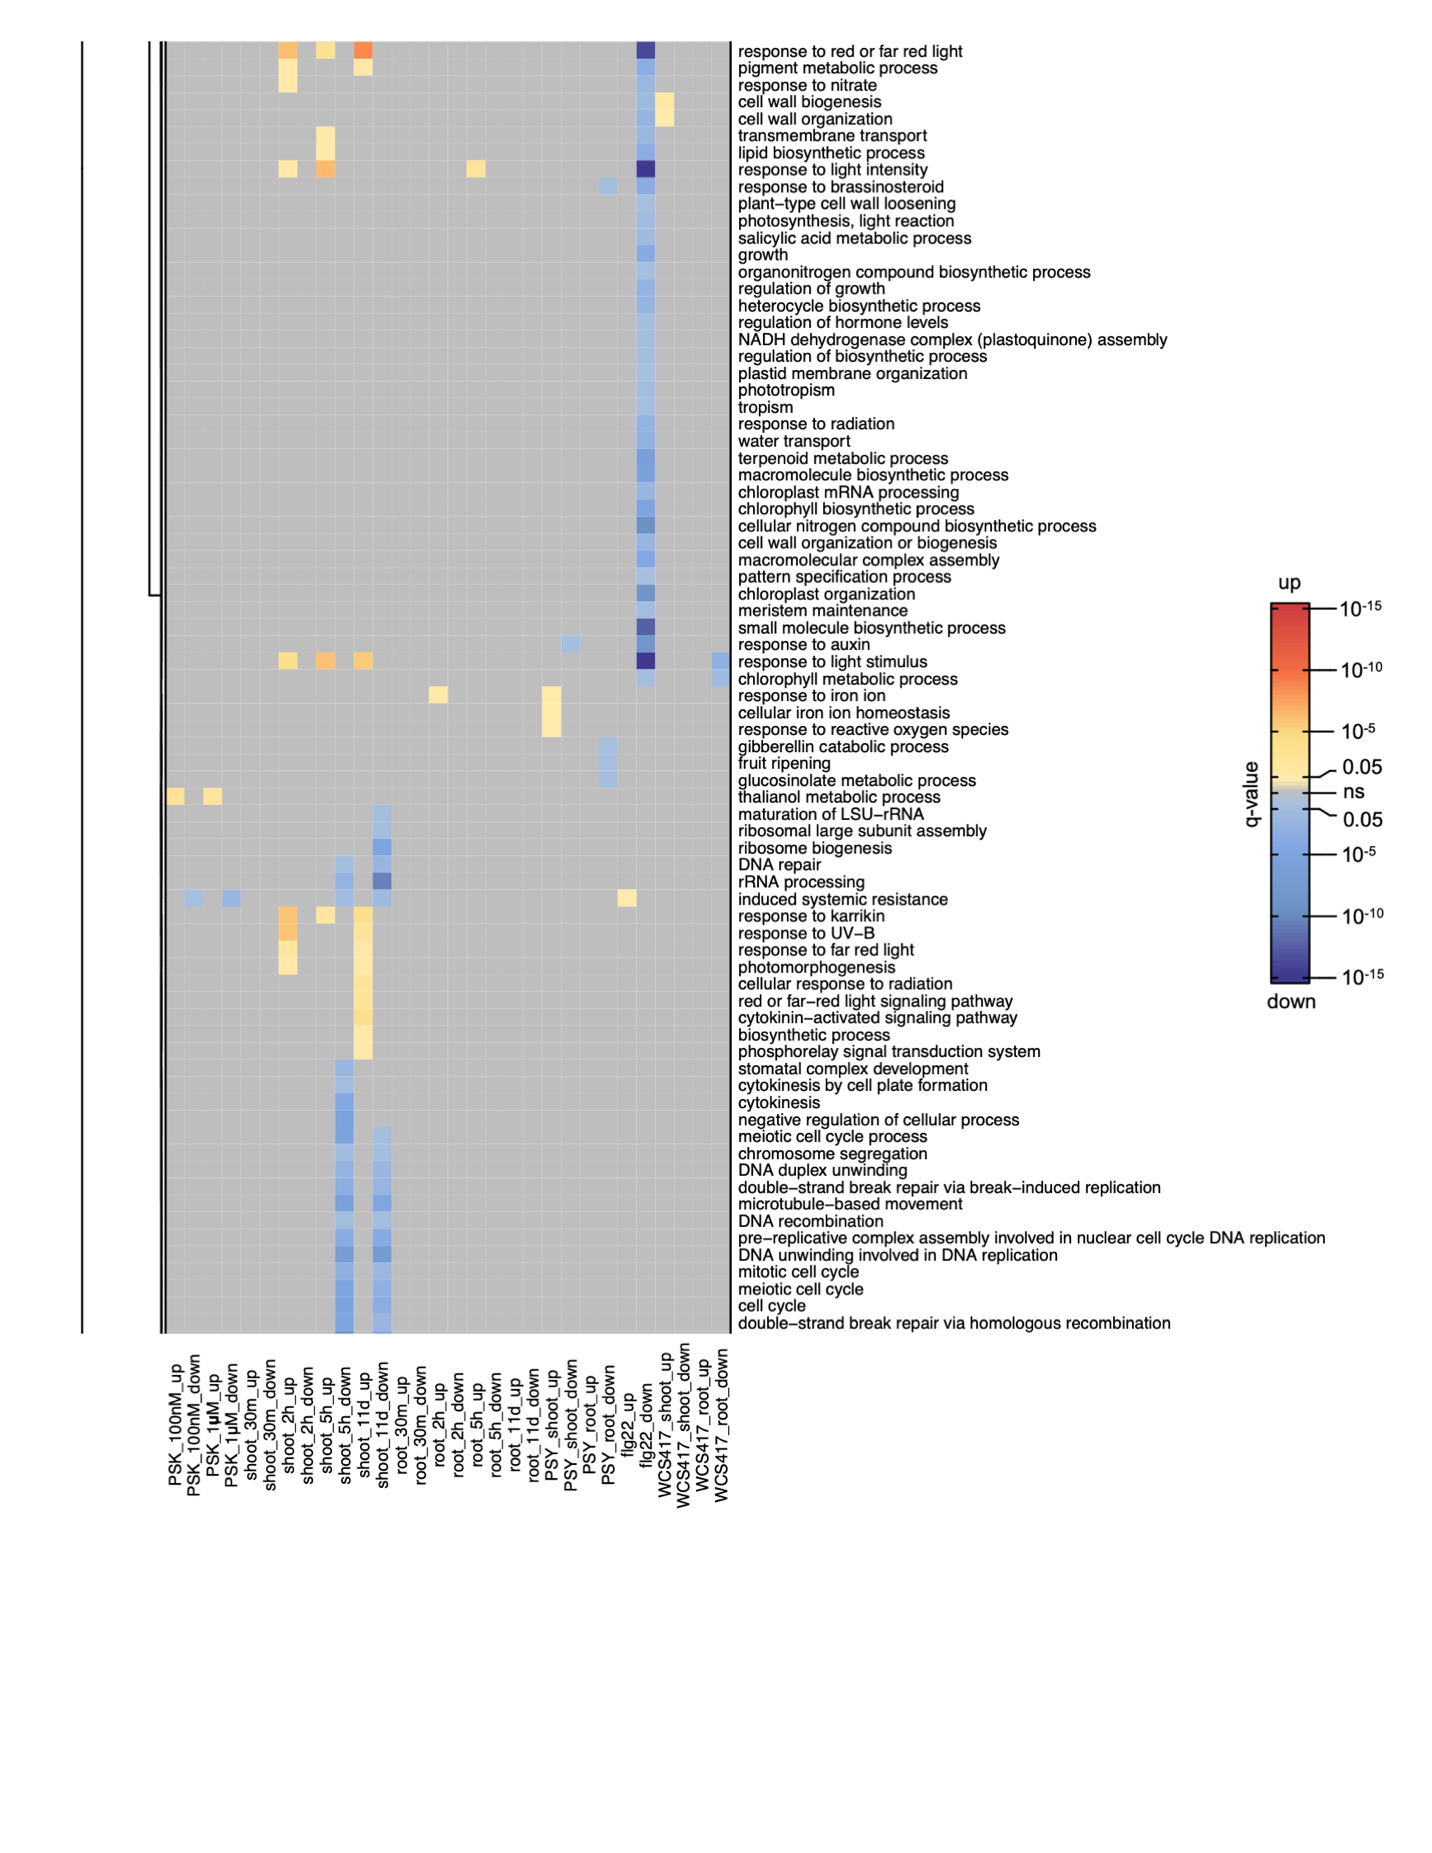
**

**Supplementary Figure 7A, continued**

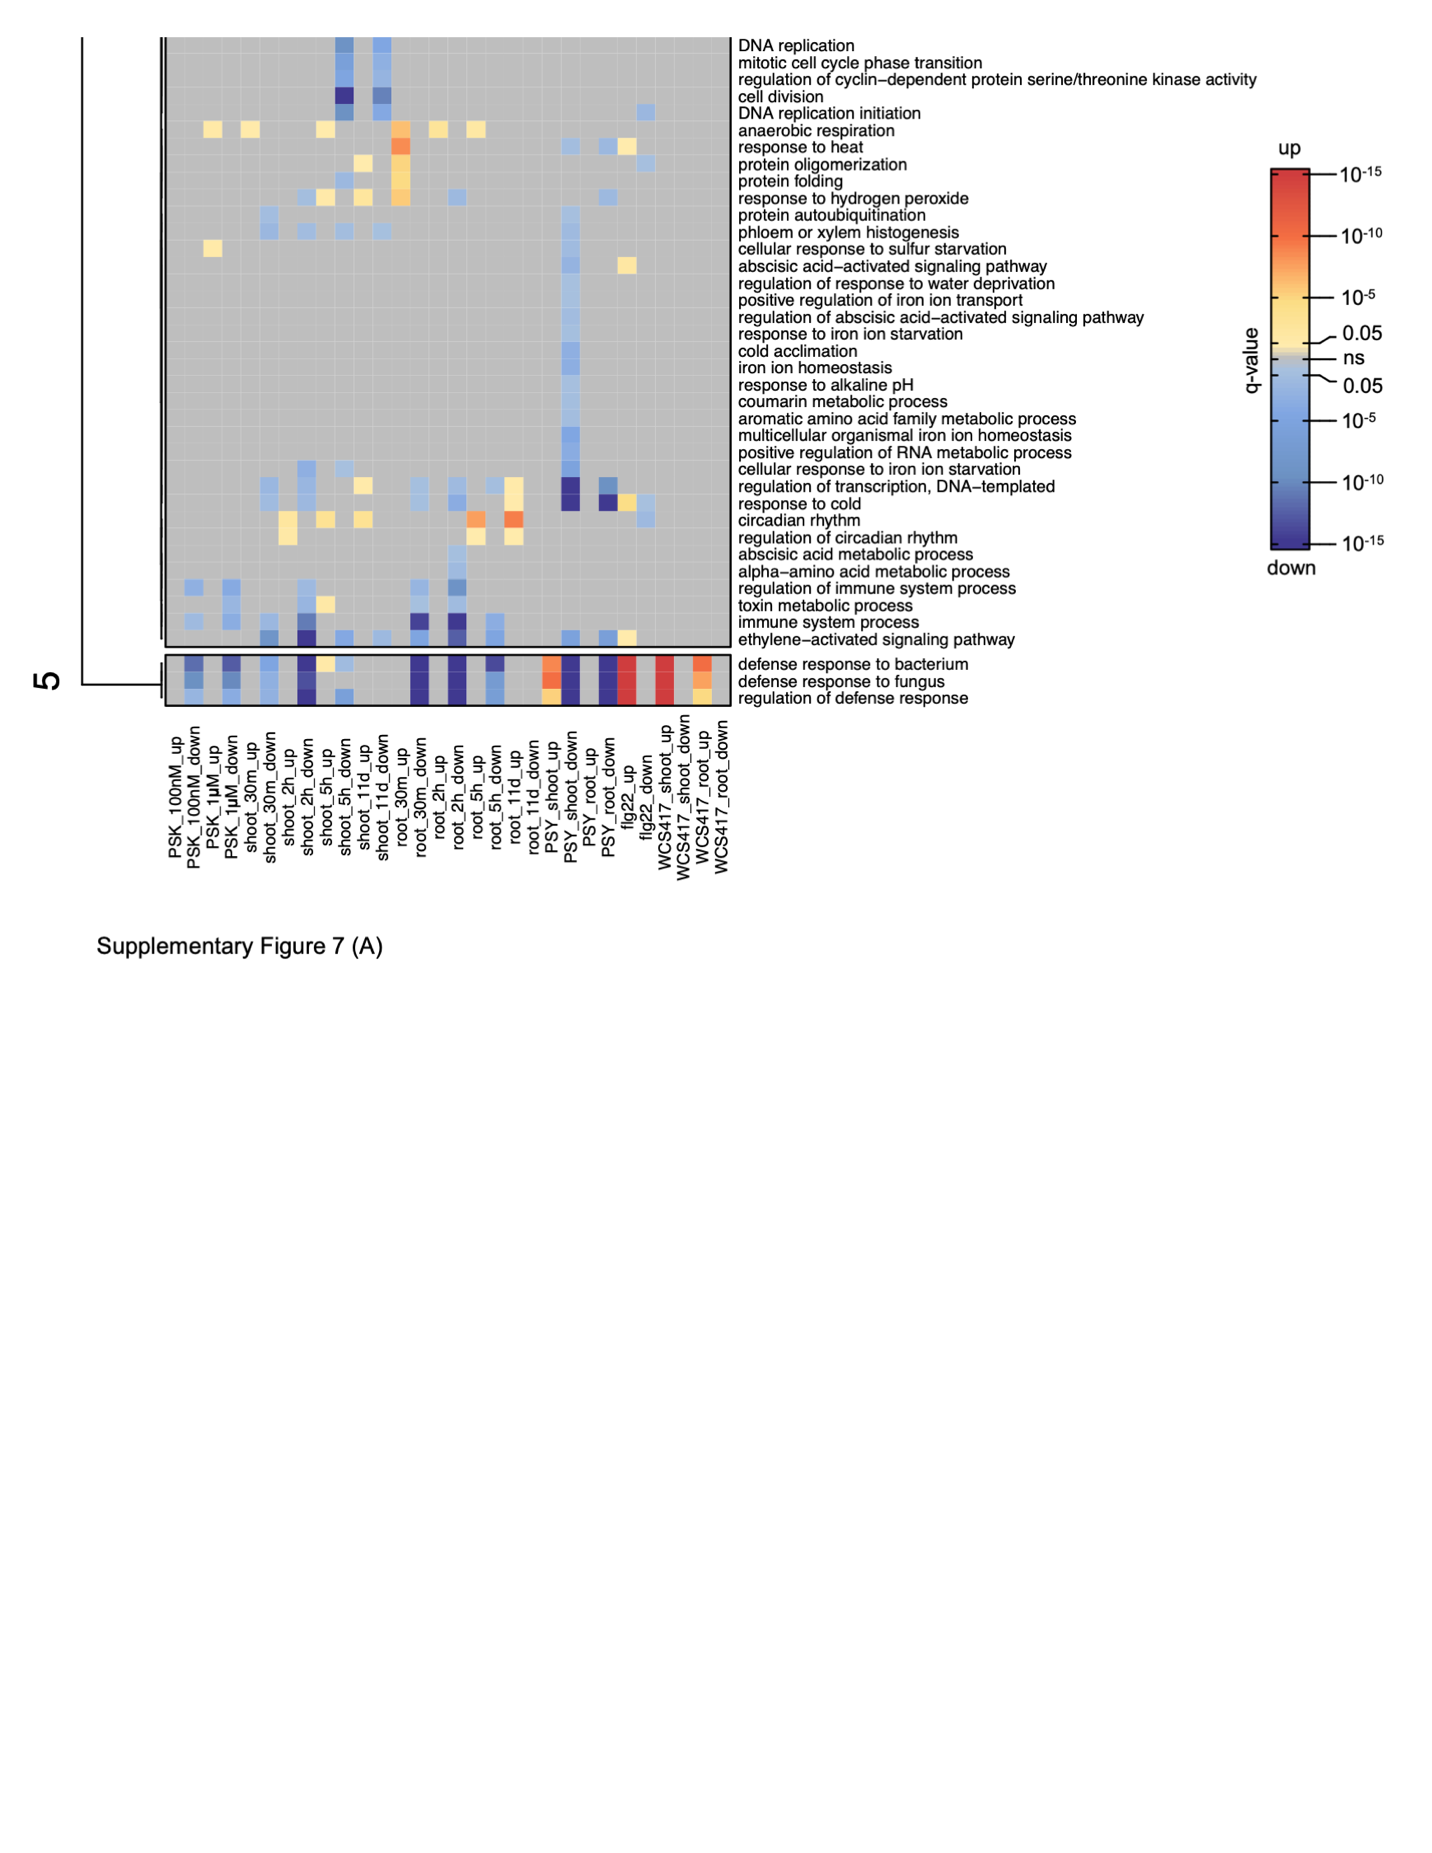

Supplementary Figure 7. Heatmaps of all Gene Ontology terms. (A) Heatmap of all enriched GO_BP terms from PSK, PSY, flg22, and WCS417 treatments. The dendrogram on the side of the heatmap illustrates the hierarchical clustering of rows using k-means clustering with numbers on the branches denoting the distance measures. Red denotes functional terms enriched from upregulated DEGs, while blue denotes functional terms enriched from downregulated DEGs. The intensity of color reflects their significance measured by q-value, utilizing the cut-off of q-value < 0.05. Gray represents data points outside the cut-off criteria.

**Supplementary Figure 7B**

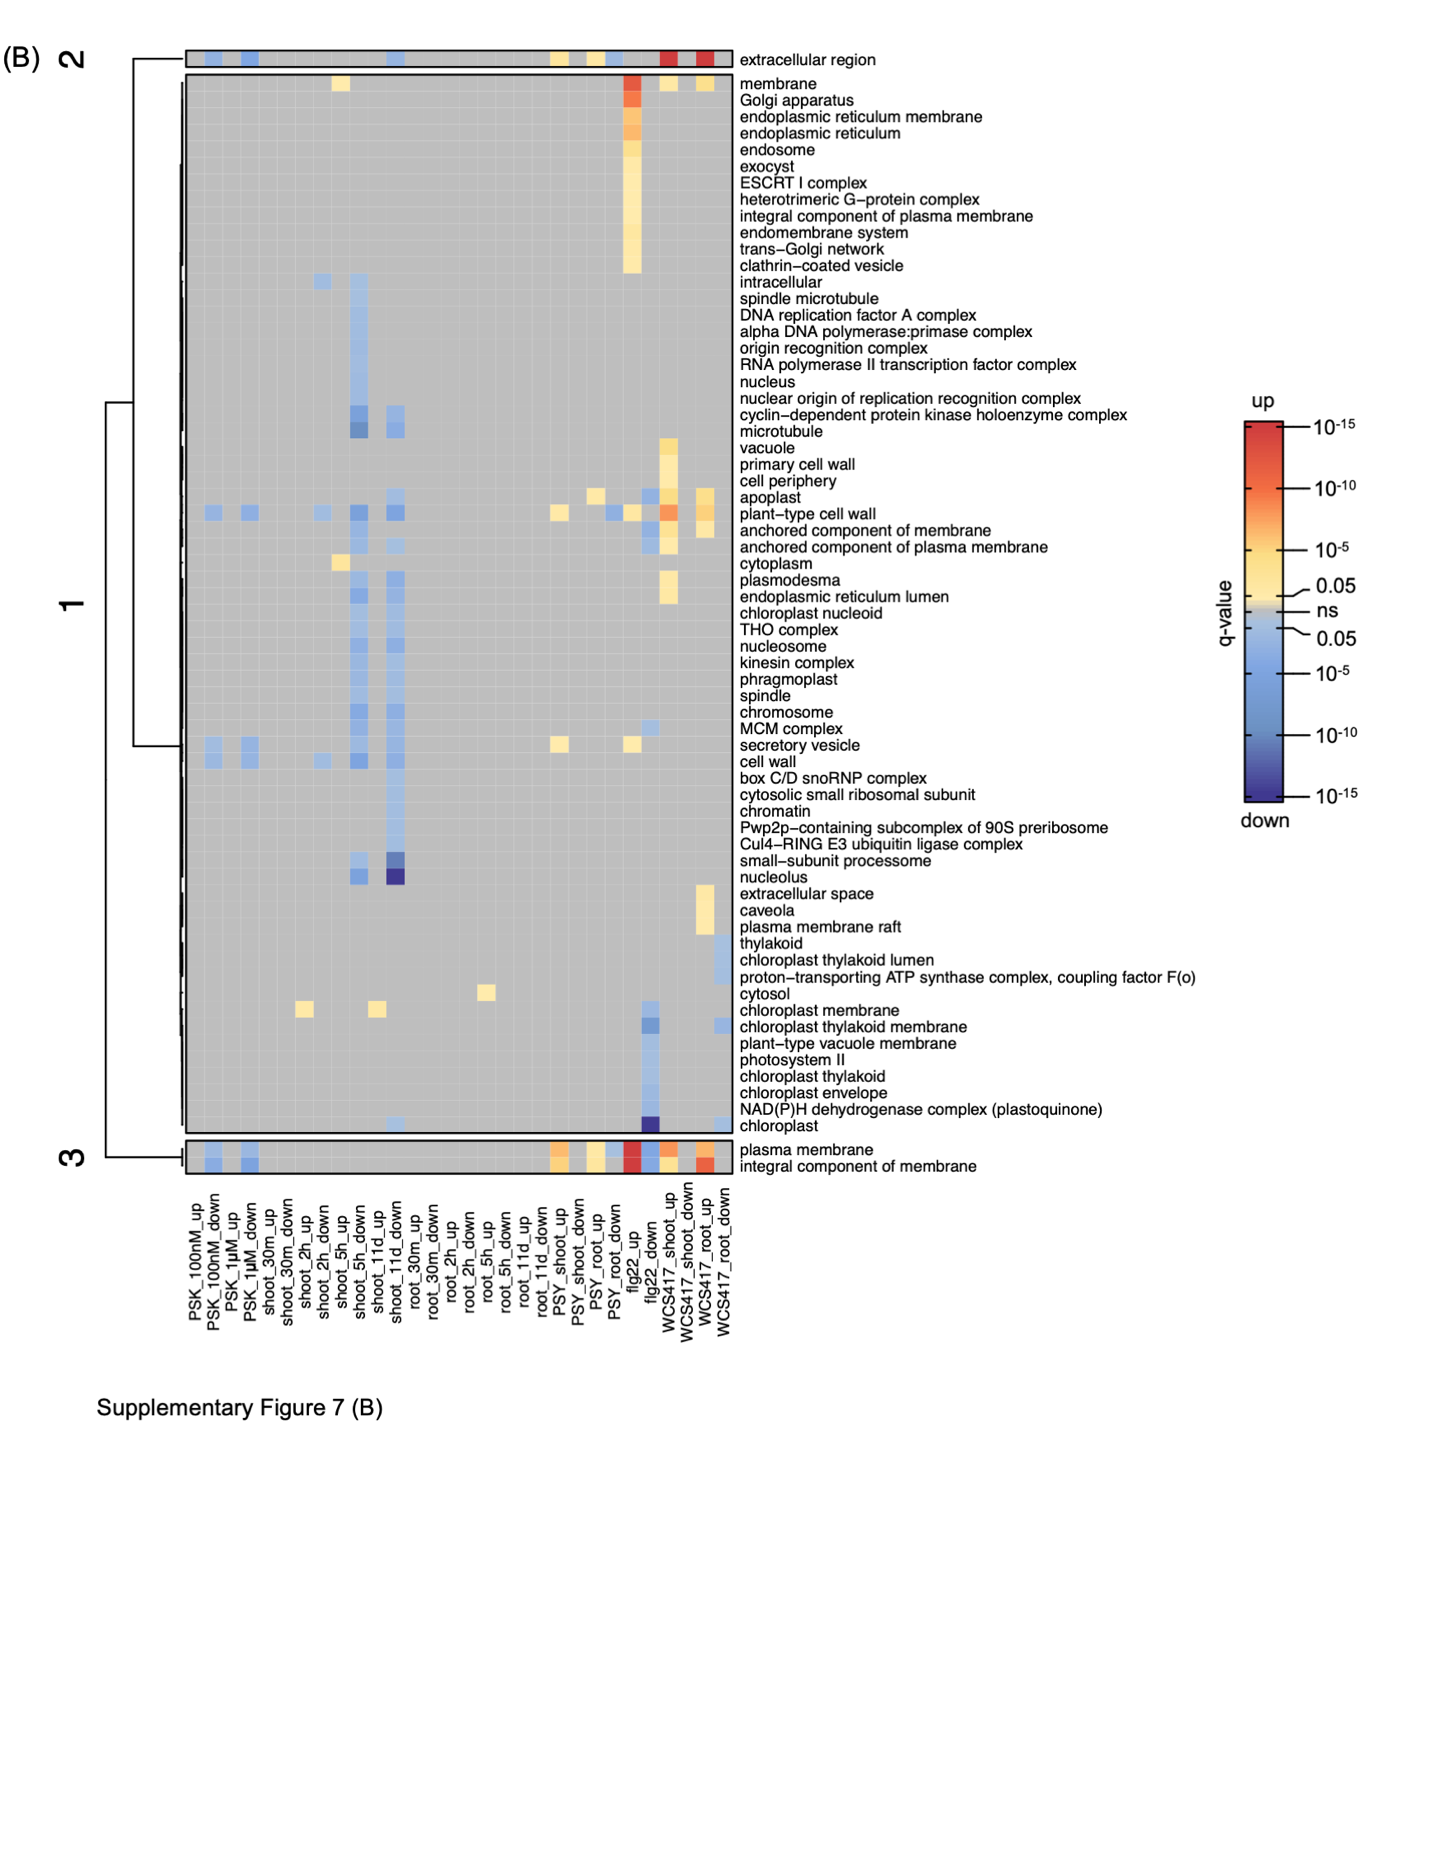

Supplementary Figure 7. (B) Heatmap of all enriched GO_CC terms from PSK, PSY, flg22, and WCS417 treatments. The dendrogram on the side of the heatmap illustrates the hierarchical clustering of rows using k-means clustering with numbers on the branches denoting the distance measures. Red denotes functional terms enriched from upregulated DEGs, while blue denotes functional terms enriched from downregulated DEGs. The intensity of color reflects their significance measured by q-value, utilizing the cut-off of q-value < 0.05. Gray represents data points outside the cut-off criteria.

**Supplementary Figure 7C**

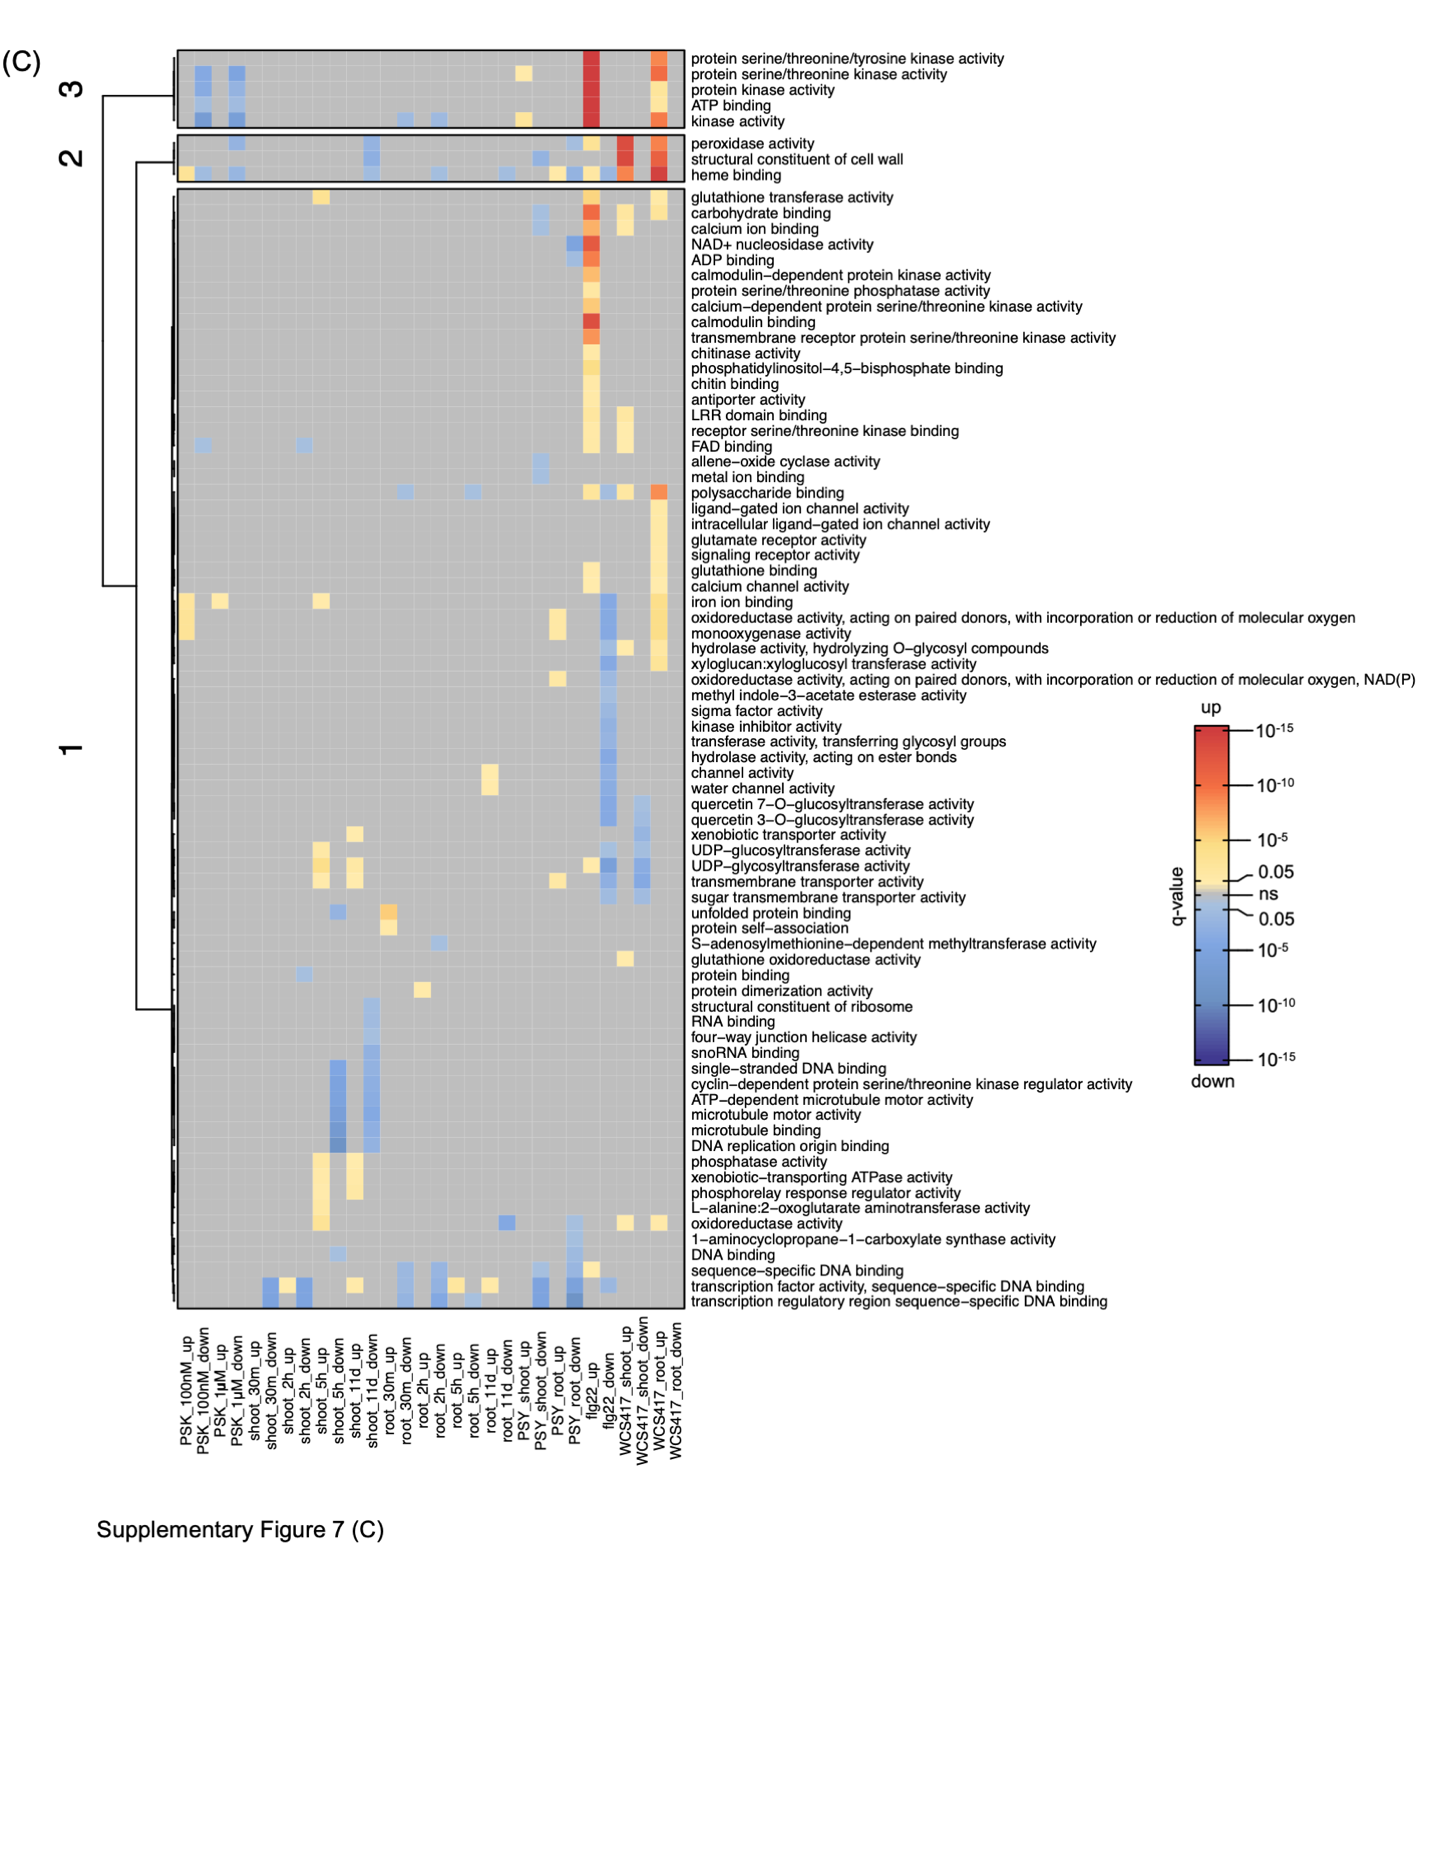

Supplementary Figure 7. (C) Heatmap of all enriched GO_MF terms from PSK, PSY, flg22, and WCS417 treatments. The dendrogram on the side of the heatmap illustrates the hierarchical clustering of rows using k-means clustering with numbers on the branches denoting the distance measures. Red denotes functional terms enriched from upregulated DEGs, while blue denotes functional terms enriched from downregulated DEGs. The intensity of color reflects their significance measured by q-value, utilizing the cut-off of q-value < 0.05. Gray represents data points outside the cut-off criteria.

**Supplementary Figure 8**

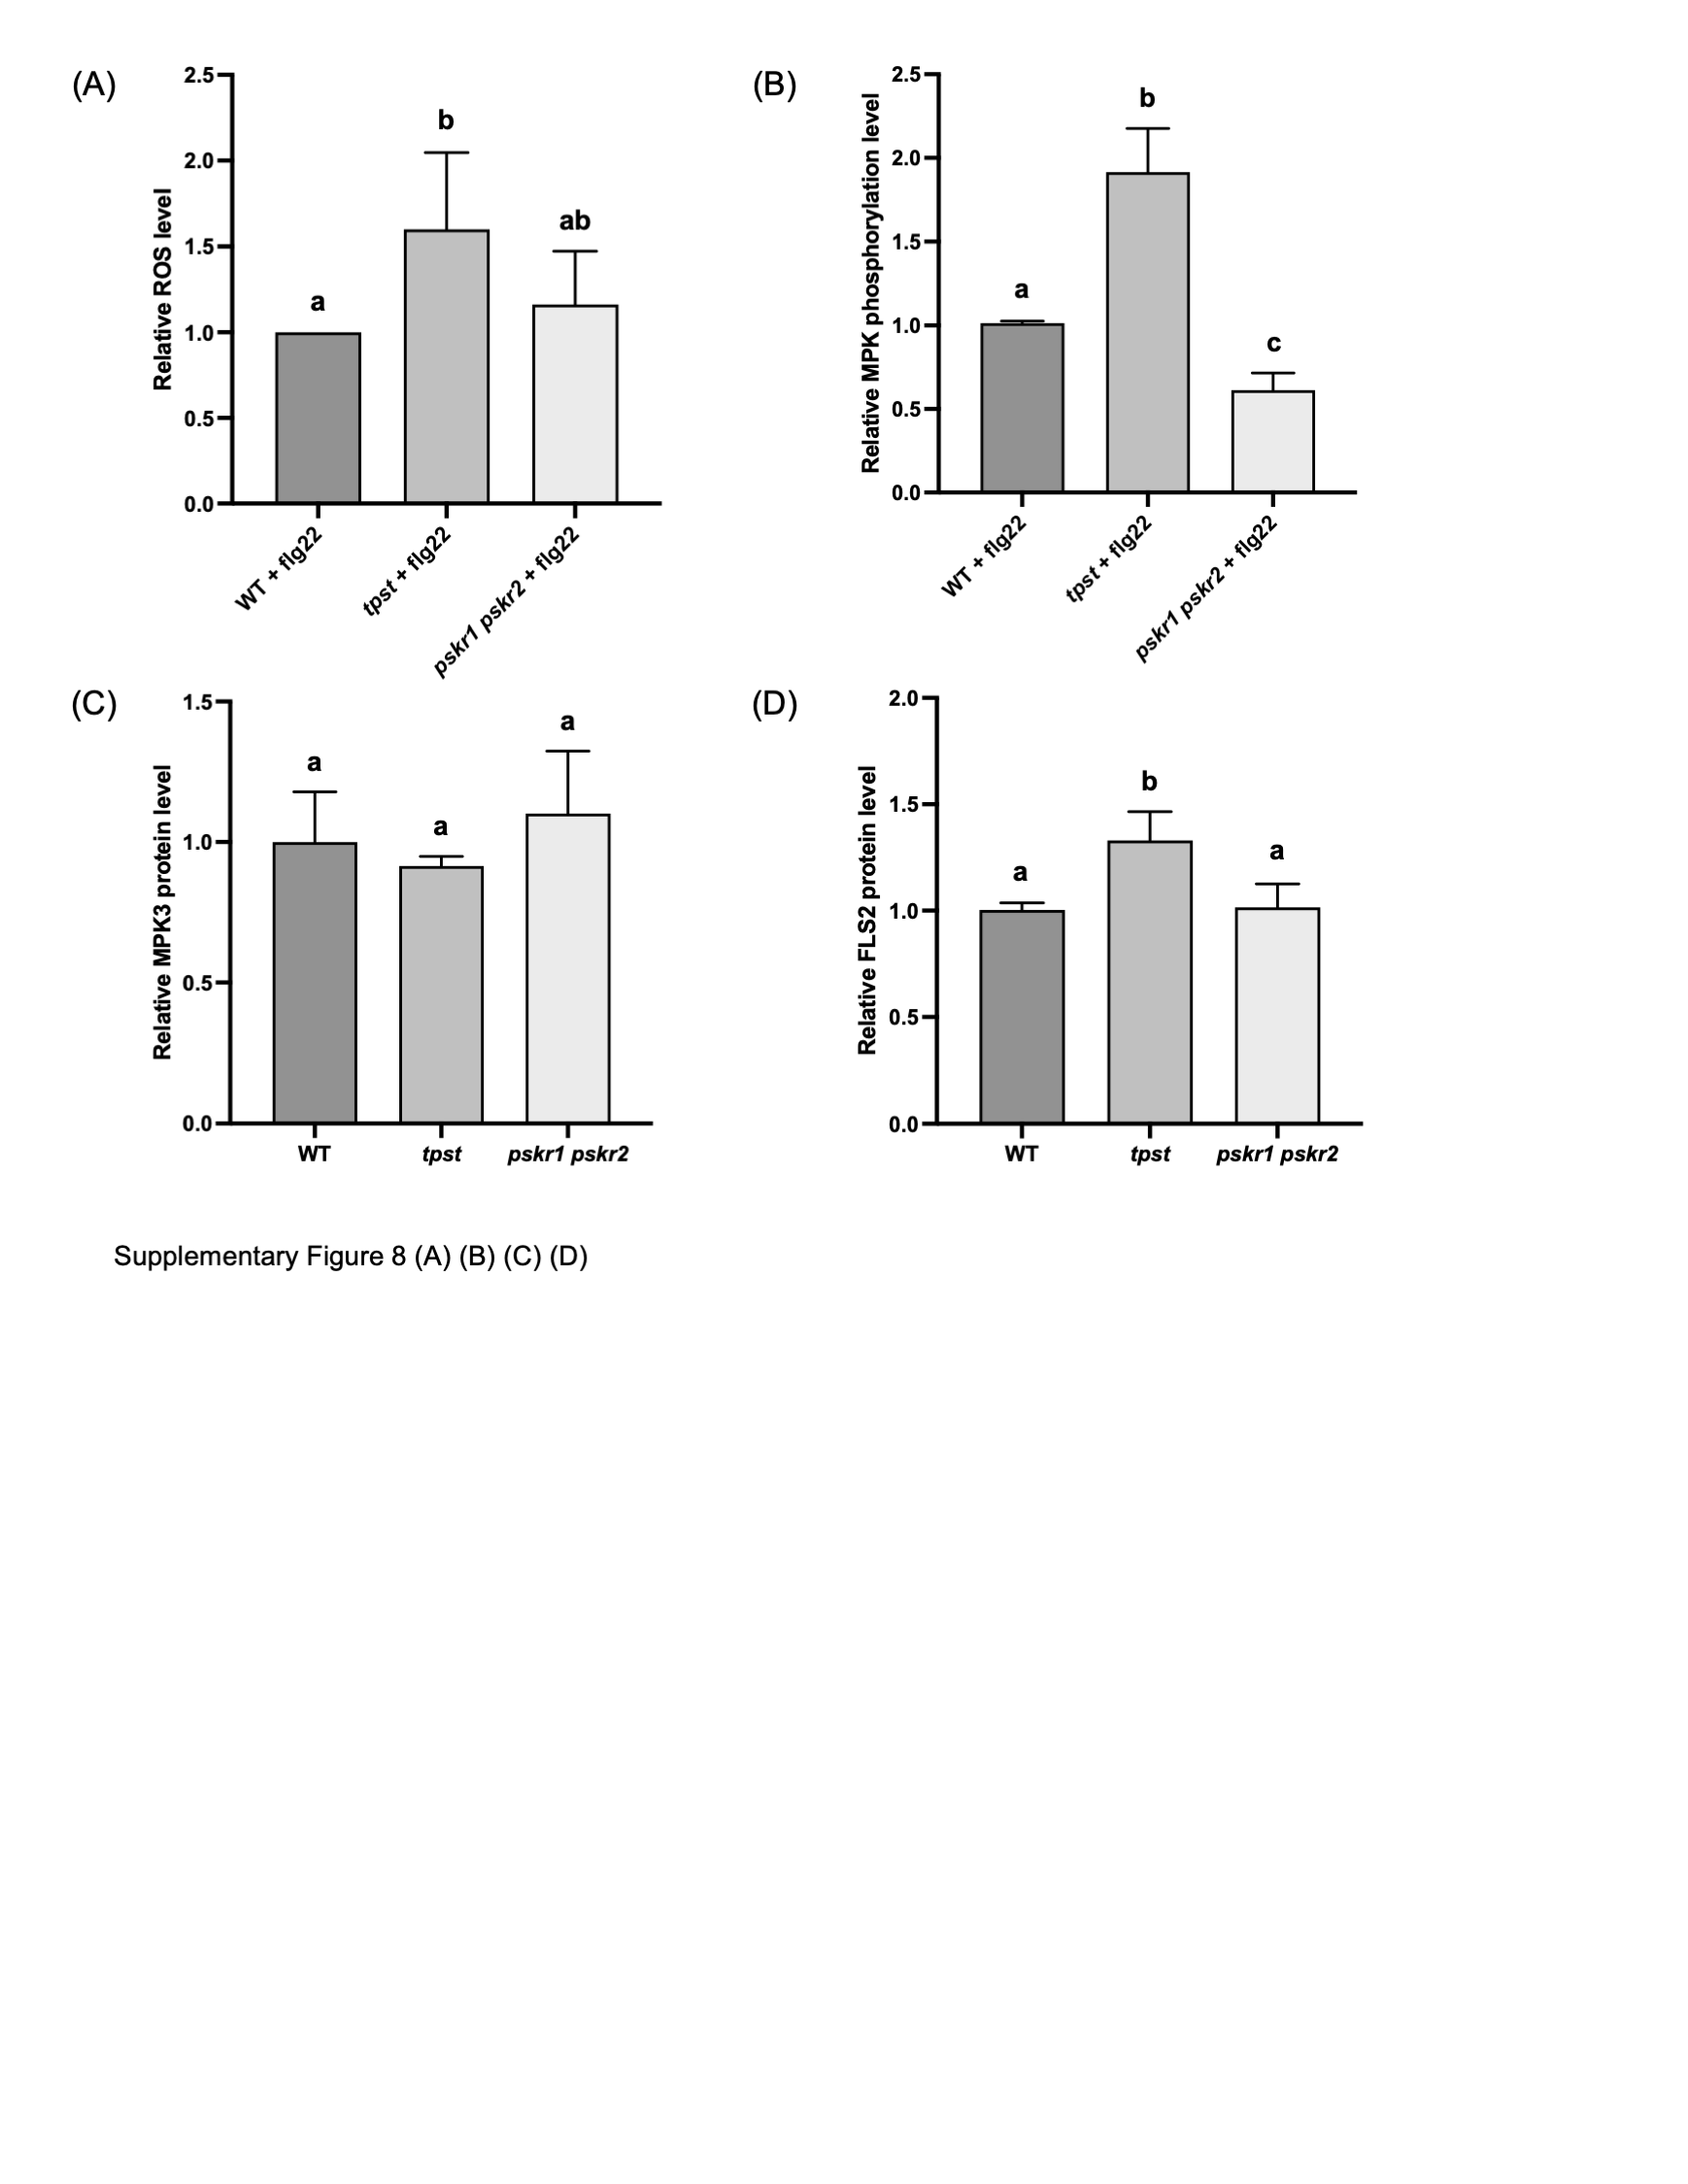

Supplementary Figure 8. ROS burst, MPK phosphorylation and FLS2 protein levels are higher in *tpst* plants than in WT. (A) flg22-induced ROS in different genotypes: *tpst* plants have higher ROS response than WT. (B) flg22-induced MPK3 and MPK6 phosphorylation in different genotypes. The three genotypes shown have different levels of MPK phosphorylation in response to flg22. (C) Relative MPK3 protein level was similar in all genotypes. (D) *tpst* plants have higher level of FLS2 than WT and *pskr1 pskr2*. In all graphs (A-D) different letters indicate significant difference in one-way ANOVA analysis (p-value < 0.05, Fisher’s test).

**Supplementary Figure 9**

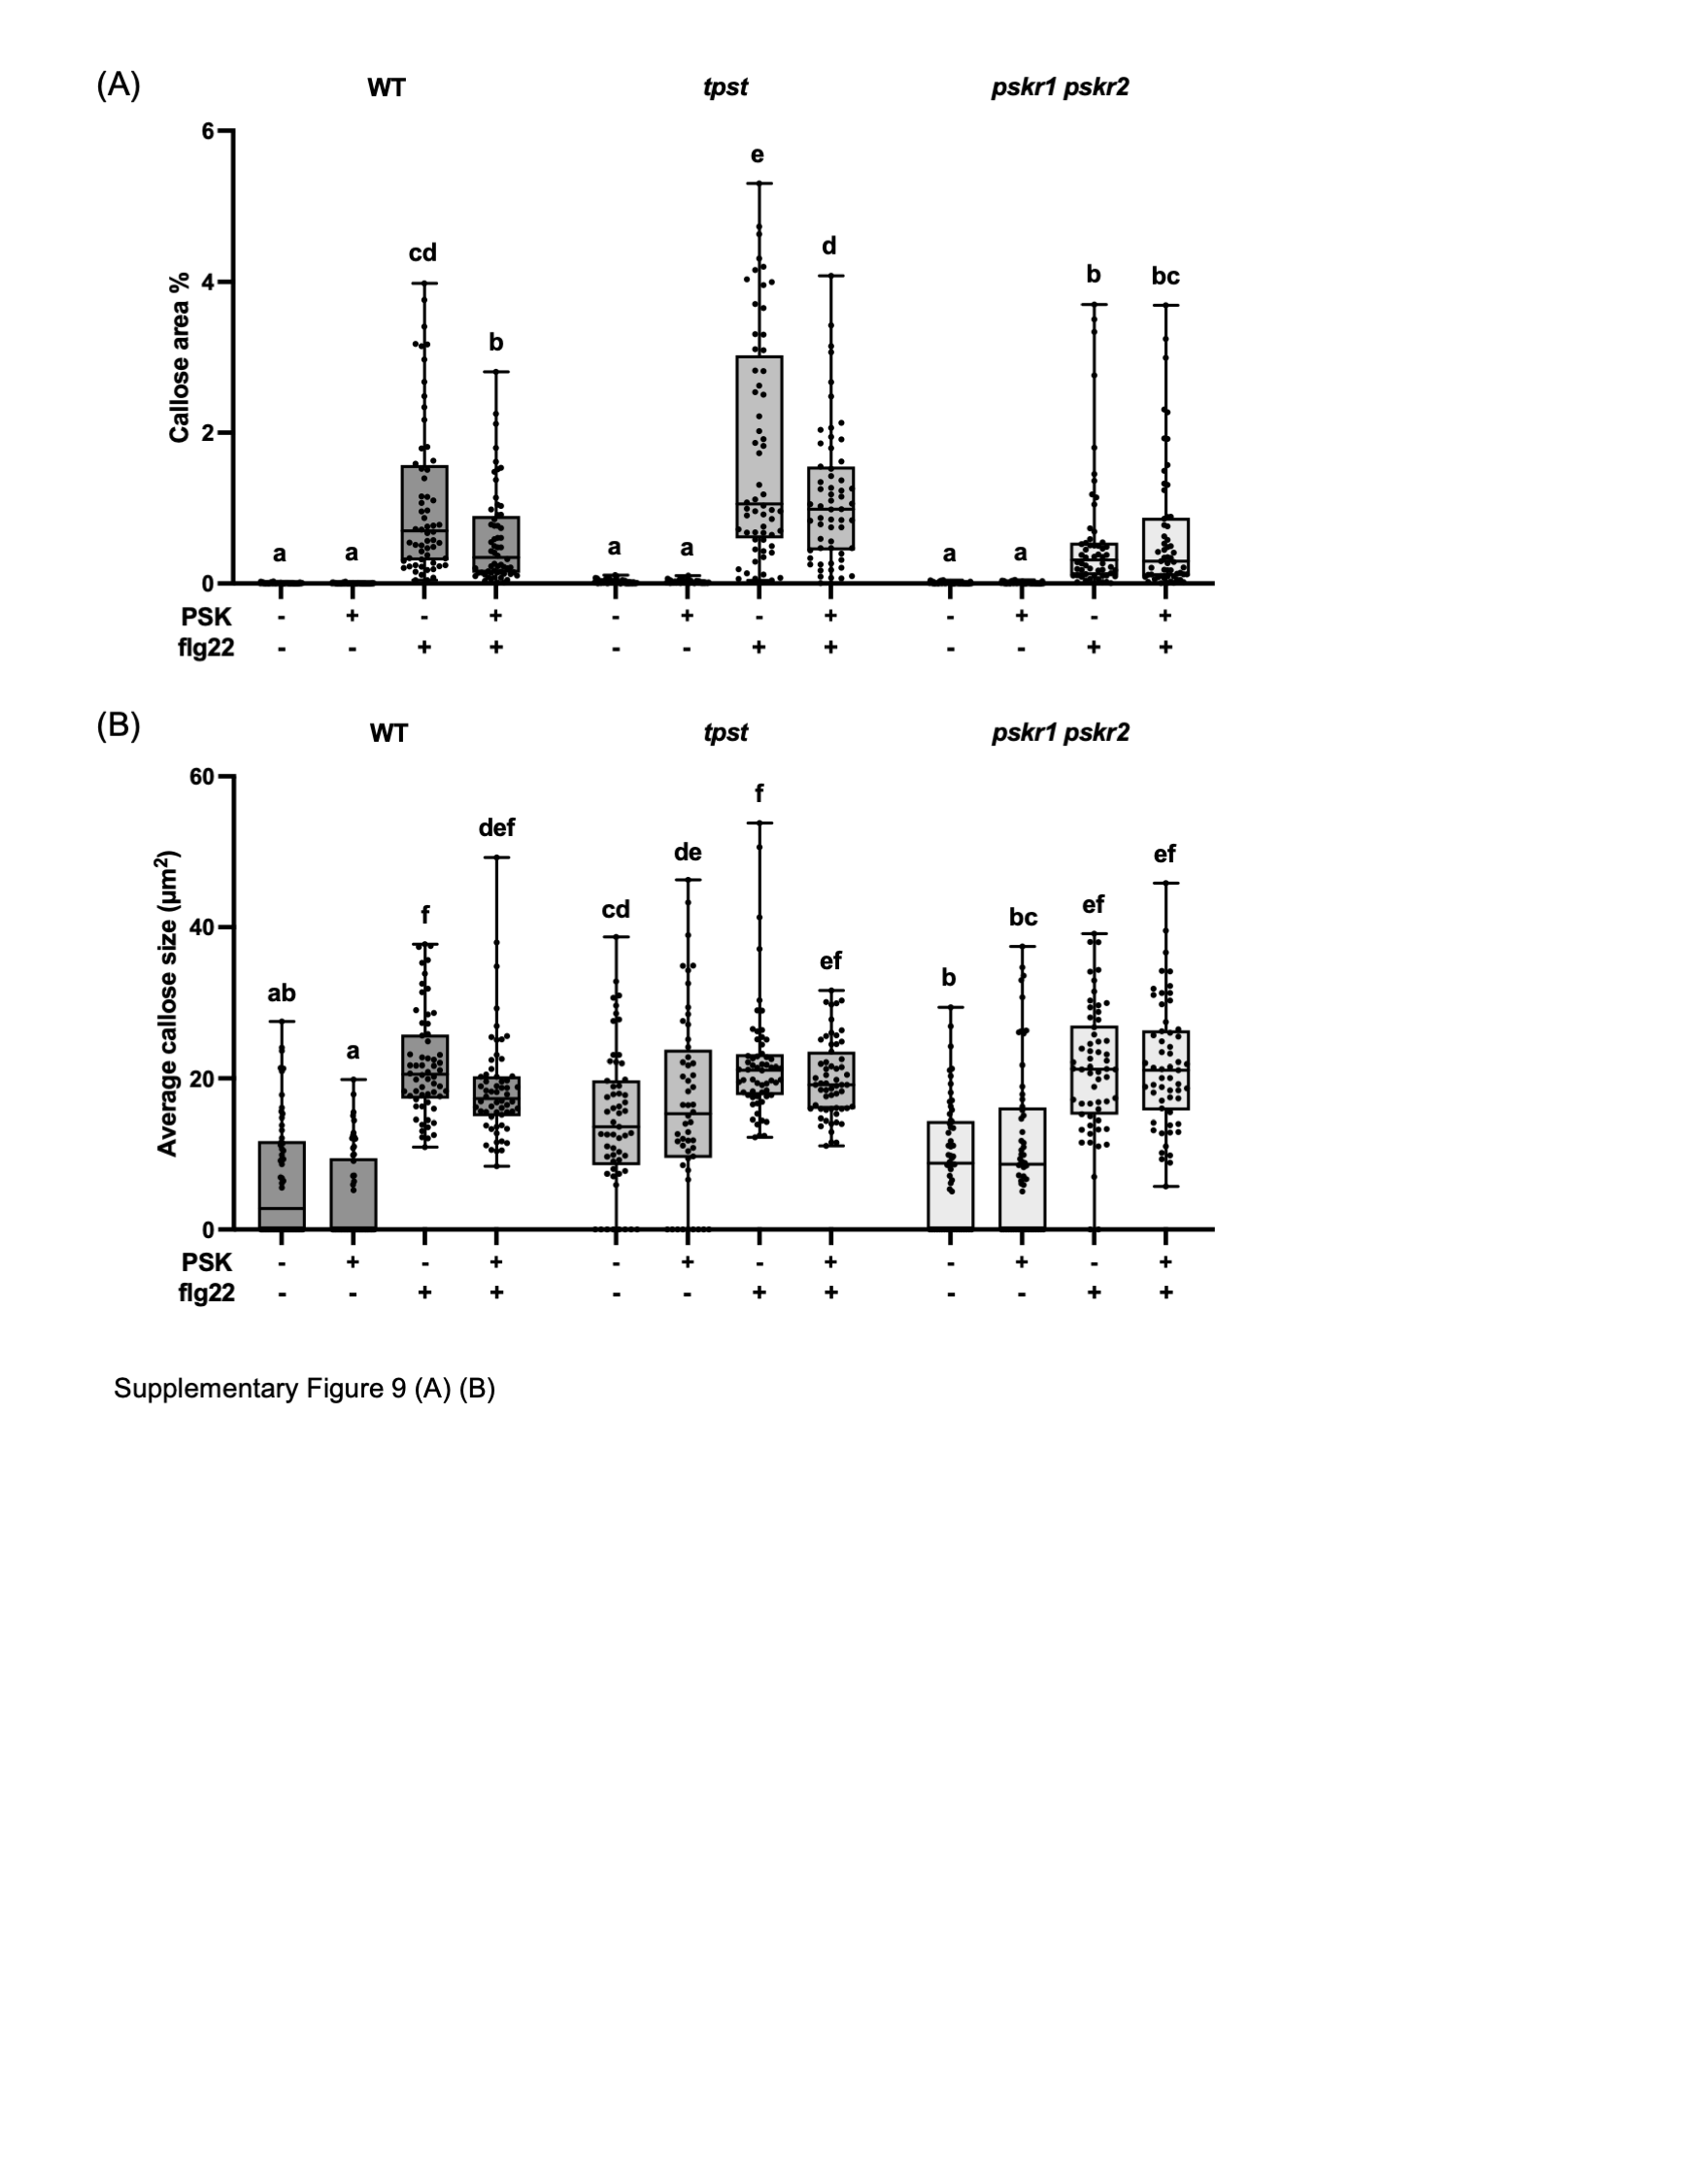

Supplementary Figure 9. PSK effects on flg22-induced callose deposition. (A) Callose area percentage calculated as the area of callose deposits relative to the total plant area in WT, *tpst*, *pskr1 pskr2* plants treated with or without PSK and flg22. Each group contains at least 52 cotyledons with high-quality images from 30 seedlings, which were pooled for analysis. Different letters indicate significant difference in one-way ANOVA analysis (p-value < 0.05, Tukey’s test). (B) The average size of callose deposits in WT, *tpst*, *pskr1 pskr2* plants treated with or without PSK and flg22. Each group contains at least 52 cotyledons with high-quality images from 30 seedlings, which were pooled for analysis. Different letters indicate significant difference in one-way ANOVA analysis (p-value < 0.05, Tukey’s test).

**Supplementary Figure 10**

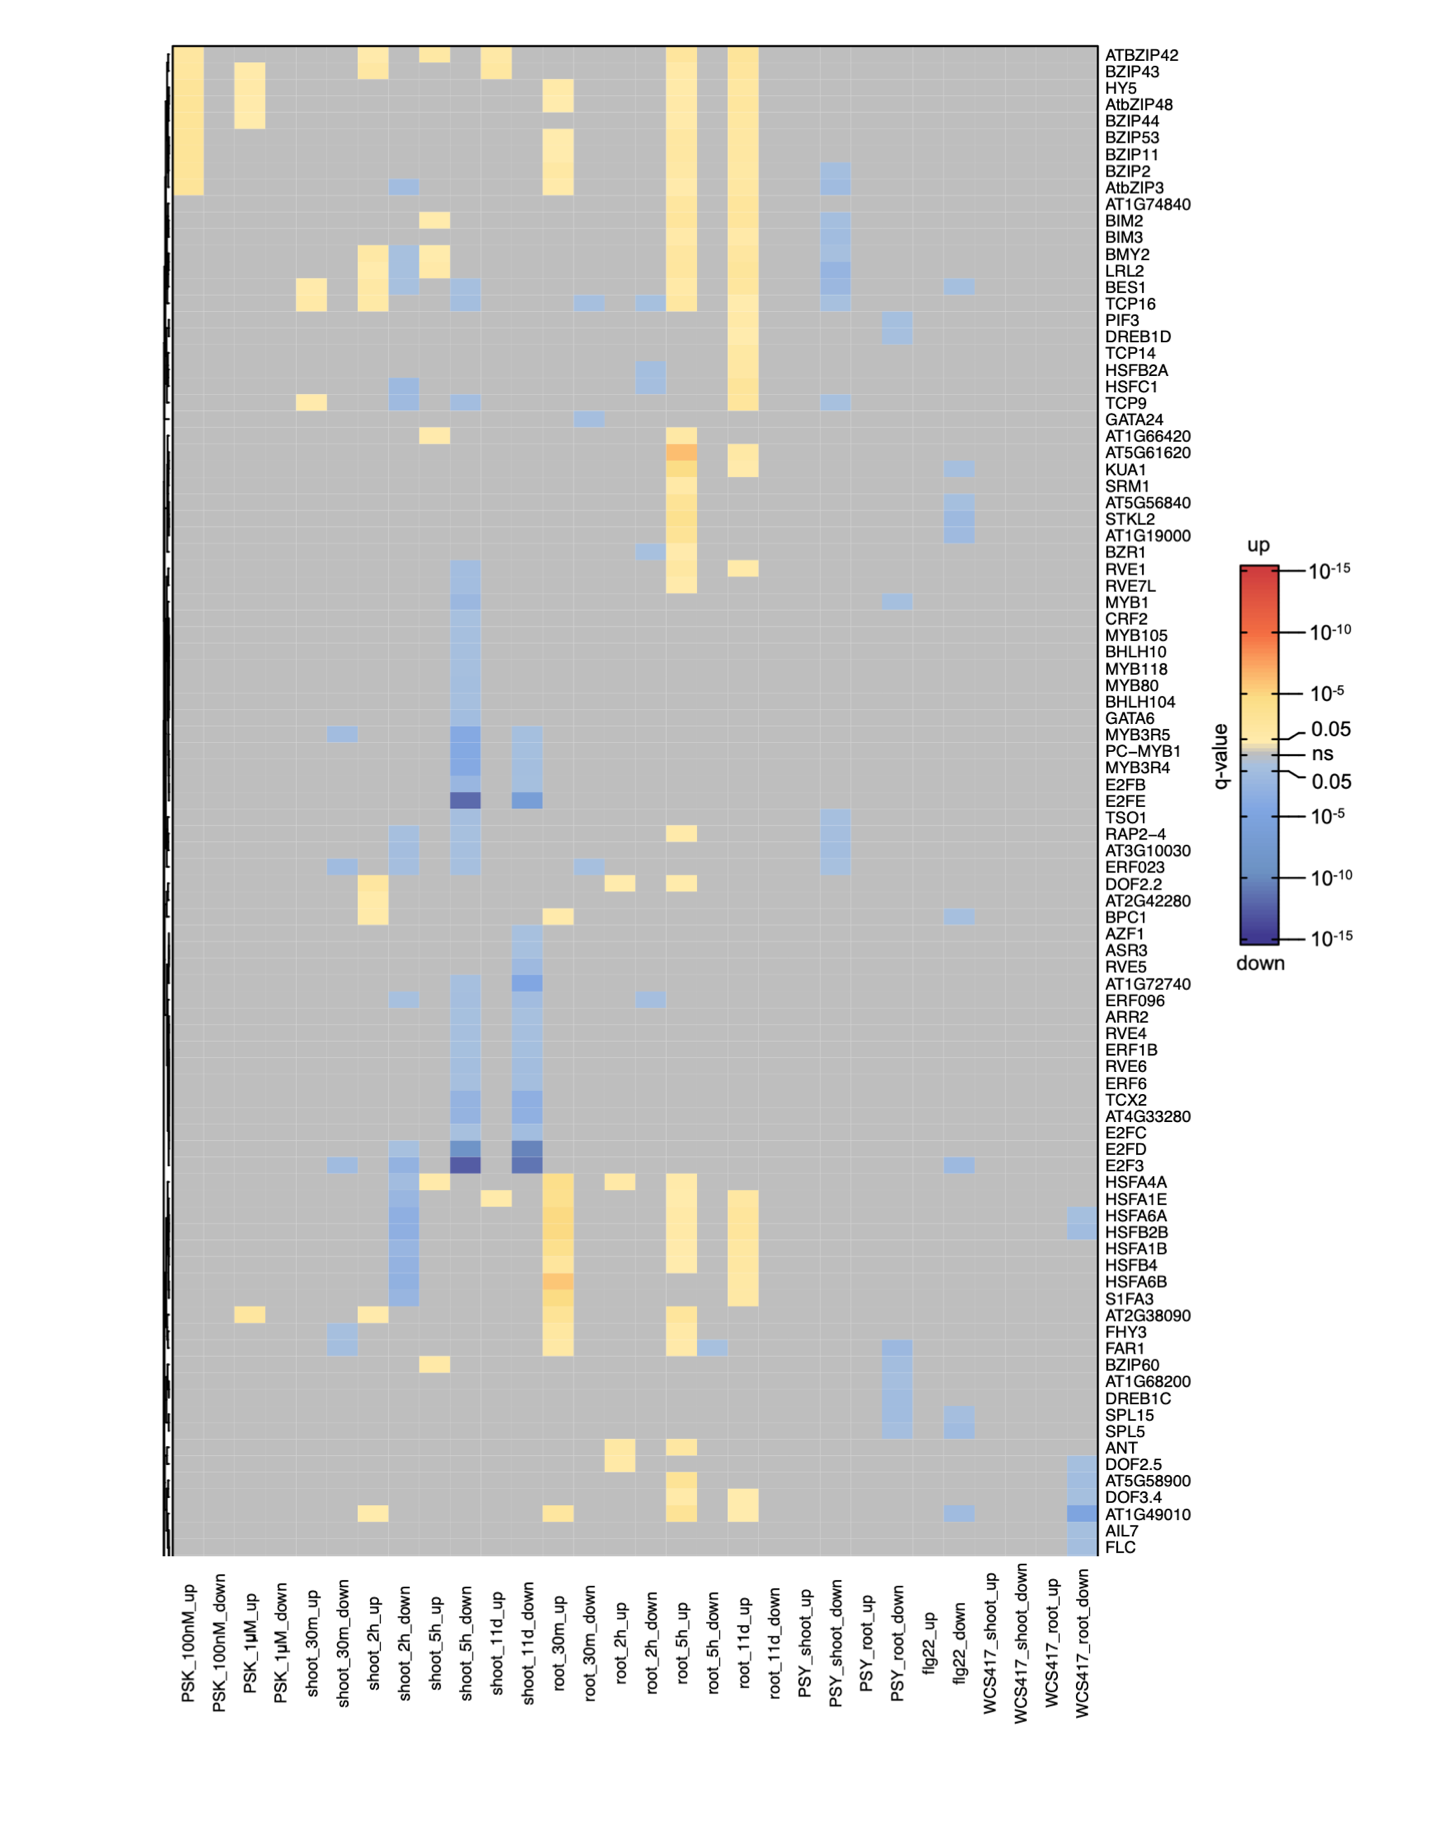

**Supplementary Figure 10, continued**

**
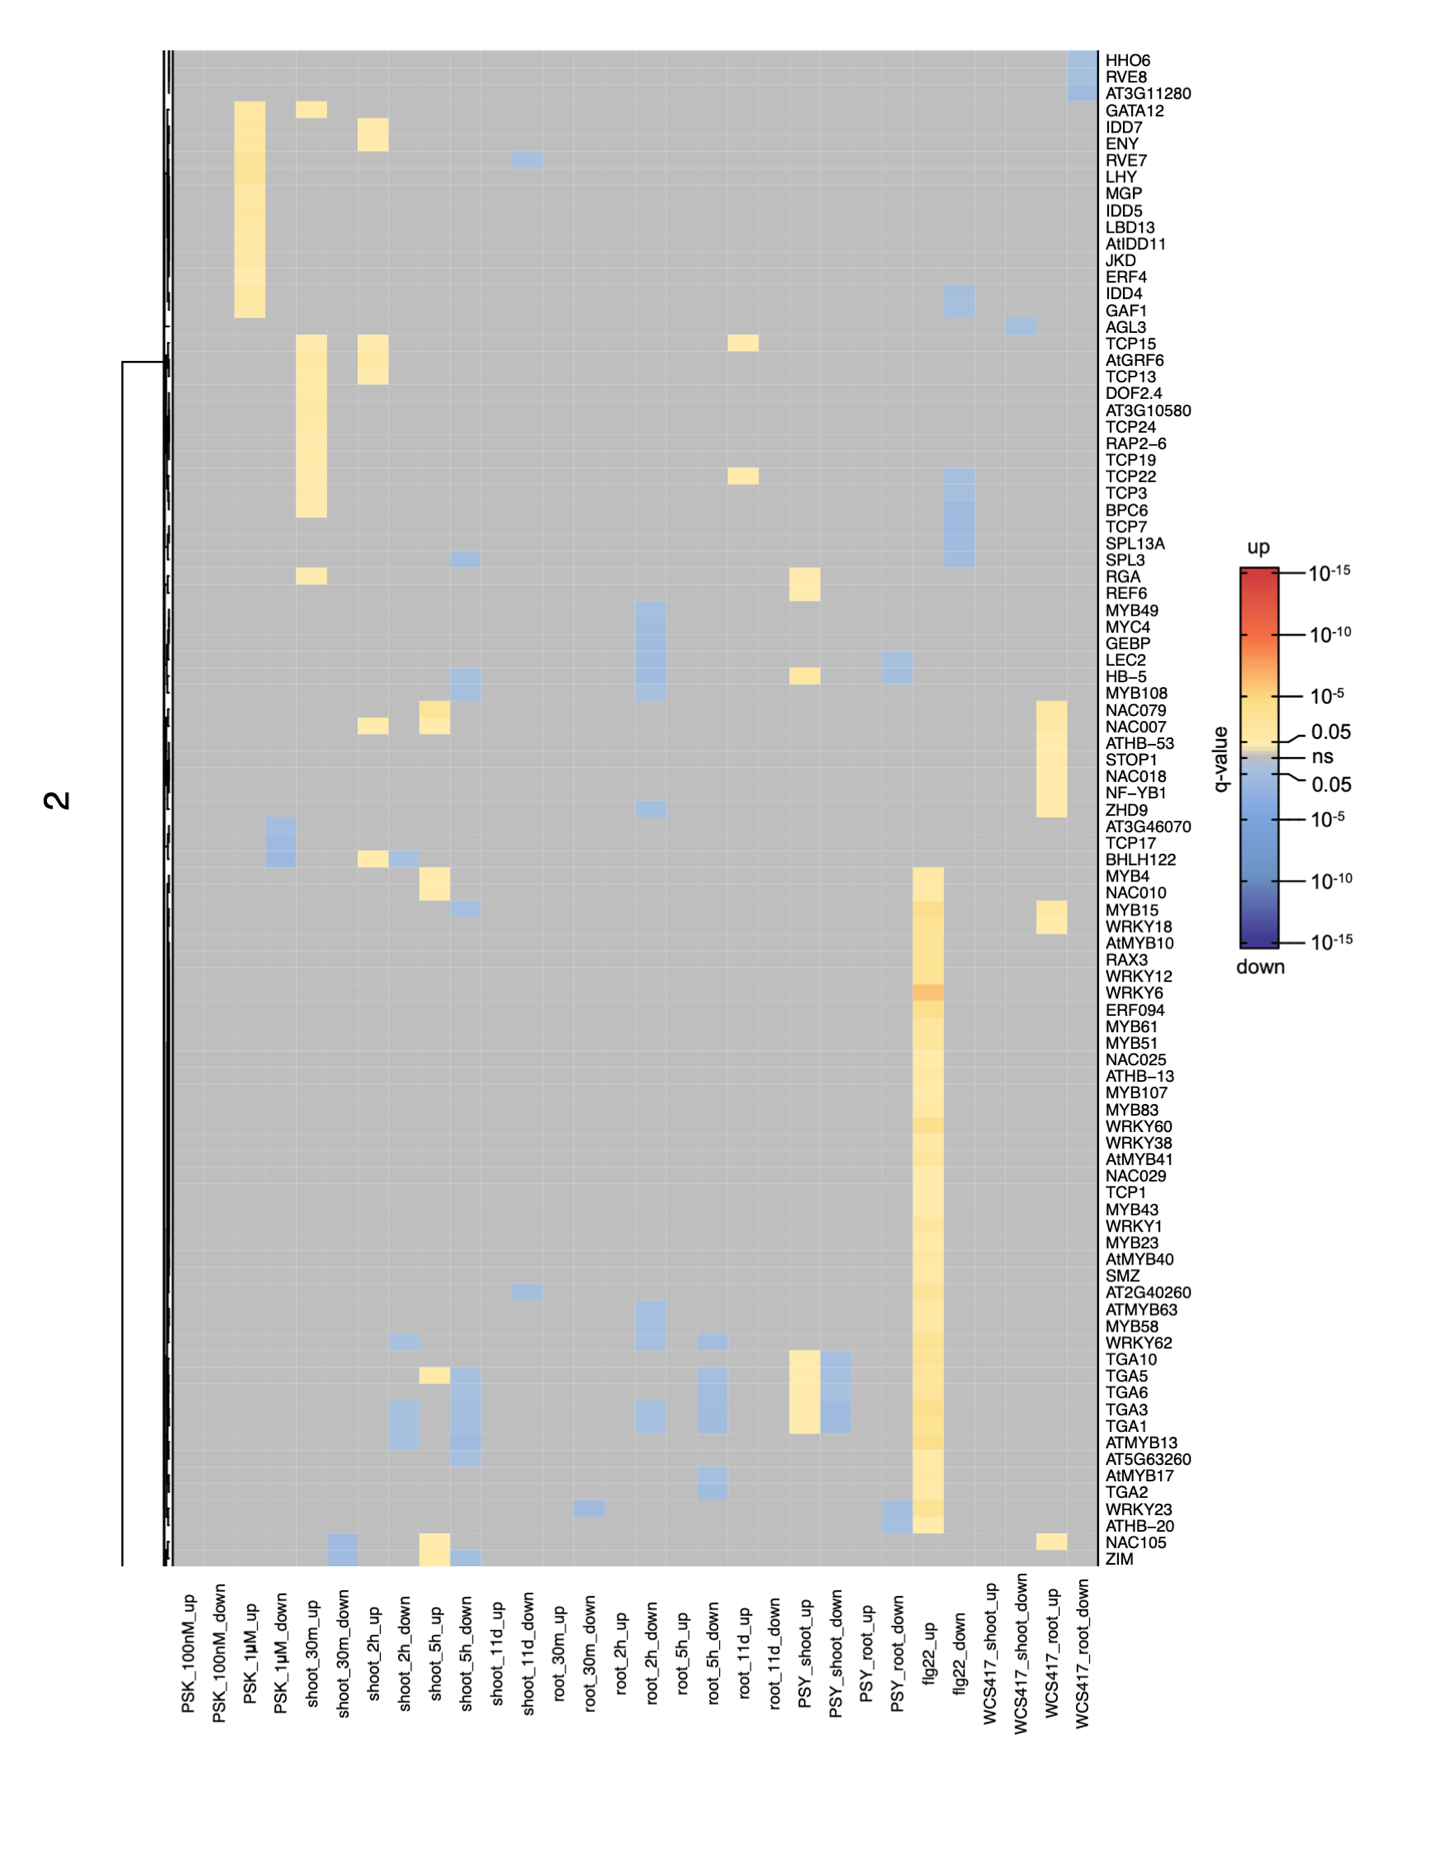
**

**Supplementary Figure 10, continued**

**
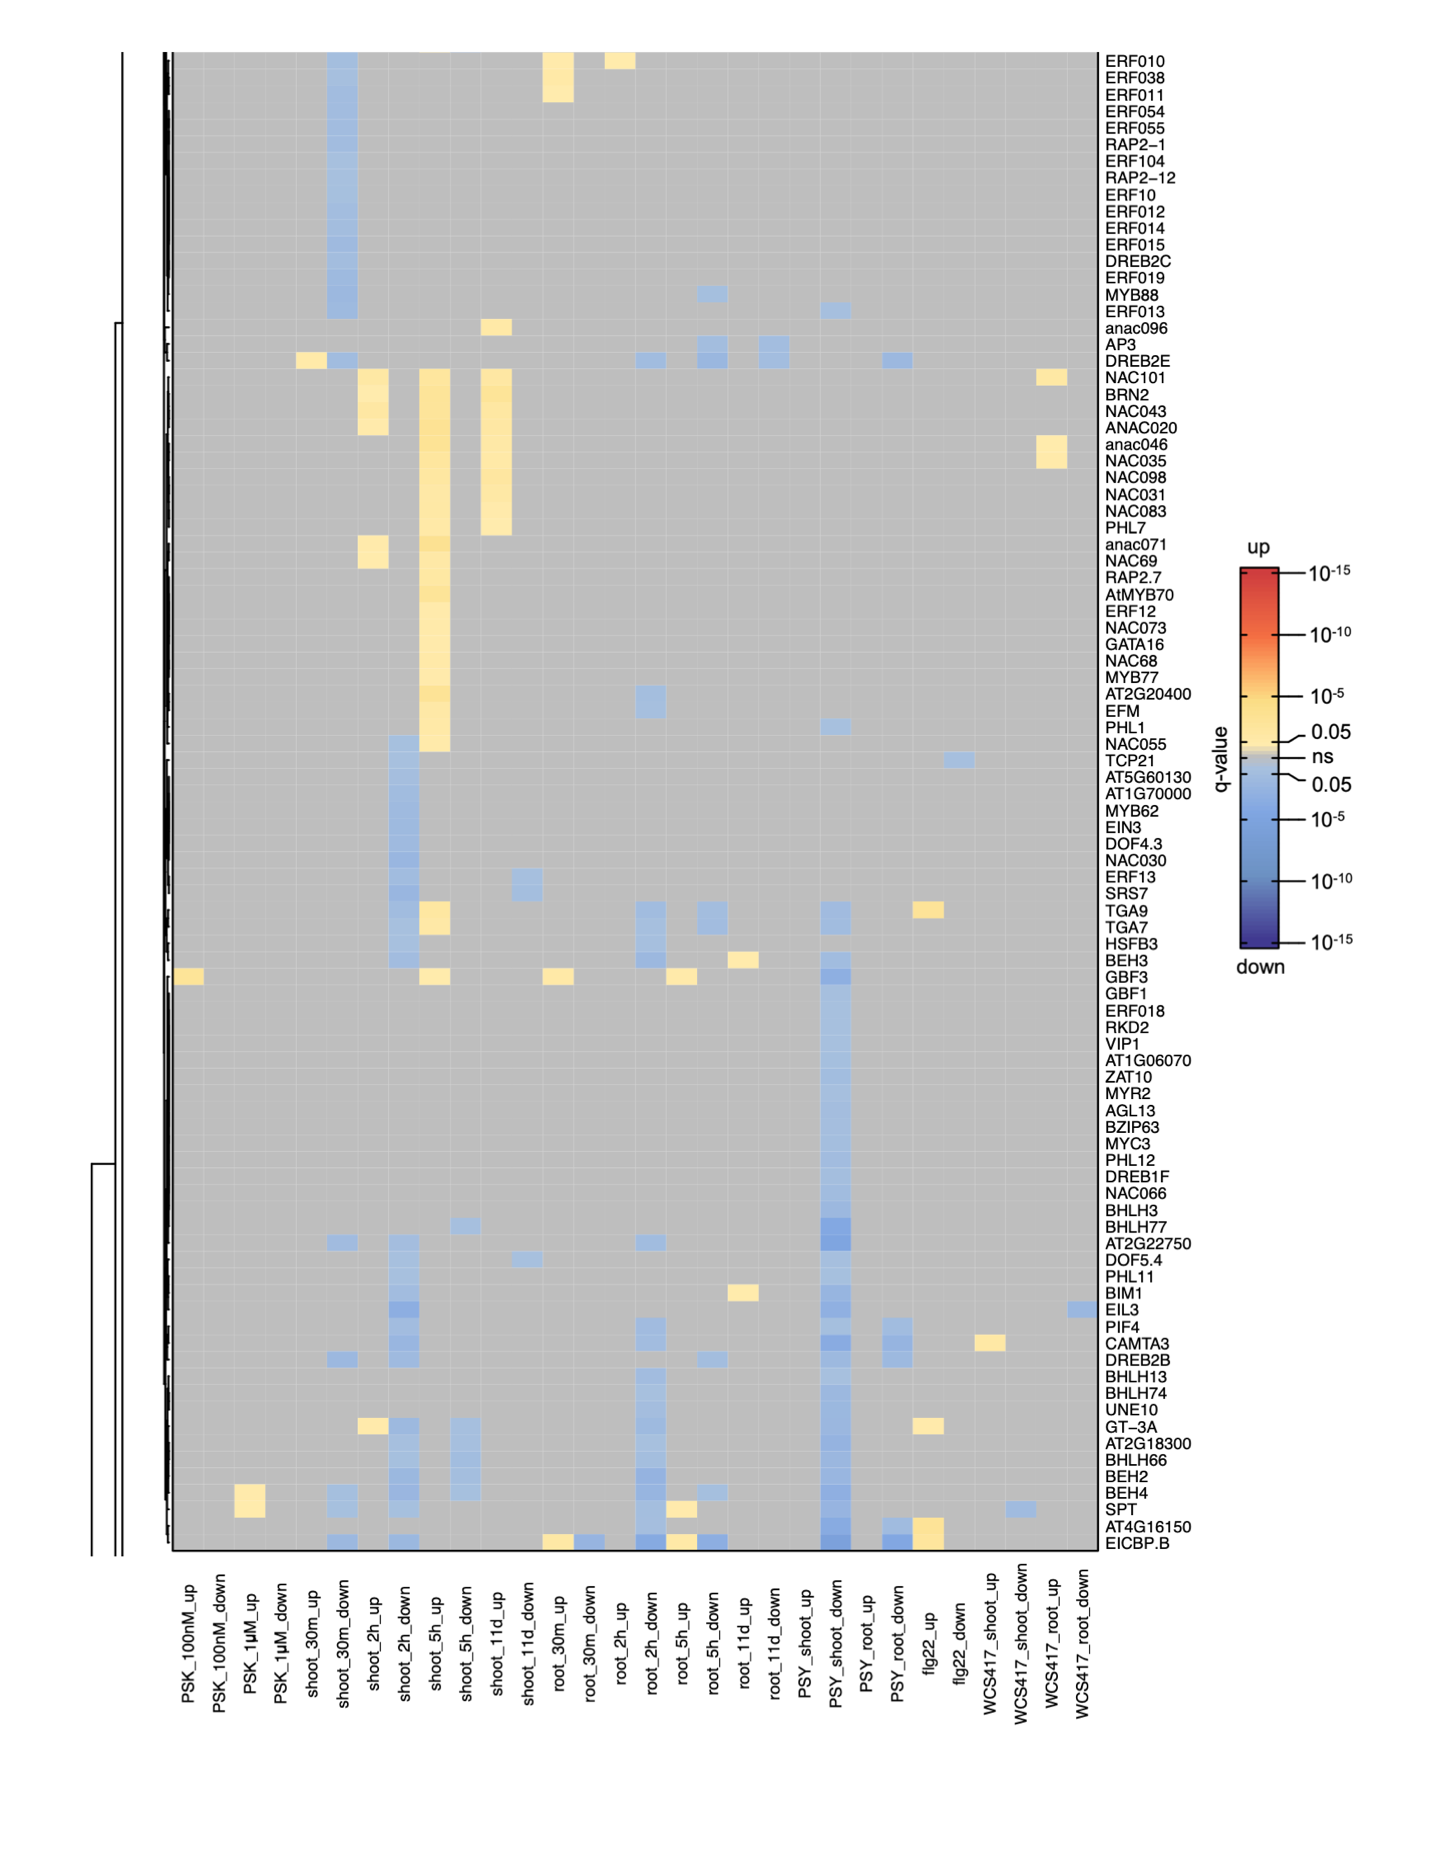
**

**Supplementary Figure 10, continued**

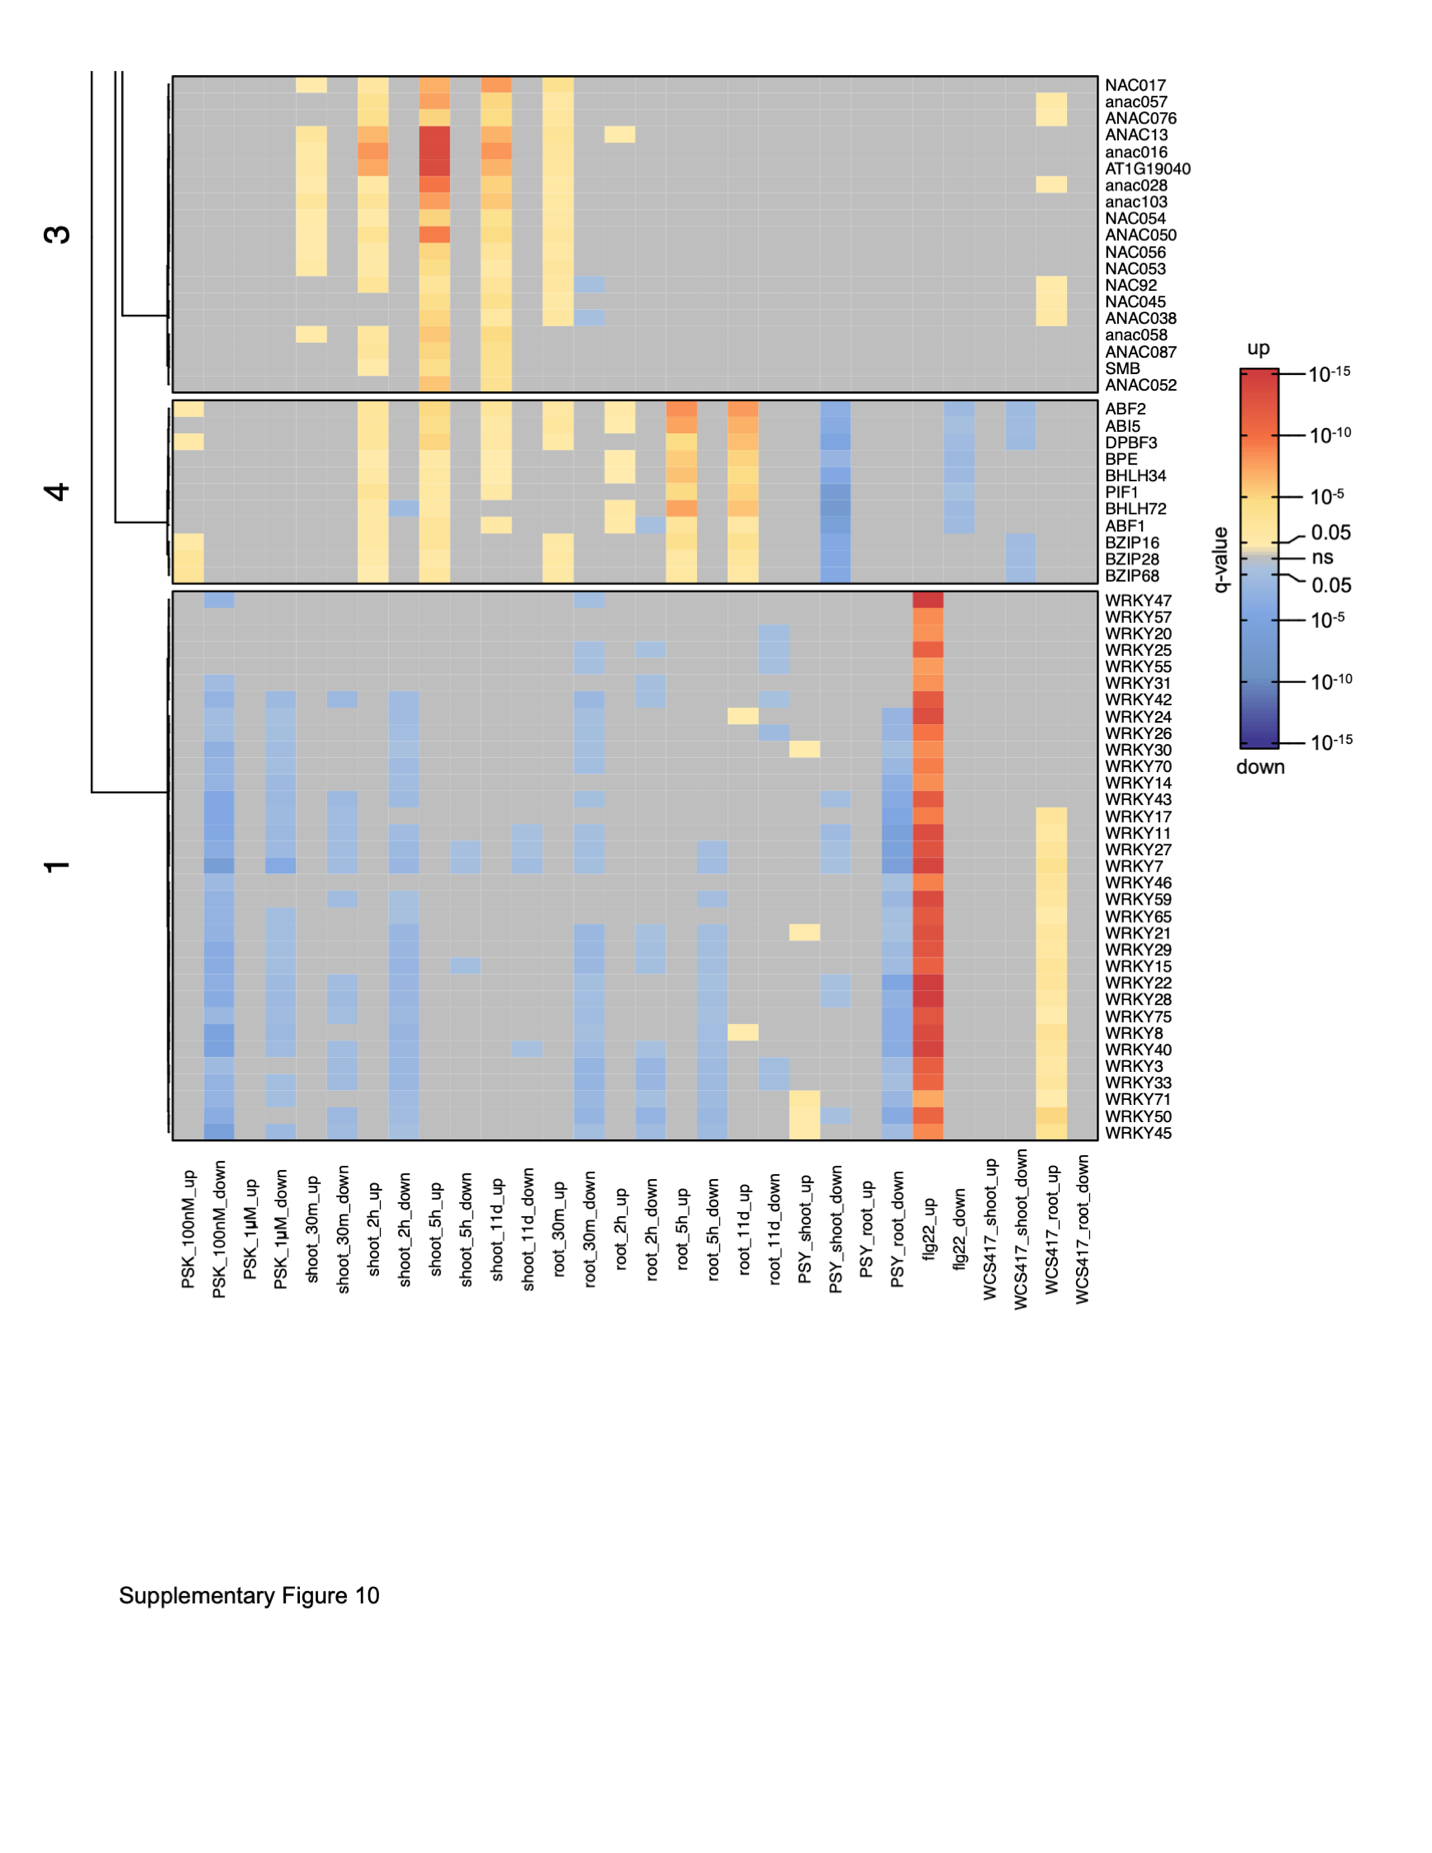

Supplementary Figure 10. Heatmap of all enriched TFs from PSK, PSY, flg22, and WCS417 up- and downregulated DEGs. The dendrogram on the side of the heatmap illustrates the hierarchical clustering of rows using k-means clustering with numbers on the branches denoting the distance measures. Red denotes enrichment from upregulated DEGs, while blue denotes enrichment from downregulated DEGs. The intensity of color reflects their significance measured by q-value, utilizing the cut-off of q-value < 0.05. Gray represents data points outside the cut-off criteria.

**Supplementary Figure 11A**

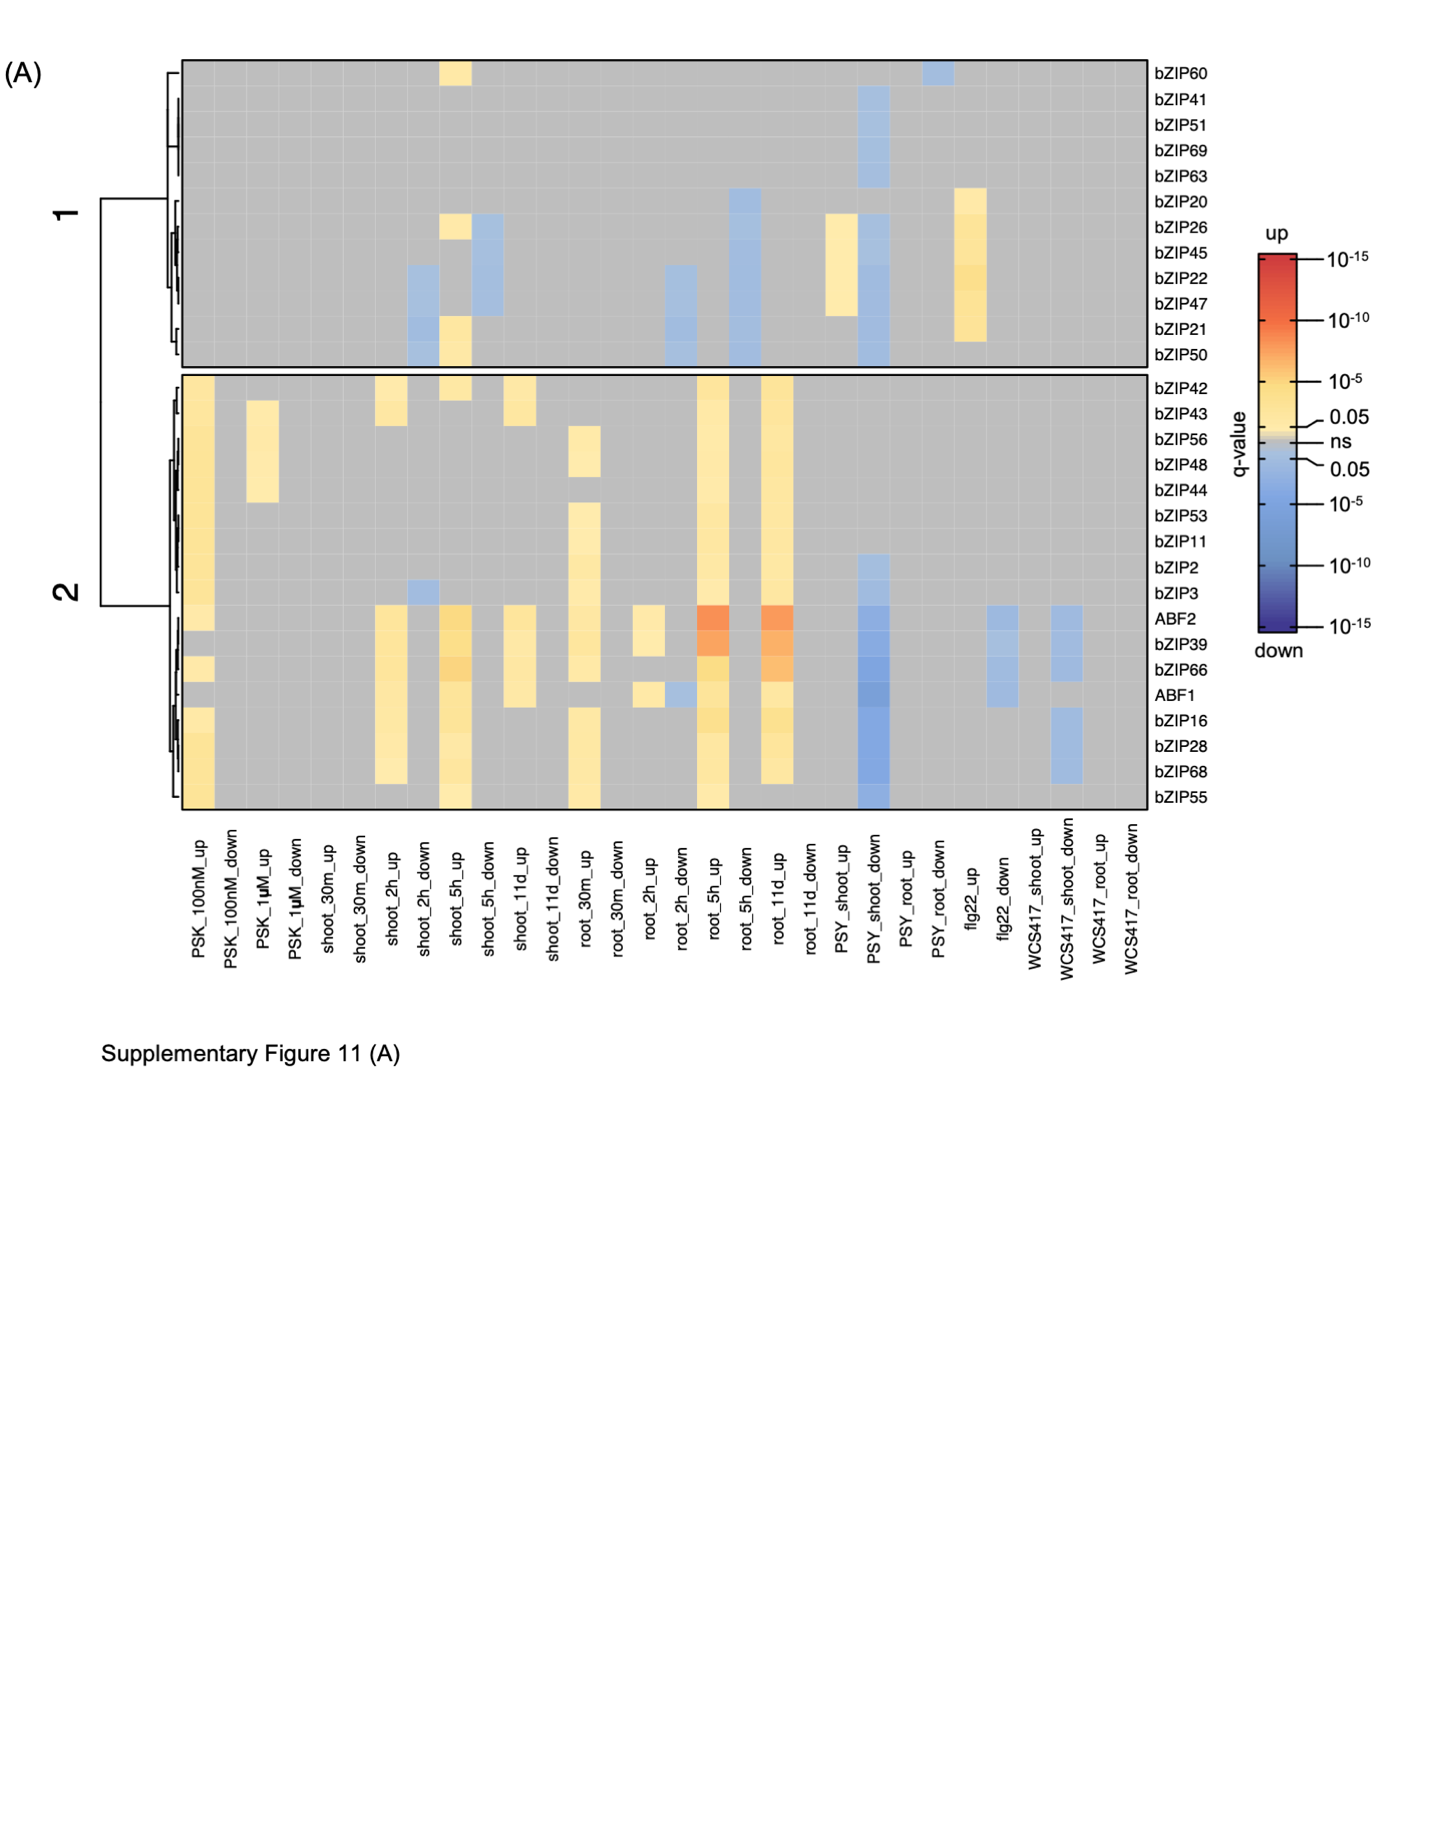

Supplementary Figure 11. Heatmaps of bZIP TFs enrichment and expression among multiple stimuli. (A) Heatmap of enriched bZIP TFs from PSK, PSY, flg22, and WCS417 up- and downregulated DEGs. The dendrogram on the side of the heatmap illustrates the hierarchical clustering of rows using k-means clustering with numbers on the branches denoting the distance measures. Red denotes enrichment from upregulated DEGs, while blue denotes enrichment from downregulated DEGs. The intensity of color reflects their significance measured by q-value, utilizing the cut-off of q-value < 0.05. Gray represents data points outside the cut-off criteria.

**Supplementary Figure 11B**

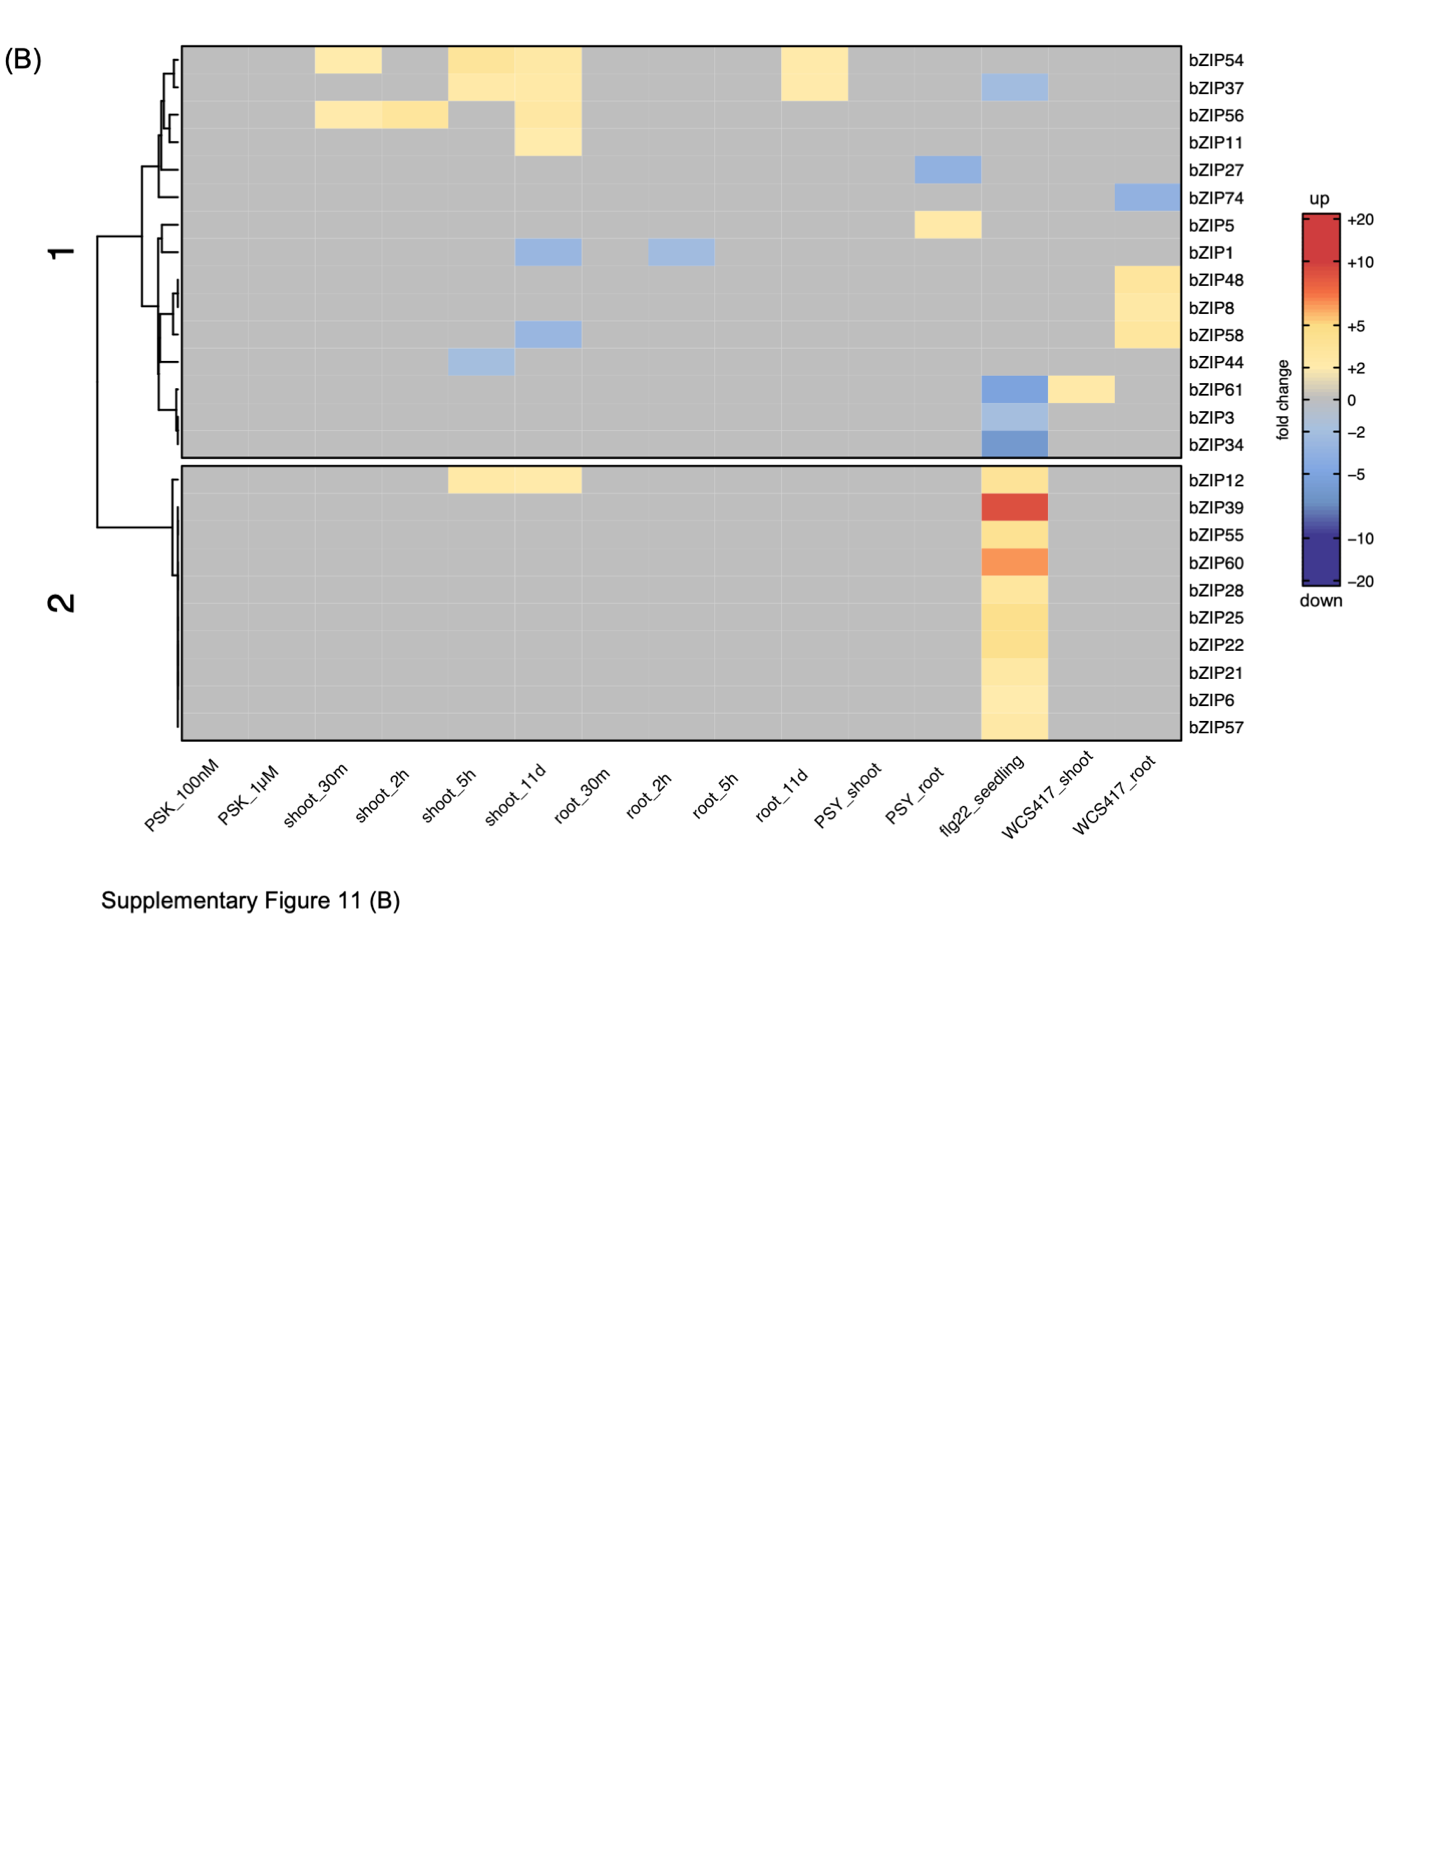

Supplementary Figure 11. (B) Heatmap of differentially expressed bZIP TFs with PSK, PSY, flg22, and WCS417 treatments. The dendrogram on the side of the heatmap illustrates the hierarchical clustering of rows using k-means clustering with numbers on the branches denoting the distance measures. Red indicates upregulation, while blue indicates downregulation. The intensity of color reflects their fold changes, utilizing the cut-off of ≥ 2-fold change and adjusted p-value < 0.05. Gray represents data points outside the cut-off criteria.

# Supplementary material for: Phytosulfokine downregulates defense‐related WRKY transcription factors and attenuates pathogen‐associated molecular pattern‐triggered immunity
**Source:** Plant J. 2024 Dec 11;120(6):2367–84. doi: 10.1111/tpj.17115
**Supplement:** Supplementary file 2 — Table S1. Information of each plant sample and PSK treatment in RNA‐seq experiments. Table S2. W‐box motifs in the promoter regions of up‐ and downregulated DEGs. Table S3. W‐box motifs presence in the promoter regions of genes involved in PSK signaling. Table S4. Growth conditions and treatment methods for RNA‐seq data used in the comparison of PSK, PSY, flg22 and WCS417 induced DEGs.

**Supplementary Table 1**

**
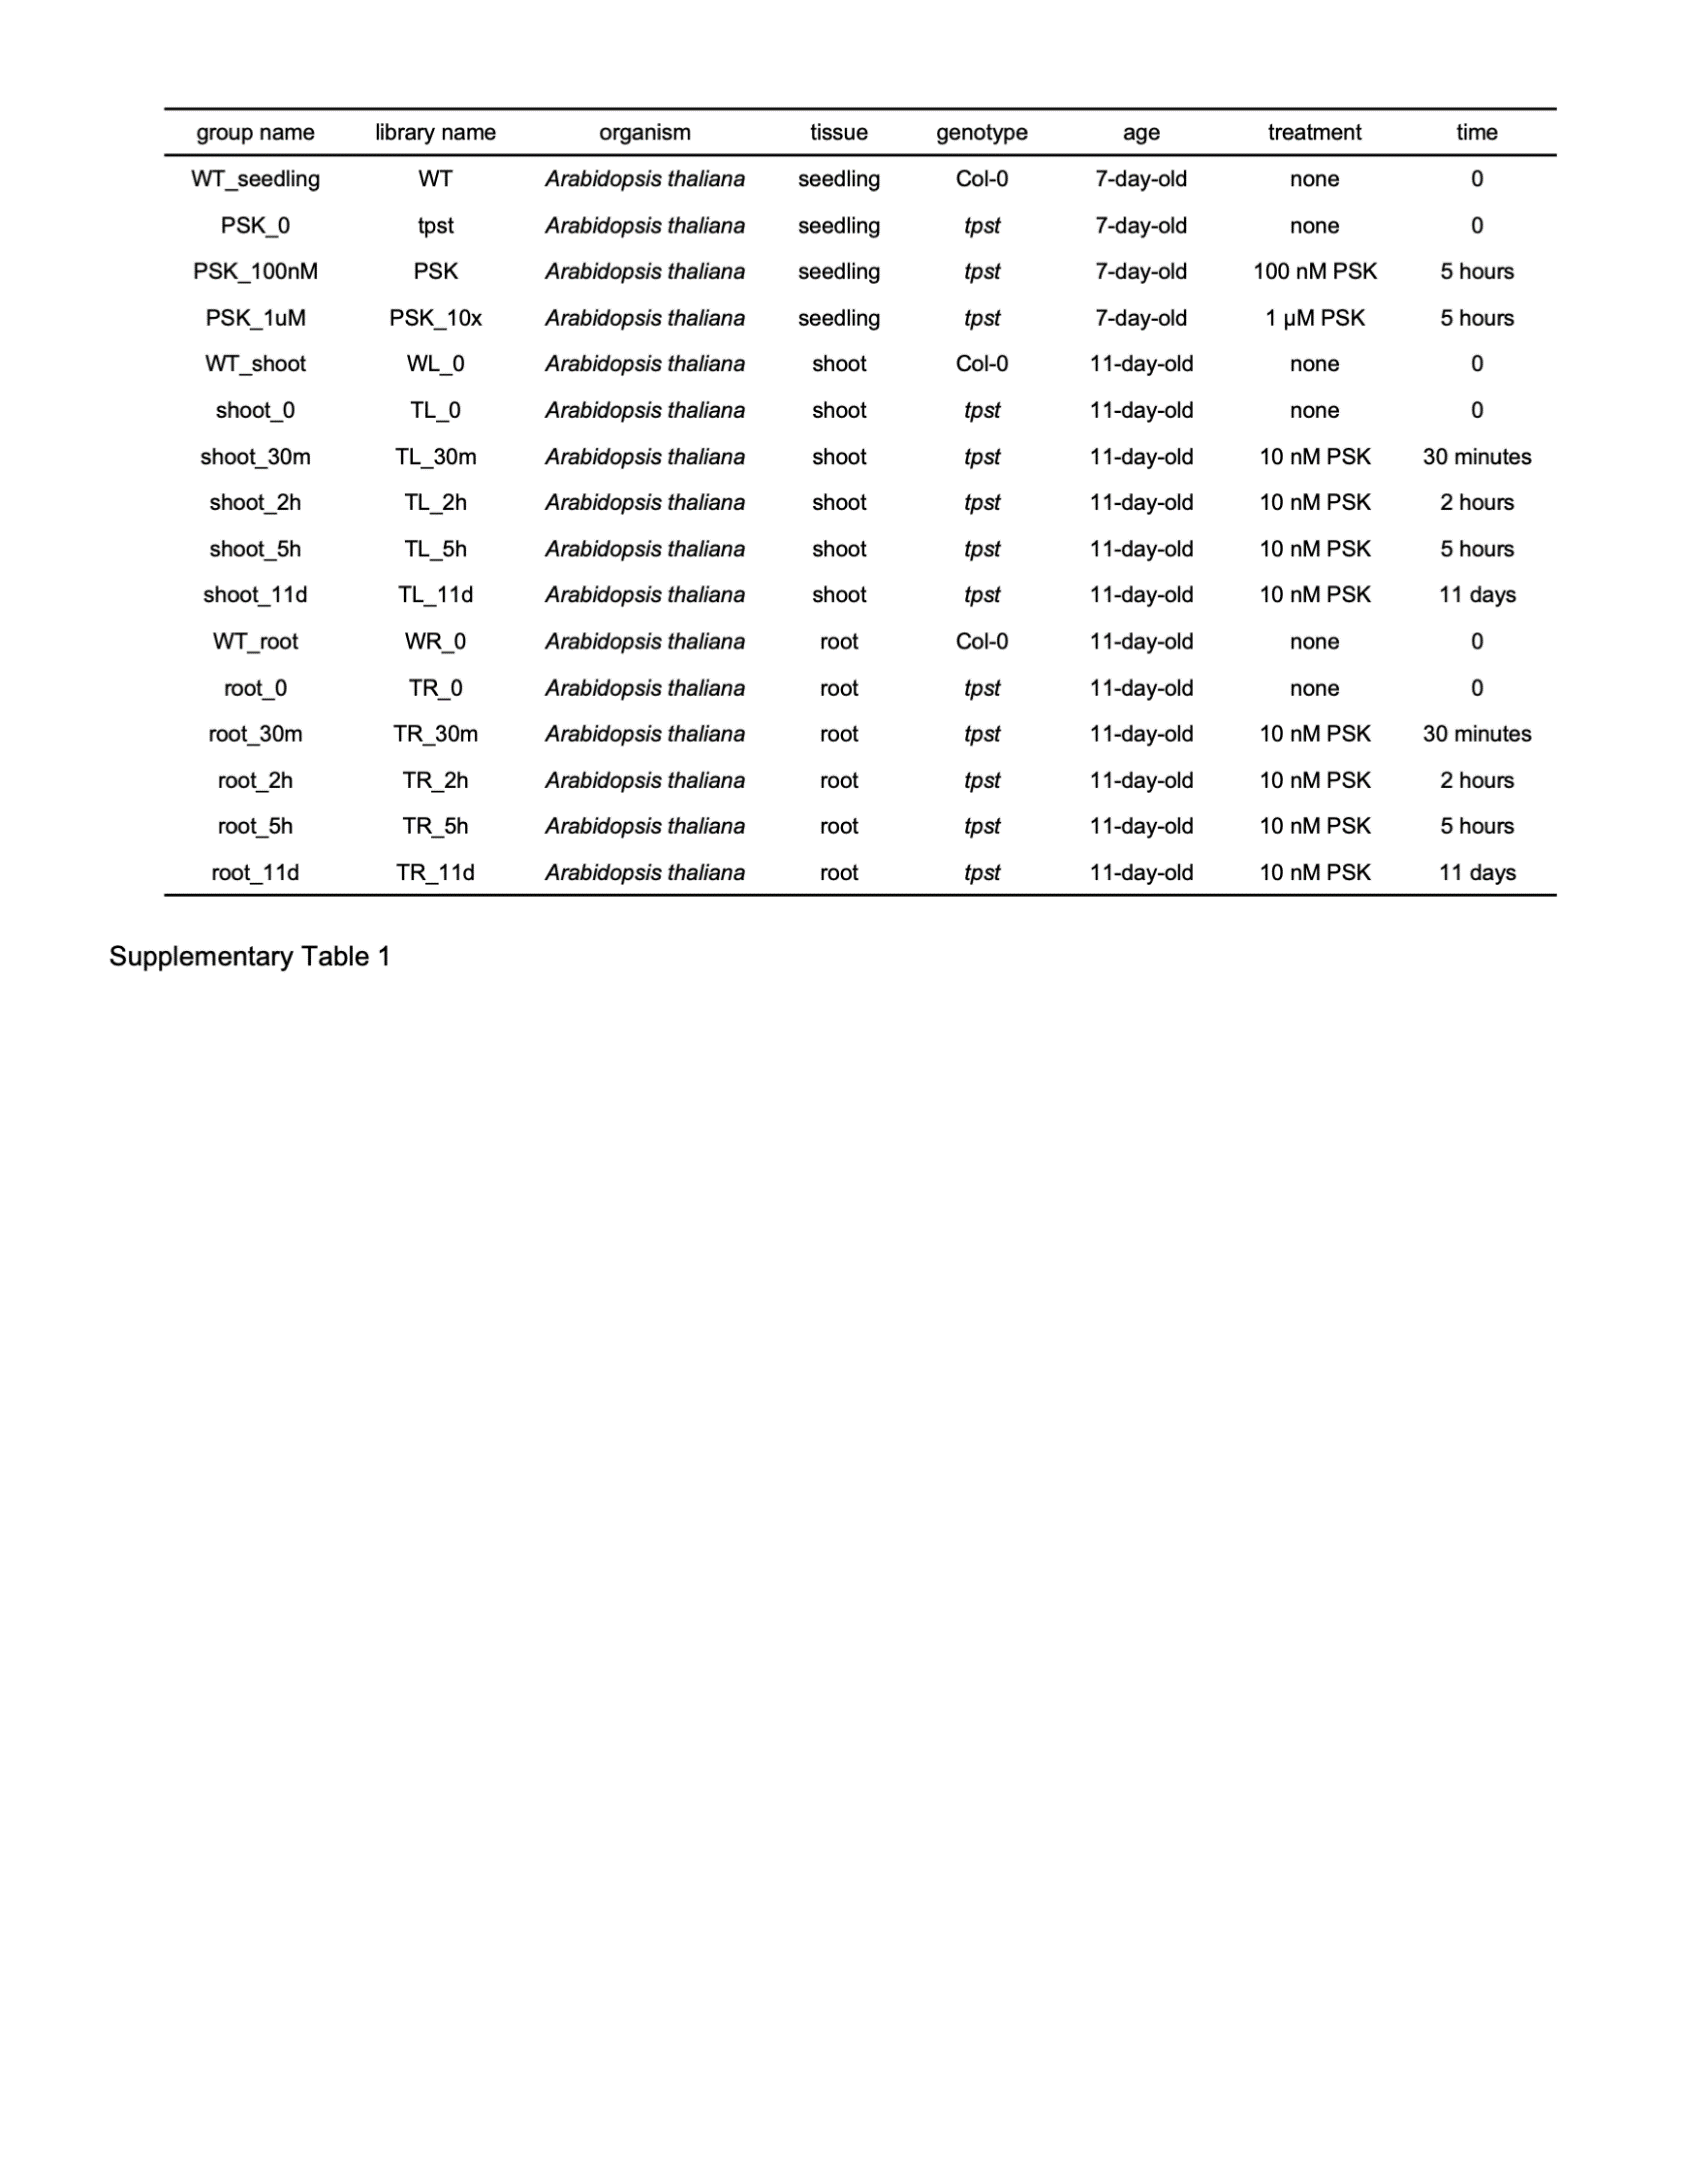
**

Supplementary Table 1. Information of each plant sample and PSK treatment in RNA-seq experiments. Group name of the plant sample was used in differential expression analysis, functional enrichment analysis and transcription factors enrichment analysis.

**Supplementary Table 2A**

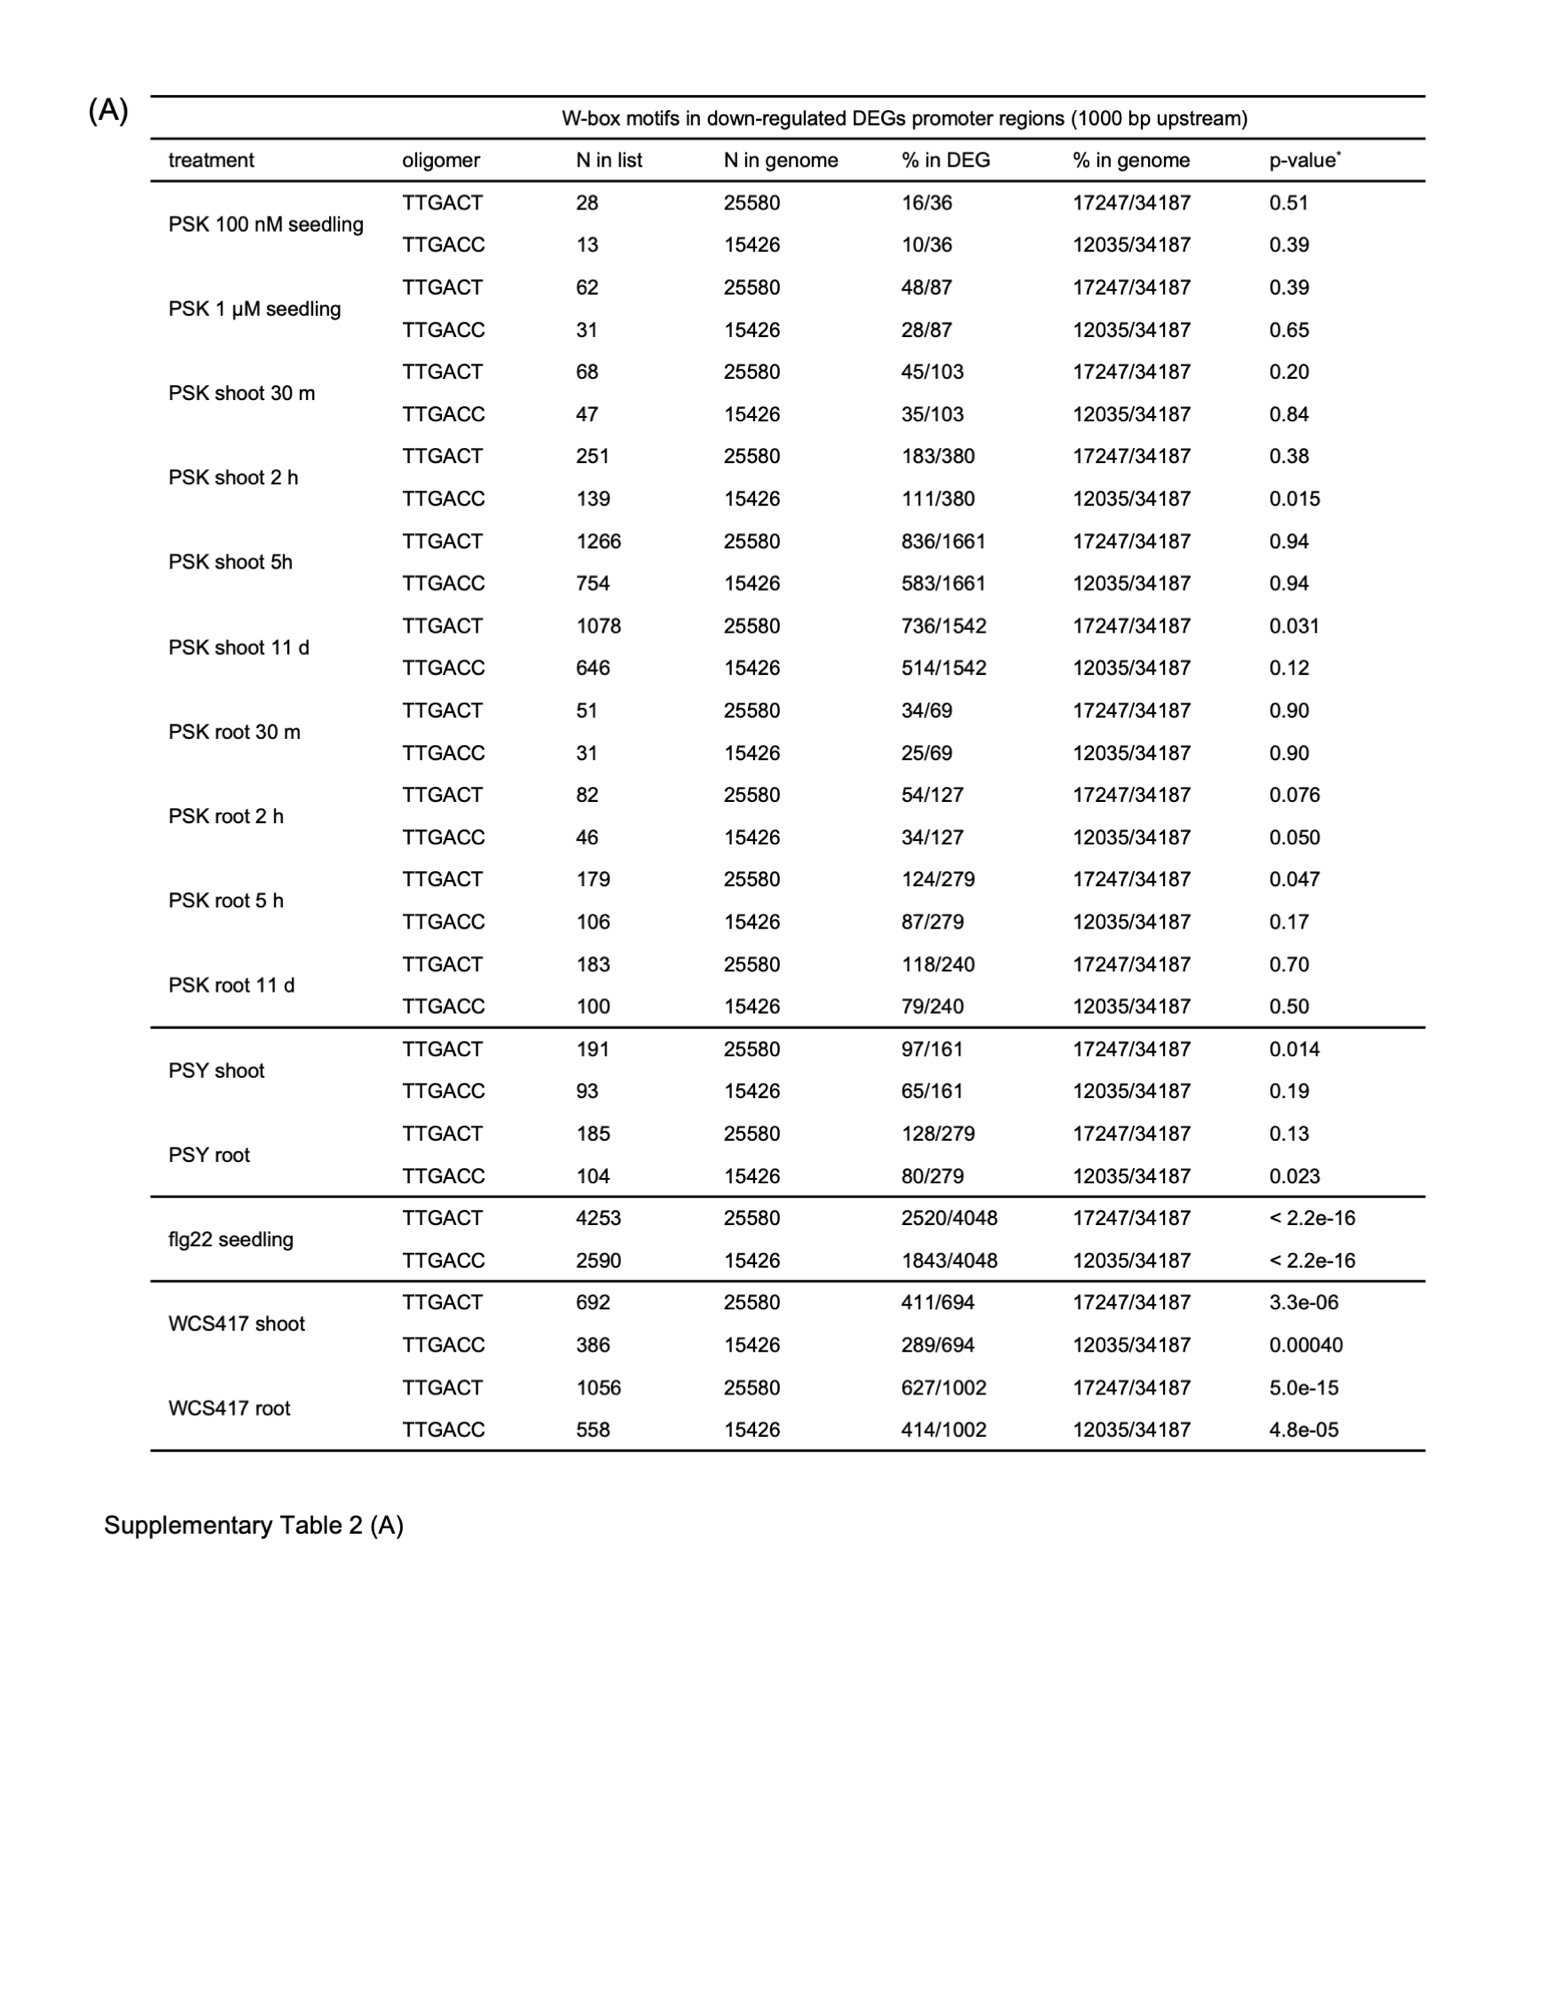

Supplementary Table 2. W-box motifs in the promoter regions of up- and downregulated DEGs. (A) Number of W-box motifs in the promoter regions (1000 bp upstream) of up-regulated DEGs, number of W-box motifs in the promoter regions of all genes in the genome, percentage of DEGs containing W-box motifs among all DEGs, and percentage of genes containing W-box motifs among all genes in each treatment condition.

^*^ The p-value represent Fisher’s exact test for the overrepresentation of DEGs containing W-box motifs compared to the genome background.

**Supplementary Table 2B**

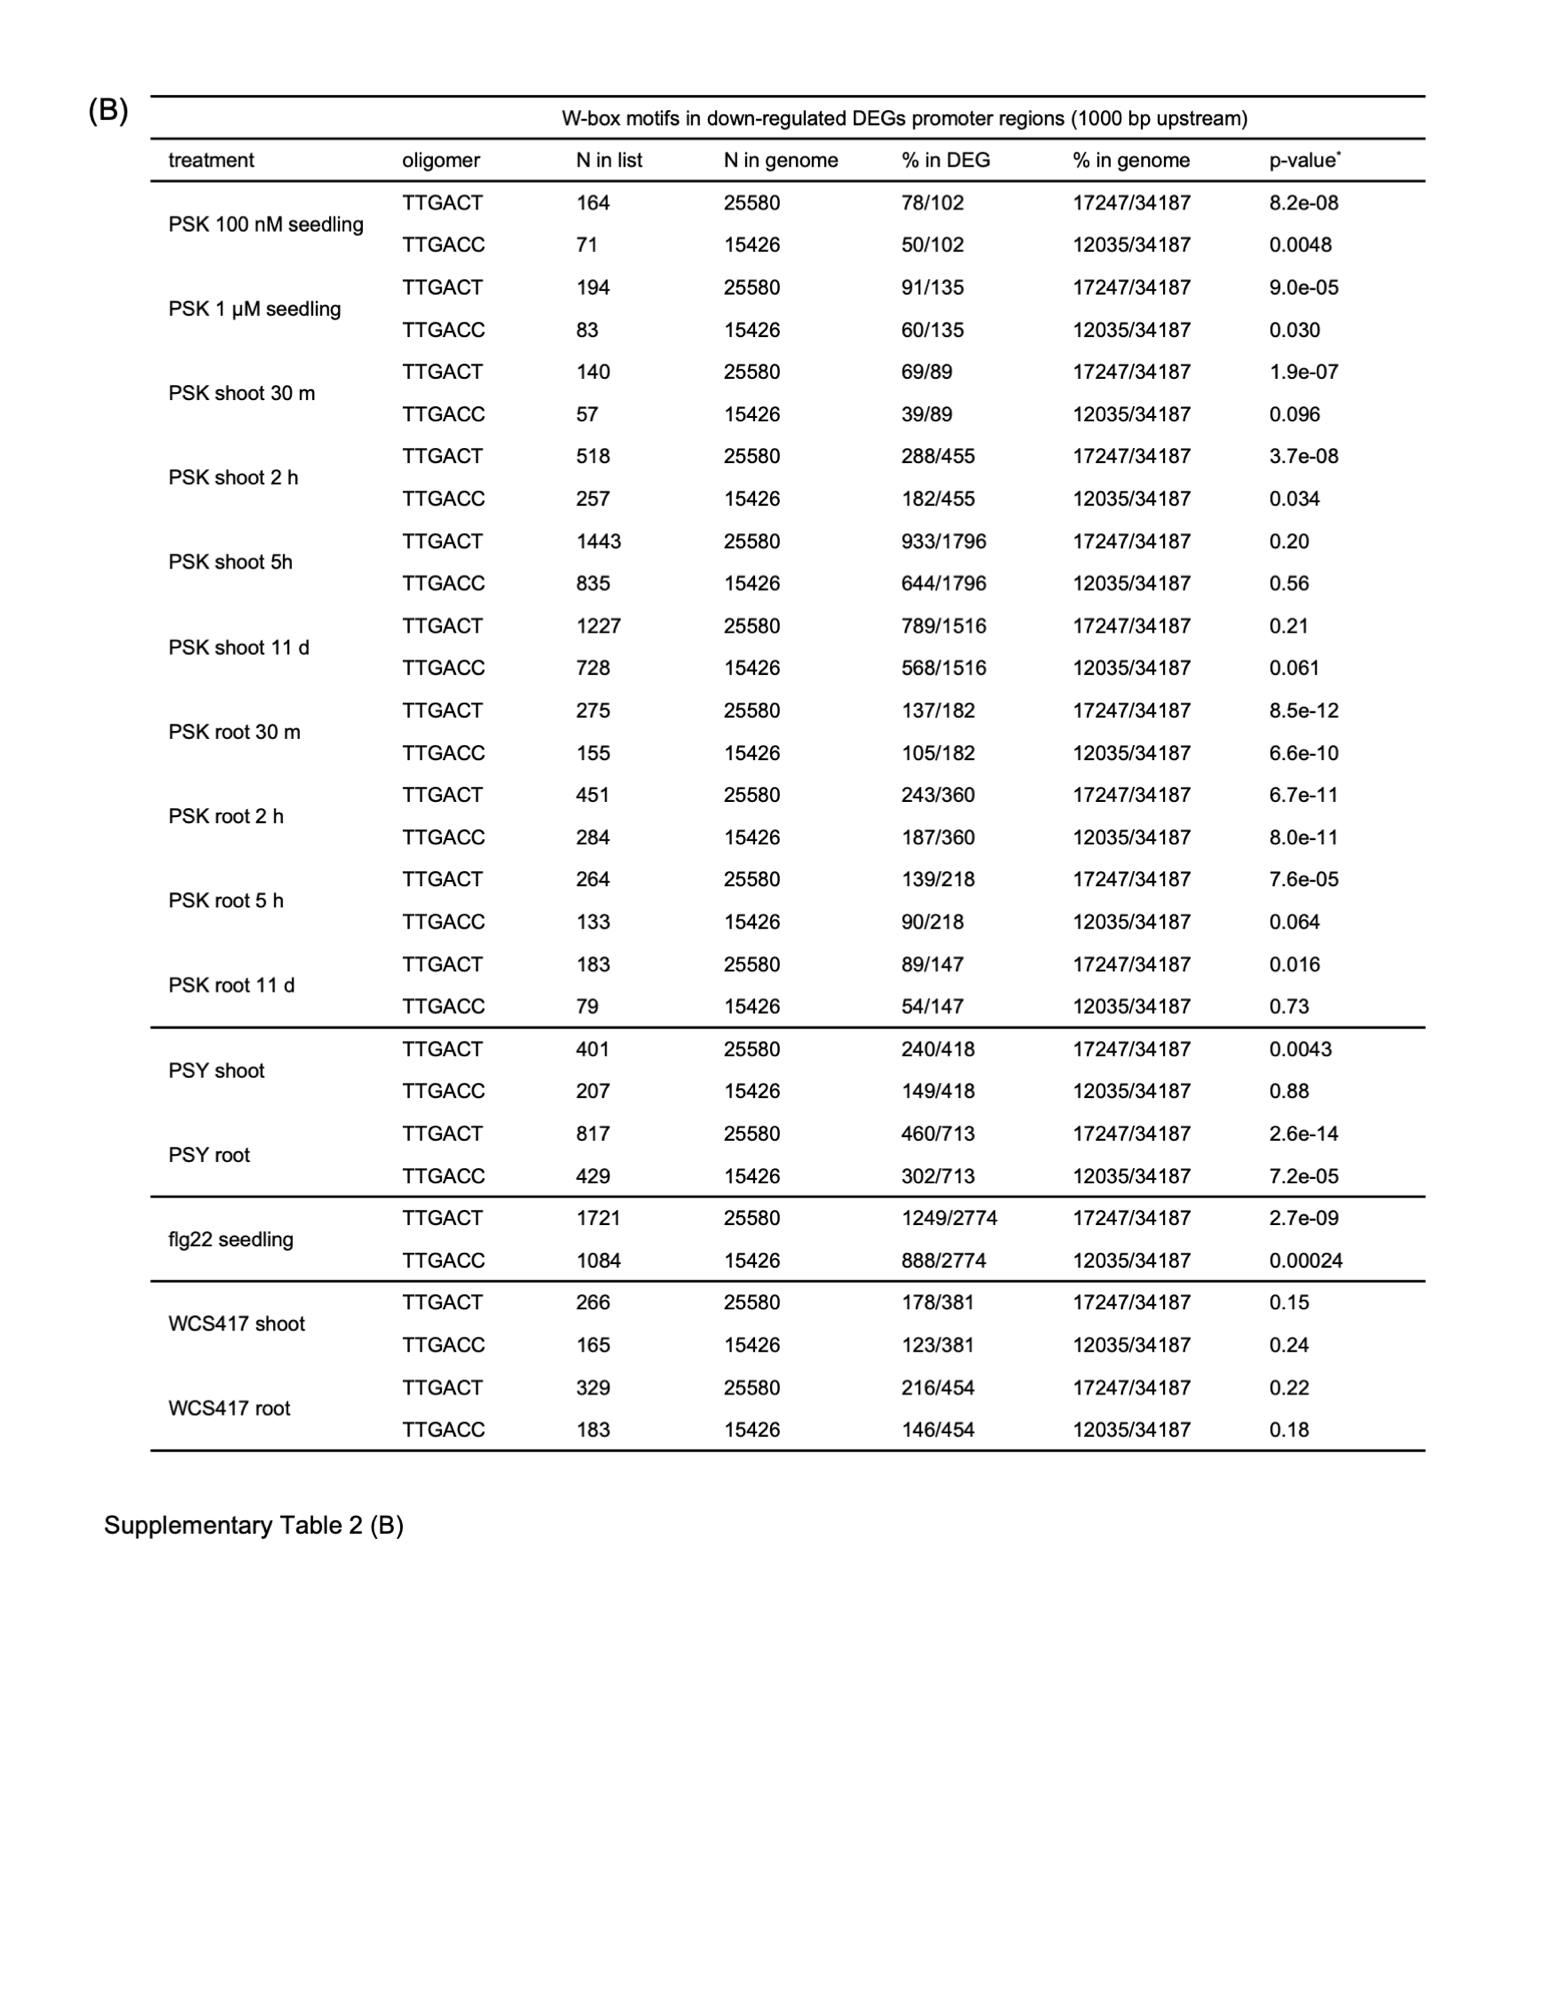

Supplementary Table 2. (B) Number of W-box motifs in the promoter regions (1000 bp upstream) of down-regulated DEGs, number of W-box motifs in the promoter regions of all genes in the genome, percentage of DEGs containing W-box motifs among all DEGs, and percentage of genes containing W-box motifs among all genes in each treatment condition.

^*^ The p-value represent Fisher’s exact test for the overrepresentation of DEGs containing W-box motifs compared to the genome background.

**Supplementary Table 3**

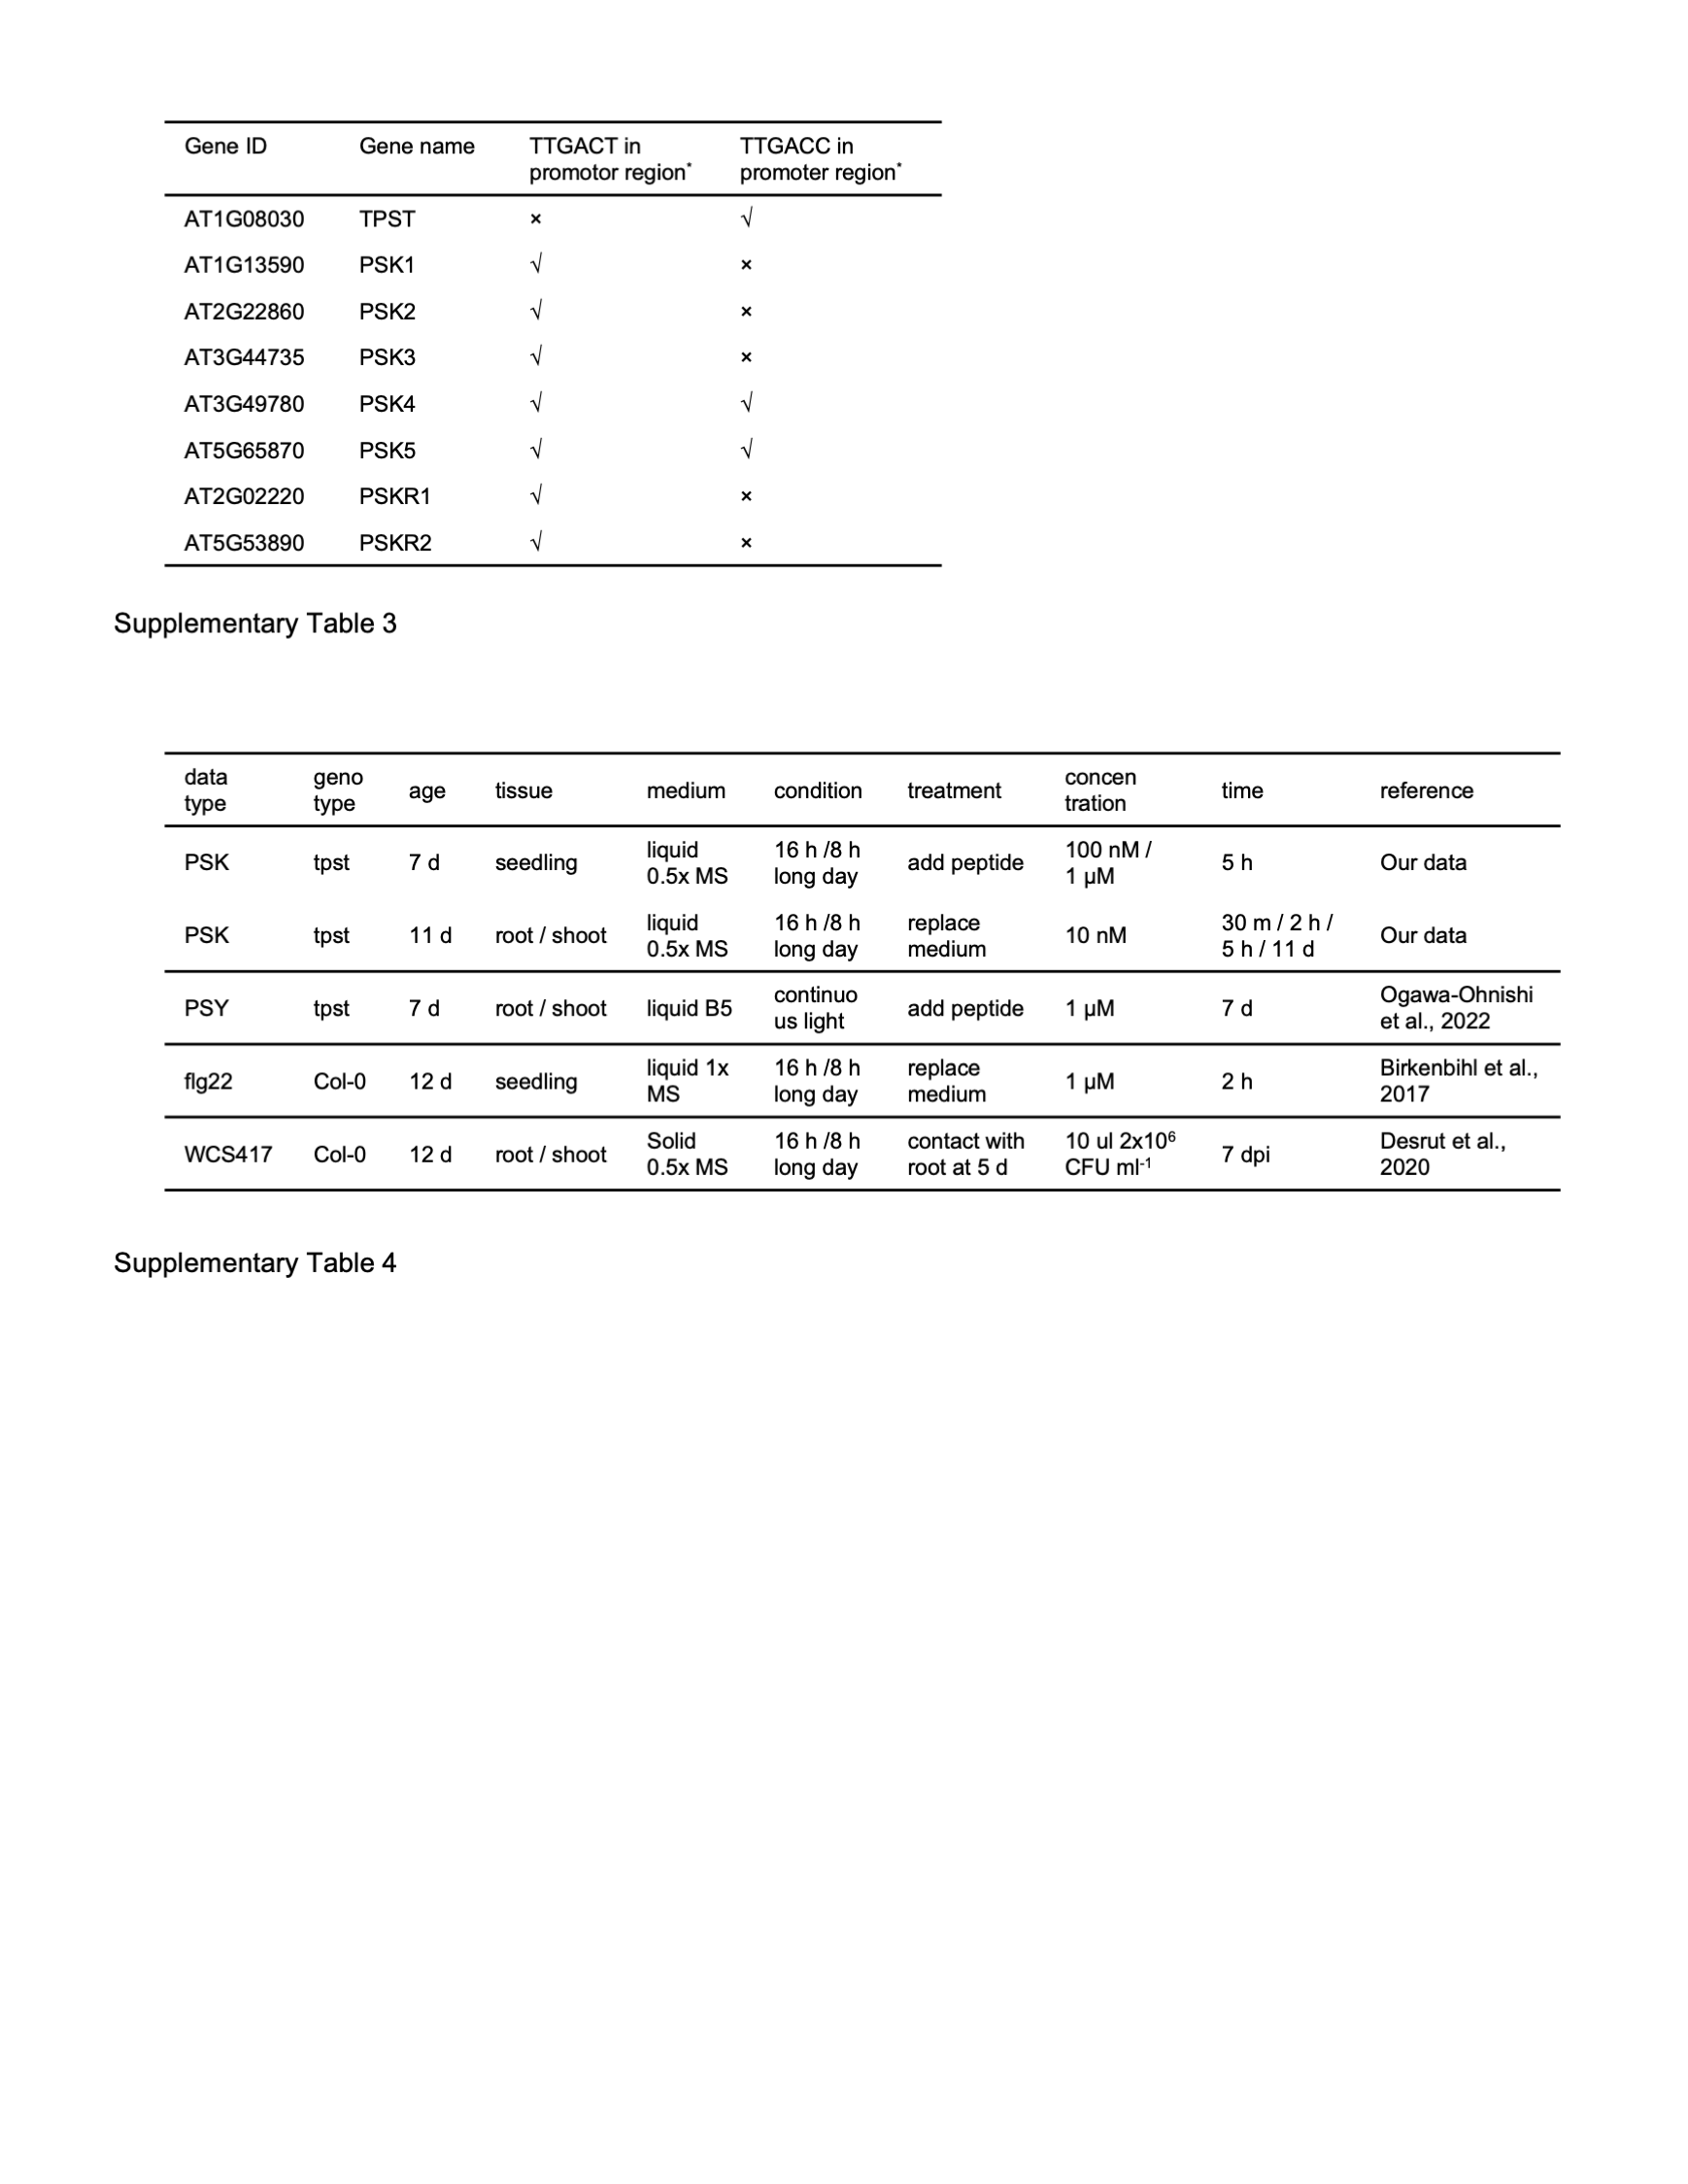

Supplementary Table 3. W-box motifs presence in the promoter regions of genes involved in PSK signaling.

^*^ √ indicates at least one W-box motif presents in promoter region; × indicates no W-box presents in promoter region.

**Supplementary Table 4**

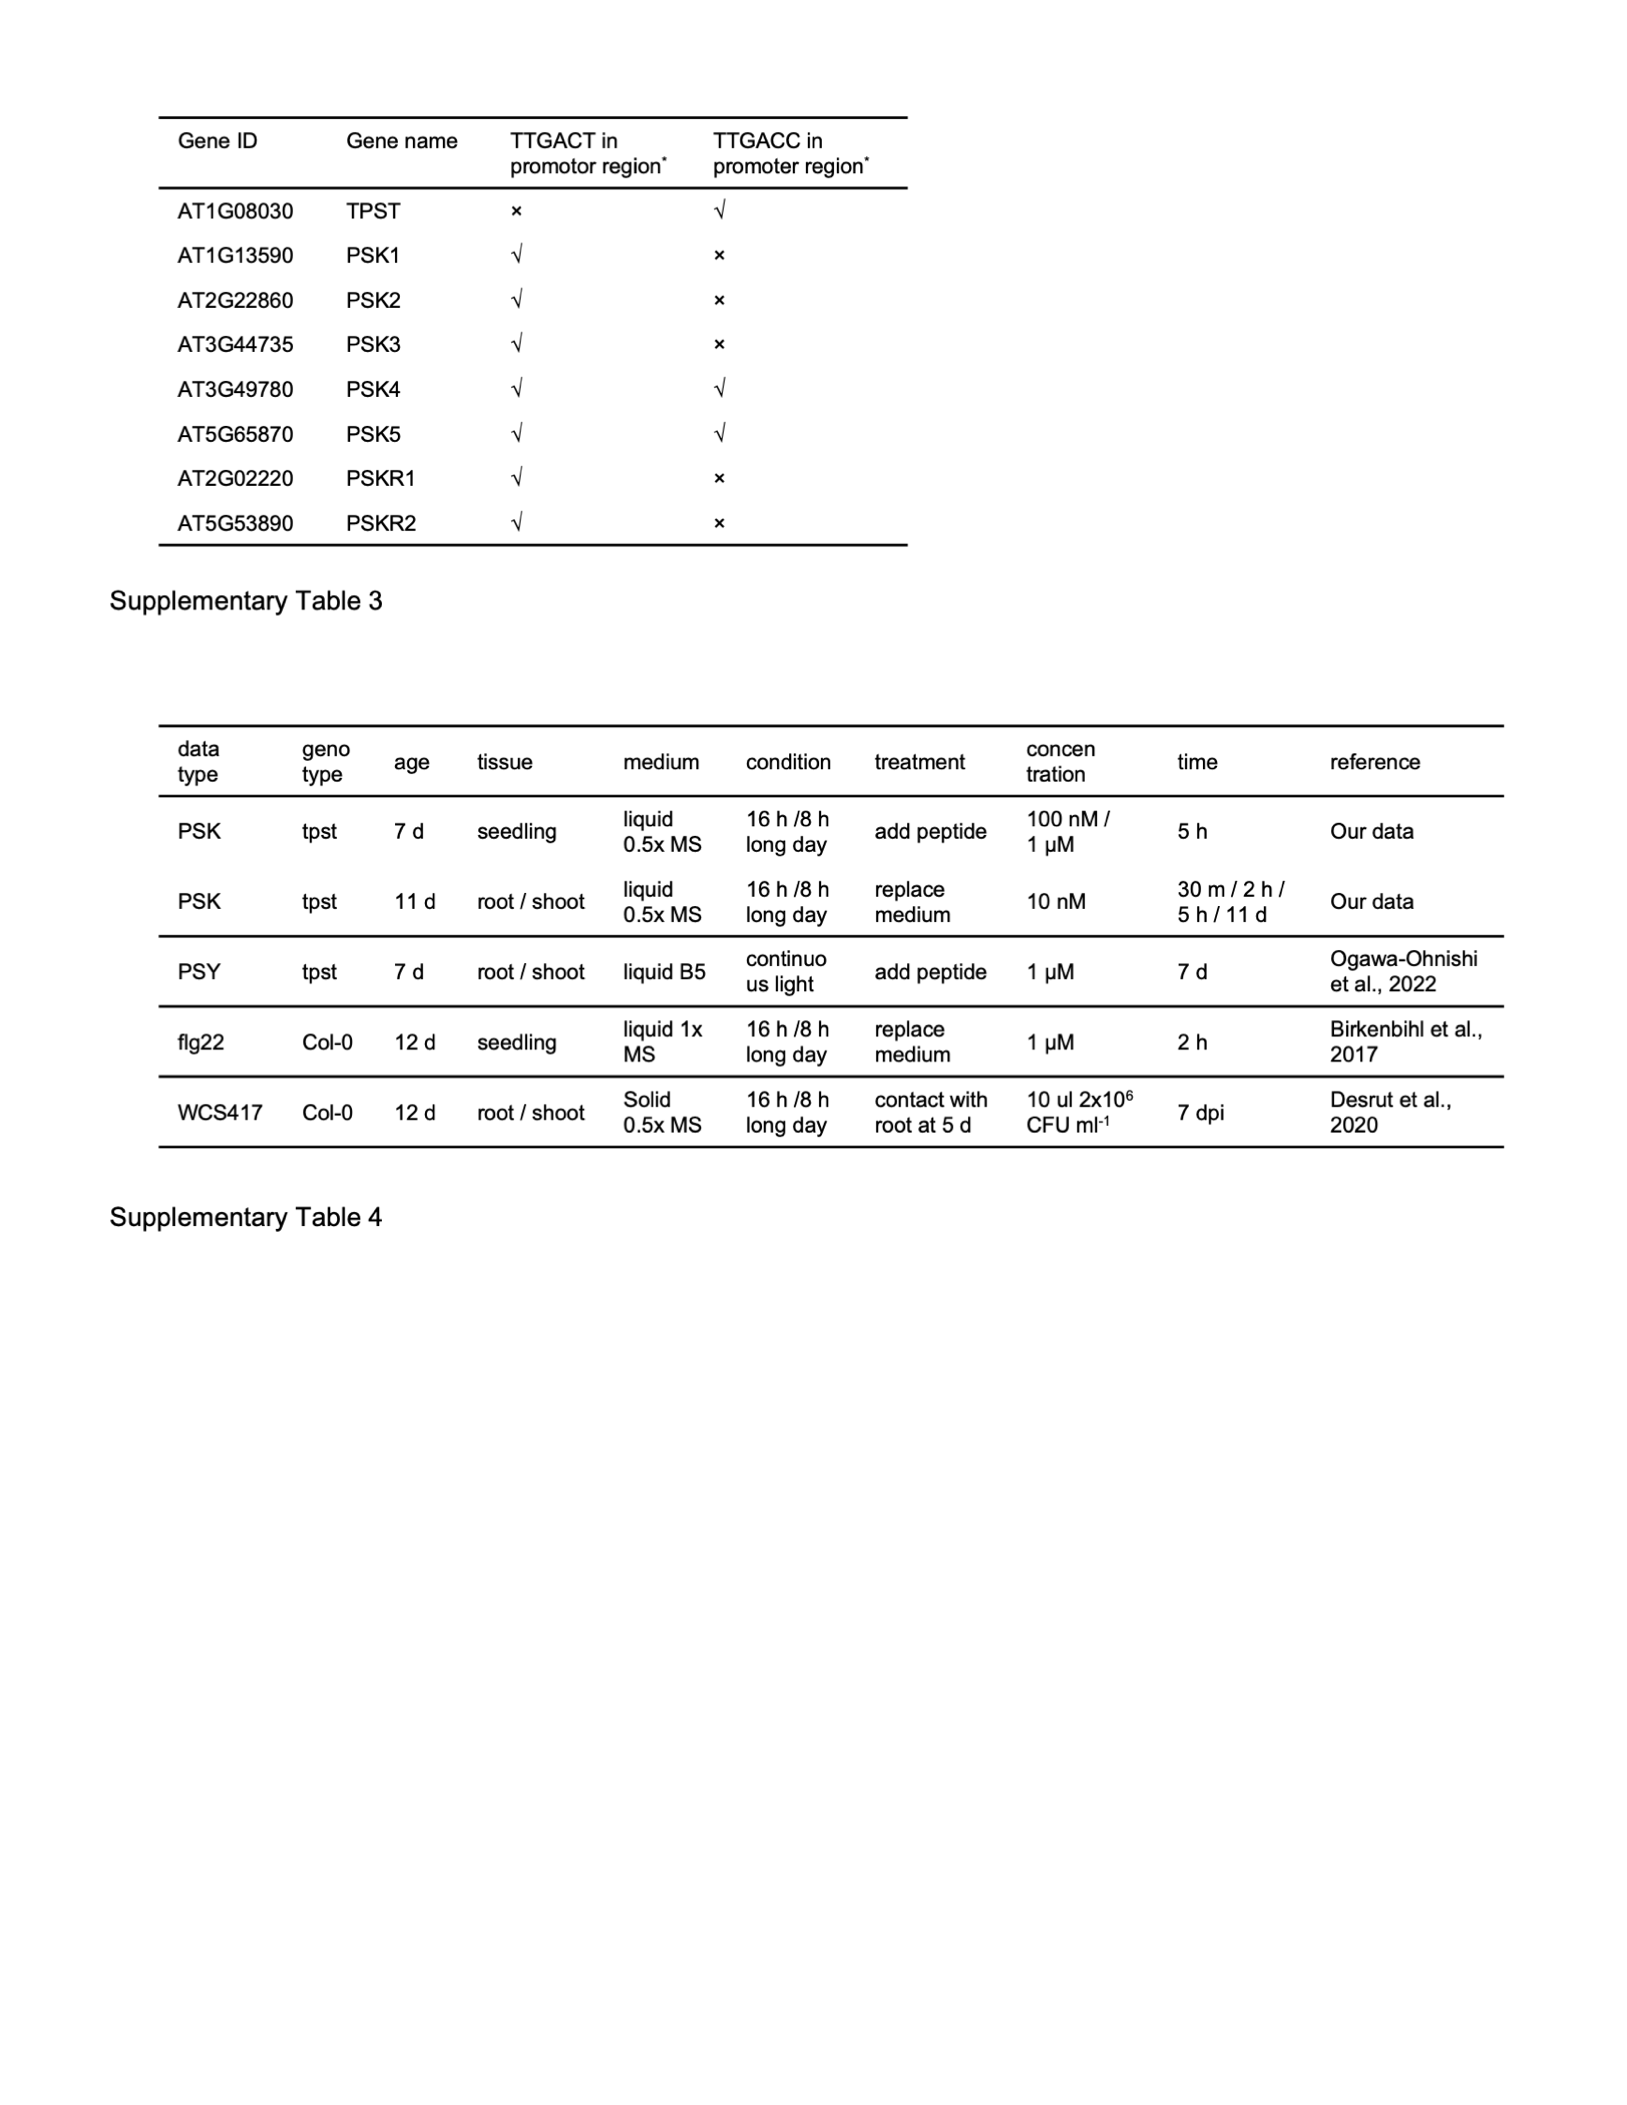

Supplementary Table 4. Growth conditions and treatment methods for RNA-seq data used in the comparison of PSK, PSY, flg22 and WCS417 induced DEGs.

How the deposited data were processed for this re-analysis (not part of the article)

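RNA-seq was analysed from shoots and roots of 11-day-old Arabidopsis plants in 12 groups of 3 libraries: WT, untreated tpst, and tpst with 10 nM PSK for 30 min, 2 h, 5 h or 11 days, in each tissue. According to the authors, poly(A) RNA was sequenced as 150-bp read pairs, aligned to TAIR10 with HISAT2 2.0.5 and counted with featureCounts 1.5.0-p3, and tested with DESeq2 1.20.0. The deposited values used here are raw counts per gene (unit: count), and all of them are whole numbers. The table holds 32833 genes, with 21559655 to 36921510 counts per library. The table of FPKM values, which the authors derived from the same libraries, was not used here. The experiment on whole seedlings and the published samples treated with flg22, PSY or WCS417 were not analysed here, and the enrichment of transcription factors and GO terms was not redone.

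Genes were kept by filterByExpr with a minimum of 10 counts. The quasi-likelihood test of edgeR 4.0.16 was fitted in R 4.3.3 to the 18 libraries of a tissue with 6 groups and TMM normalization. Each PSK group and WT were compared with untreated tpst, exposure times with each other, and the responses of roots and shoots with each other in a fit of both tissues. P-values were adjusted with the Benjamini-Hochberg method, and a gene was called at a fold of at least 2 and an adjusted p under 0.05. Every p-value given for a gene is an adjusted p from edgeR unless another tool is named. Errors of log2 fold changes are SE, derived from the test as the absolute log2 fold change divided by the square root of its F statistic. Levels are CPM from the fit of a tissue. The photosynthesis, root marker, TGG1 and RBCS1A levels are the exception and come from all 36 libraries normalized together. The alternative test was DESeq2 1.42.0.

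The genes named follow a rule fixed before the data were examined. It takes every gene the paper names for expression in shoots or roots, with the WRKY genes it singles out and those whose call differs from the paper's. For each comparison with PSK it takes the 5 protein-coding genes with the highest and the 5 with the lowest fold change among DEGs whose treated libraries all lie on one side of the controls, with a mean of at least 5 CPM. It adds up to 4 members of each gene list with the smallest p, and the 5 genes with the smallest p of each test of a tissue difference, a time difference or WT. Genes named after their values were seen are TGG1 and RBCS1A in the untreated root libraries. The values in the paper's figures and tables had been seen when the rule was written.

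Gene lists were written before the data were examined. They are the core hypoxia response, clock genes peaking around dawn, clock genes peaking around dusk, pattern-triggered immunity markers, ethylene, jasmonate, salicylic acid and abscisic acid responses, camalexin and indole glucosinolate synthesis, aliphatic glucosinolate synthesis, cell cycle and DNA replication, ribosome biogenesis, cytosolic ribosomal proteins, root hair and epidermis development, the thalianol cluster, expansins and xyloglucan endotransglucosylases, callose synthases, heat shock and protein folding, light response and flavonoid synthesis, iron deficiency, phosphate starvation, nitrate and carbon starvation responses, type-A ARR genes, auxin response, brassinosteroid synthesis, touch response, class III peroxidases, cysteine-rich receptor-like kinases, chloroplast genome, mitochondrial genome, photosynthesis genes, root markers, WRKY transcription factors, WRKY genes raised by flg22, and the PSK pathway. The paper-named defense genes, WRKY targets, bZIP genes and ATL31 with its regulators were chosen by the study on these samples. A rule meant to gather all bZIP genes by a family column matched 0 genes. A list was compared with all other genes by camera in limma 3.58.1 with a preset correlation of 0.01 and a prior count of 2, and again with the correlation estimated from the data. Counts adjusted over the list alone apply the Benjamini-Hochberg method to the members only.

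W-box motifs (TTGACT, TTGACA, TTGACC) were searched in the TAIR10 sequence 1000 bp upstream of each gene, for 32548 genes, of which 32532 have the same coordinates in the count table and the annotation. Genes that rose or fell were compared with the other tested genes by Fisher's exact test in scipy 1.17.1 under Python 3.11.15, with numpy 2.4.6, and figures were drawn with matplotlib 3.10.9.

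The alternatives were RLE normalization, no filter on low counts, a stricter filter, the replicate number as a block, DESeq2, fits of the 6 libraries of a comparison alone with edgeR or DESeq2, no fold minimum, nuclear genes only, each library left out in turn, the estimated correlation for lists, and for motifs the forward strand, 500 bp upstream and each motif alone. Added after seeing the values were DESeq2 on 6 libraries with no filter on low counts, single motifs on the forward strand and, for the tissue difference, a block for each pair of shoot and root libraries of the same group and number. The paper states that seedlings were divided into shoot and root, so these libraries may share plants, while the fit without the block treats them as independent. The precision that 3 libraries per group and this depth give is stated by the SE of each fold change. The tests were tested on simulated data with 200 genes changed 3-fold, of which edgeR recovered 93 to 95.5% in shoots and 88.5 to 95.5% in roots with at most 6 other genes called, DESeq2 95 to 98.5% and 93 to 98% with at most 12 others, and the test of a tissue difference 77% with 2 others. The changed genes were not taken from those of very low level, and counts were drawn independently, with no effect shared within a library.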

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

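The tests on clock genes, on hypoxia genes and on paired tissues below were chosen after the result was seen. The test of shoot tissue in a root library was set after its photosynthesis values were seen and before those of the other shoot genes were, and the comparisons of tissues and times were set before the data were examined.

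Clock genes that peak around dawn were higher in tpst with PSK, with medians of 1.32 at 2 h, 2.28 at 5 h and 2.3 at 11 days in shoots and 0.66, 2.28 and 2.28 in roots (adjusted p = 0.169 in shoots at each time and 0.0311, 0.00103 and 0.000817 in roots, with an estimated correlation). Replacement of the medium is argued against as the whole cause, since the 11 day plants, which had none, reached 2.3 and 2.28. Groups collected at different hours remain a candidate explanation, as the responses of single clock genes in shoots and roots ran in parallel (Spearman correlation 0.949 at 5 h and 0.906 at 11 days), though a response to PSK itself would give the same. Whether PSK returned these genes to their level in WT cannot be told apart, because WT against untreated tpst had medians of -0.758 in shoots and 0.0163 in roots and its own hour is not stated.

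Photosynthesis genes were high in the third untreated tpst root library, at a median of 68.7 CPM against 8.3 to 28.5 CPM in the other root libraries. TGG1, a myrosinase gene of shoots, had 47.7 CPM there against 0.278 and 0.0344 CPM in the other untreated root libraries, and RBCS1A, the small subunit of Rubisco, 513 CPM against 66.4 and 56.6 CPM. The 26 photosynthesis genes had a median added share of 5.28% of the shoot level, and 9 other shoot genes 3.72%, a ratio of 0.704. Shoot tissue in that library is a candidate explanation, and greening of those roots alone is argued against by the 3.72% of genes unrelated to photosynthesis, which ranged from -2.85 to 12.2%. Those genes differed among themselves. TGG1 and TGG2 had 3.31 and 5.14%, while CUT1, KAT1 and MYB60 had 0.621, 0.444 and -2.85%. TMM, SPCH, CER1 and FAMA had 12.2, 11.3, 9.36 and 3.72%, at only 0.906 to 2.65 CPM in that library.

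Hypoxia genes were higher in shoots with PSK, with 13 called up at 30 min and 14 at 11 days. The 14 at 11 days argue against replacement of the medium as the whole cause. At 30 min, where 13 hypoxia genes were up, edgeR and DESeq2 called 0 dawn clock genes. Yet 5 dawn genes were higher and 0 lower there at an unadjusted p under 0.05, the direction of their later rise. From 2 h on dawn genes were called up as well, so the hour of collection stays open. Replacement of the medium may still add to the values at 30 min, 2 h and 5 h, which the 14 genes at 11 days do not exclude. A response to PSK stays open as a biological explanation and was not tested apart from these.

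The responses of roots and shoots differed for 1 gene at 30 min, 263 at 2 h, 1657 at 5 h and 1431 at 11 days, and the count at 30 min was 0 without the first or second untreated shoot, any 30 min shoot, the third untreated root or the first 30 min root replicate, 3 without the third untreated shoot, 4 without the first untreated root and 24 without the second untreated root replicate, and that at 2 h 161 without the second 2 h shoot replicate. With the shoot and root libraries of a group and number as pairs, chosen after seeing the values, the counts were 5, 209, 1525 and 1271, and ELIP2 at 30 min (adjusted p = 0.102) and WRKY11 (0.101), WRKY22 (0.0782) and ATL31 (0.0569) at 5 h were not called. As the log2 response in roots minus that in shoots, ELIP2 had -1.65 at 30 min and -3.65 at 2 h. At 2 h GLDP2 had -1.25, BZIP56 -1.29, AT2G18193 -4.20, AT2G25530 -1.65 and CRF6 -2.06. At 5 h the values were negative for FBA8 (-1.17), ABCB4 (-3.93), AT2G18193 (-4.73), WRKY25 (-1.44), AT5G54100 (-1.99), FOX1 (-2.21), FOX5 (-1.56) and WRKY63 (-2.86). They were positive for TIP1-1 (1.92), ERF4 (1.41), PME41 (1.53), WRKY11 (1.04), WRKY7 (1.02), WRKY70 (1.73), ATL31 (1.44), WRKY22 (1.33), HSFB2A (1.09), WRKY54 (1.77), WRKY35 (1.04) and BZIP58 (1.65). At 11 days they were 1.55 for TIP1-1, 2.12 for FIB2, 3.11 for NMT1, 1.43 for RNR1, -1.01 for BZIP11, 1.08 for HSFB2A, 1.39 for WRKY75, -3.36 for HDG7, -2.44 for FOX1, 2.23 for WRKY31 and 2.30 for BZIP58.

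Exposure times differed for 2192 genes between 5 h and 30 min in shoots, 707 between 11 days and 5 h in shoots and 207 between 5 h and 30 min in roots. The count of 707 was 421 without the first 5 h and 459 without the third 11 day shoot replicate, and that of 207 was 88 without the second 30 min, 118 without the second 5 h and 312 without the third 5 h root replicate. At 5 h against 30 min in shoots AT5G61820 had 2.30, RNR1 -1.58, LHY 2.06, LTL1 -2.23 and RVE8 2.08. At 11 days against 5 h in shoots AT1G64980 had 1.69, IPMI2 1.22, FER1 -3.99, NUDT25 1.90 and AT5G54100 -1.24. At 5 h against 30 min in roots CCA1 had 3.29, PIP1B 1.06, LHY 2.62, RVE8 2.01 and LNK2 2.02.

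Outside the genes the paper discusses, 9 iron deficiency genes fell in shoots at 2 h (10 when adjusted over the list alone), 11 phosphate starvation genes rose in shoots at 5 h (11) and 7 type-A ARR genes rose in shoots at 5 h (7).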

How the results depend on the processing

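The alternatives of DESeq2 on the 6 libraries of a comparison with no filter on low counts, of shoot and root libraries as pairs and of single motifs on the forward strand were chosen after seeing the values, and the others were set beforehand. The cause was not tested for any change below, except that dropping the fold minimum by its construction admits smaller changes. RLE normalization, the stricter filter on low counts and nuclear genes only left every count of DEGs within 1.5 times its value. With no fold minimum, 400 genes were up and 411 down in shoots at 30 min, 2606 and 2837 at 2 h, 5655 and 5859 at 5 h, 5259 and 5253 at 11 days and 2662 and 2427 for WT, and in roots 65 and 185, 388 and 522, 1983 and 2085, 1561 and 1847, and 2542 and 2202, with ratios of 14.2 for shoots at 5 h over 30 min and 3.08 for shoots over roots at 11 days. DESeq2 on 6 libraries gave 90 down in shoots at 30 min, and in roots 72 up and 184 down at 30 min and 131 and 359 at 2 h, with a ratio of 16.9, and with no filter 88, 70, 182, 132 and 367, with a ratio of 18.3. DESeq2 on all libraries gave 53 up and 149 down in roots at 30 min, 333 down at 2 h and 1 gene for 11 days against 5 h in roots, where edgeR called 0 and 712 genes had an unadjusted p under 0.05. Fits with edgeR on 6 libraries gave 155 up and 106 down in roots at 5 h and 143 and 85 at 11 days, with a ratio of 12.6. The tissue difference at 30 min was 0 with no filter on low counts, 2 with the block and 67 with DESeq2, and at 2 h 399 with DESeq2. Of the gene list tests, 0 in shoots and 5 in roots had an adjusted p under 0.05 with an estimated correlation, against 91 and 87 with the preset value. In shoots not even the dawn clock genes passed with an estimated correlation, though most of them were called up from 2 h on. A list that did not pass it in shoots is therefore not shown to be unchanged.

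A fit without 1 library has fewer replicates in a group, so lost power and the library itself were not told apart. Leaving out 1 library, counts of genes up and down in shoots at 30 min ran from 39 to 97 and 16 to 55, up in WT shoots from 142 to 384, and for 11 days against 5 h in shoots from 421 to 948. In roots they ran from 0 to 24 up and 21 to 93 down at 30 min, 26 to 57 and 63 to 129 at 2 h, 116 to 404 down at 5 h, 152 to 256 up and 98 to 204 down at 11 days, 88 to 312 for 5 h against 30 min and 0 to 20 for 11 days against 5 h. The ratios ran from 26.2 to 54.1 and 6.75 to 11.9, and the tissue difference from 0 to 24 at 30 min and 161 to 370 at 2 h. The libraries behind these shifts beyond 1.5 times were the first and second untreated shoot replicates and all 30 min shoot replicates (shoots at 30 min), the third WT and first untreated shoot replicates (WT), the first 5 h and the third 11 day shoot replicates (11 days against 5 h), all untreated and the second and the third 30 min root replicates (roots at 30 min), all of the 6 libraries (roots at 2 h), the second and the third 5 h root replicates (roots at 5 h), and the first 11 day and the third untreated root replicates (roots at 11 days). Also, the second 30 min and the second and the third 5 h root replicates moved 5 h against 30 min, and the third 5 h root replicate moved 11 days against 5 h from 0 to 20. WRKY42 in roots at 11 days changed sign and was called at -1.18 without the third 11 day root replicate, and its value reached 0.43 without the first.

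For W-boxes, the odds ratio for genes that rose in roots at 5 h reversed to below 1 with TTGACT alone (0.744, adjusted p = 0.0340, against 0.0340 to 0.826 over its alternatives). Fewer upstream bases or a single motif moved others past the threshold. With 500 bp, odds ratios for genes that fell were 2.96 and 1.51 in shoots at 30 min and 2 h and 1.78 and 1.85 in roots at 5 h and 11 days. With TTGACT alone they were 3.31, 1.62, 1.62 and 1.51 for the same groups, with the forward strand 1.47 in roots at 5 h, and with TTGACA alone 1.30 in roots at 2 h, no longer past the threshold. Odds ratios with no call moved too. In shoots they were 0.865 and 0.758 (TTGACT and TTGACC) for genes up at 30 min, 0.913, 0.959, 0.989 and 0.753 (forward strand, 500 bp, TTGACT, TTGACC) up at 2 h, 0.968, 1.00 and 0.976 (forward strand, TTGACT, TTGACC) up at 5 h, 1.07, 1.06 and 1.07 (500 bp, TTGACT, TTGACC) down at 5 h, 1.08 (TTGACA) up at 11 days, and 0.974 and 0.910 (forward strand, TTGACA) down at 11 days. In roots they were 0.540, 0.987 and 0.987 (500 bp, TTGACA, TTGACC) up at 30 min, 0.943, 0.798, 0.779 and 0.761 (forward strand, 500 bp, TTGACT, TTGACC) up at 2 h, 0.894, 0.955 and 0.807 (forward strand, 500 bp, TTGACC) up at 5 h, and 0.932, 0.990, 0.878 and 0.836 (forward strand, 500 bp, TTGACT, TTGACC) up at 11 days.

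Between libraries with the same replicate number in different groups, correlations of the deviations from group means had medians of 0.0909 in shoots (-0.0953 to 0.299) and 0.118 in roots (-0.266 to 0.348), above 0.1 for 21 and 25 of 45 pairs each. Between different numbers the medians were -0.0284 and -0.0469, with 6 and 7 of 90 pairs above 0.1, and 12 of 18 shoot and 15 of 18 root libraries correlated best with their own number. This is a hint from the data that libraries of a number go together. The fit without the replicate block was kept because not every pair was above 0.1. That criterion does not exclude such a pairing, so the main fit may ignore a real link between libraries. The block moved genes up in roots at 30 min from 17 to 49. The paper states that seedlings were divided into shoot and root and does not tie a shoot library to a root library. Between shoot and root libraries of a group the median correlation was 0.0798 with the same number (8 of 18 pairs above 0.1) and -0.0391 with different numbers (2 of 36). With a replicate block for each such pair the tissue difference was 5, 209, 1525 and 1271 at the 4 times. Among the named genes this ended the calls of ELIP2 at 30 min (-1.65, adjusted p = 0.102) and of WRKY11 (0.964, 0.101), WRKY22 (1.33, 0.0782) and ATL31 (1.38, 0.0569) at 5 h. It added IOS1 (1.13) and HSFA2 (2.44) at 2 h, WRKY30 (-1.58), MLO12 (-1.02) and ERF1 (1.74) at 5 h, and WRKY62 (1.50), WRKY63 (-1.75) and MBF1C (1.08) at 11 days. With 21559655 to 36921510 counts per library, PSK1 in shoots and PR1 in roots were under the filter on low counts. Splits of the samples for the tissue differences were not run. For each comparison the other splits of the 6 libraries are too few (10 in all) for a share under 0.05. The real split called 116, 791, 3274 and 2866 genes in shoots at the 4 times, 1035 for WT, 2046 for 5 h against 30 min and 404 for 11 days against 5 h, with at most 6, 0, 0, 0, 0, 0 and 0 in another split. In roots it called 120, 392, 261, 228, 1453, 16 and 0, with at most 1, 1, 0, 0, 0, 0 and 155. The 155 genes, with the first and second 11 day and the third 5 h replicates against the rest, point to a structure of these root samples, and all 10 splits reach the real value of 0.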

Differences from the paper's values

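The paper gives 18-fold more DEGs in shoots at 5 h than at 30 min, and the value here is 27.7. Set before the data were examined, the stricter filter on low counts (23.2), the replicate block (22.9), DESeq2 (20.4), DESeq2 on 6 libraries (16.9) and no fold minimum (14.2) were within 1.5 times the paper's, as were the fits without the third untreated (26.7) or the first 5 h (26.2) replicate. RLE normalization, no filter on low counts, nuclear genes only, edgeR on 6 libraries and the other fits without a library were not.

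Read by eye from Fig. 1A, the paper's counts are about 89 genes down in shoots at 30 min (52 here), about 69 up and about 180 down in roots at 30 min (17 and 80 here), and about 130 up and about 360 down in roots at 2 h (81 and 196 here). DESeq2 on 6 libraries came within 1.5 times each of these (90, 72, 184, 131 and 359). DESeq2 on all libraries and the replicate block also came within it for genes down in shoots at 30 min, up in roots at 30 min (53 and 49), and up and down in roots at 2 h, and DESeq2 for genes down in roots at 30 min (149). EdgeR on 6 libraries came within it for both directions in roots at 2 h, and no fold minimum up (65) and down (185) in roots at 30 min and down (522) at 2 h. DESeq2 on 6 libraries with no filter on low counts, chosen after seeing the values and dropping 1 of the paper's 155 calls, came within it for all 5 counts (88, 70, 182, 132 and 367) and gave a ratio of 18.3. RLE normalization, both other filters on low counts, nuclear genes only and every fit without a library did not reach it for any of the 5 counts.

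In the paper's supplement no WRKY gene is up in shoots at 30 min (1 here), 2 are up in shoots at 11 days (1 here), and 11 are down in roots at 30 min (7 here) and 6 at 5 h (3 here). Of the alternatives set before the data were examined, edgeR on 6 libraries gave the paper's value for shoots at 30 min, none did for shoots at 11 days, DESeq2 on 6 libraries and no fold minimum were within 1.5 times for roots at 30 min, and DESeq2, DESeq2 on 6 libraries, the replicate block and no fold minimum for roots at 5 h.

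Of the paper's 77 calls on WRKY genes, 62 have the same call here, and of its 155 calls on all compared genes 130, with 0 in the opposite direction. DESeq2 on 6 libraries with no filter on low counts, chosen after seeing the values, gives 76 of 77 and 154 of 155, and drops 1 of the paper's own calls.

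Calls of the paper in Figs. S3 and S5 and the WRKY data are not made here for the following genes. In shoots these are ERF1 (-1.03, adjusted p = 0.189), MLO12 (-1.15, 0.134) and WRKY49 (-2.13, 0.0735) at 30 min, FOX1 at 2 h (-1.18, 0.0776), HSP101 (0.999, 0.000571) and WRKY45 (0.99, 0.000844) at 5 h, and WRKY61 at 11 days (-1.39, 0.0573), with WRKY34 at 11 days too low to test. In roots at 30 min they are ATL31 (-1.11, 0.055), ERF1 (-1.29, 0.207), PME41 (-1.11, 0.0874), WRKY38 (-1.05, 0.263), WRKY40 (-1.33, 0.321), WRKY46 (-1.18, 0.179), WRKY59 (-1.02, 0.17) and the heat shock regulator gene MBF1C (1.13, 0.148). In roots at later times they are AOS (-1.58, 0.0573), LOX3 (-2.40, 0.156), WRKY22 (-1.20, 0.0841), WRKY30 (-1.33, 0.115) and WRKY62 (-1.27, 0.0981) at 2 h, WRKY22 (-1.10, 0.0558), WRKY46 (-1.01, 0.0809) and WRKY62 (-1.23, 0.0553) at 5 h, and WRKY62 (-1.25, 0.0568) at 11 days. DESeq2 on 6 libraries, with or without the filter on low counts, calls each of them apart from WRKY34, which no setting called. DESeq2 on all libraries also calls AOS, ATL31, HSP101, MBF1C, MLO12, PME41, WRKY22, WRKY30, WRKY45, WRKY49 and WRKY62. EdgeR on 6 libraries calls AOS, ERF1 in shoots, HSP101, PME41, WRKY22 at 5 h, WRKY30, WRKY40, WRKY45, WRKY46 in roots at 30 min, WRKY49 and WRKY61, the replicate block AOS, ATL31, HSP101, WRKY22 and WRKY61, the stricter filter AOS, HSP101 and WRKY45, RLE normalization and no fold minimum HSP101 and WRKY45, and no filter on low counts HSP101.

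Genes called here that the paper does not call are WRKY28 (adjusted p = 0.0217), WRKY33 (-1.22, 0.0421) and WRKY49 (-2.34, 0.0137) in shoots at 2 h, WRKY35 in shoots at 11 days (-1.03, 0.0147), WRKY63 in shoots at 30 min (1.74, 0.0468) and WRKY41 in roots at 2 h (-2.42, 0.0421). WRKY28 is not called with RLE normalization, either other filter, the replicate block, either fit of DESeq2 or edgeR on 6 libraries. WRKY33 is not called with no filter on low counts or on 6 libraries with either tool, WRKY49 on 6 libraries with either tool, WRKY63 with edgeR on 6 libraries, WRKY41 with no filter on low counts, and WRKY35 and WRKY63 with DESeq2 on 6 libraries and no filter on low counts, which was chosen after seeing the values and drops 1 of the paper's 155 calls.

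The paper states that genes of the abscisic acid response are lowered by PSK and that PSK raises genes of epidermis development. Both statements rest on GO terms over PSK treatments that include whole seedlings, which were not analysed here, and the paper found the epidermis term in seedlings and not in shoots or roots, so neither the samples nor the gene sets are alike. Here, of 18 genes of the abscisic acid response in shoots, 1, 1, 4 and 5 are up and 0, 0, 1 and 0 down at 30 min, 2 h, 5 h and 11 days, while the salicylic acid genes it names beside them are down (7 of 20 at 5 h and at 11 days). Of 17 genes of root hair and epidermis development in shoots 1 is up and 5 are down at 5 h and 1 up and 7 down at 11 days, with GL2 up (1.07 at 11 days). Root markers are also down in these shoot comparisons (4 and 6 of 11), and whether the treated shoot samples held less root tissue was not tested. It states that defense genes are not globally higher in tpst. Here 12 of 20 salicylic acid genes are lower in WT shoots than in tpst shoots and none is higher, with PR1 at -4.76, while of 30 markers of pattern-triggered immunity 1 is higher and 1 lower. The paper's text gives TTGACT and TTGACA as the W-box motifs and states that TPST holds at least 1 of them upstream. In the 1000 bp searched here TPST has neither, and holds TTGACC alone, at 64 bp. Whether the paper's own count for TPST took in TTGACC was not settled here, so a conflict with that count is not shown.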

Other observations

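The test of PSK against the difference between WT and tpst was set after fold changes were seen and before the covariance was, its repeat without a root library after that, and the descriptions of gene lists below follow lists written before then. Iron deficiency genes fell in shoots at 2 h and 5 h, 9 and 10 of 16 (10 and 10 when adjusted over the list alone), with medians of -1.10 and -1.64, and 10 were lower in WT shoots than in tpst (11). IMA1 had -3.16 (SE 0.305) at 2 h and -3.48 (SE 0.313) at 5 h. Phosphate starvation genes rose in shoots at 5 h and 11 days, 11 and 7 of 15 (11 and 7 when adjusted over the list alone), with 1 down at 2 h and 2 at 11 days, among them the galactolipid synthases MGD2 (3.46, SE 0.213) and MGD3 (4.60, SE 0.379) at 5 h, and in roots 1 fell at 30 min and 1 at 5 h. Type-A ARR genes, the negative regulators of cytokinin signalling, rose in shoots at 5 h and 11 days, 7 of 8 at each (7 and 7), with ARR8 at 1.49 (SE 0.116) and ARR6 at 2.96 (SE 0.509) at 5 h. The dawn clock genes had medians of 2.28 and 2.30 at these times, and with an estimated correlation the adjusted p was 0.366 and 0.498 for phosphate starvation, 0.449 and 0.43 for type-A ARR genes, and 0.297 and 0.409 for iron deficiency at 2 h and 5 h. In roots none of the type-A ARR genes was called at 30 min, 2 h or 11 days by edgeR (3, 2 and 3 had an unadjusted p under 0.05, DESeq2 called 0), and of 17 iron deficiency genes 0, 0, 0 and 1 were up and 0, 0, 2 and 2 down.

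Of 17 light response and flavonoid genes, 3, 7, 5 and 9 rose in shoots at 30 min, 2 h, 5 h and 11 days (3, 7, 5 and 9 when adjusted over the list alone, with 1 down at 30 min), and 11 were lower in WT shoots (11). In roots 0, 0, 0 and 2 of 15 rose and 0, 0, 2 and 2 fell. Heat shock and protein folding genes in shoots had 0, 0, 8 and 7 of 25 up and 0, 3, 1 and 0 down, in roots 4, 0, 1 and 2 up (11, 0, 1 and 2 when adjusted over the list alone), and 13 were up in WT roots, with DREB2A at 2.34 (SE 0.319). Of 18 genes of camalexin and indole glucosinolate synthesis 0, 3, 3 and 4 fell in shoots (0, 5, 3 and 5 when adjusted over the list alone) and 1, 3, 3 and 2 of 17 in roots (1, 4, 3 and 2), with CYP71A12 at -4.95 (SE 0.302) in WT shoots. Of 12 aliphatic glucosinolate genes 0, 0, 7 and 3 fell in shoots, and 4 of 11 in roots at 2 h. Dusk clock genes had 0, 1, 5 and 4 of 10 down in shoots and 0, 1, 1 and 1 in roots, with GI at -3.33 (SE 0.37) in shoots at 5 h. In shoots the adjusted p with an estimated correlation was 0.169, 0.169, 0.728 and 0.169 for the light response genes, 0.735, 0.54, 0.703 and 0.604 for heat shock, 0.745, 0.318, 0.786 and 0.703 for camalexin, 0.432, 0.403, 0.318 and 0.409 for aliphatic glucosinolates and 0.735, 0.54, 0.692 and 0.703 for the dusk genes. In roots it was 0.562, 0.825, 0.851 and 0.9, then 0.21, 0.664, 0.588 and 0.542, then 0.551, 0.201, 0.647 and 0.664, then 0.359, 0.101, 0.49 and 0.544, then 0.726, 0.531, 0.542 and 0.558. For WT it was 0.135 for light response genes in shoots, 0.347 for heat shock genes in roots and 0.54 for camalexin genes in shoots. The dawn clock genes had medians of 0.42, 1.32, 2.28 and 2.30 in shoots and 0.27, 0.66, 2.28 and 2.28 in roots.

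The remaining lists had these counts, up and down, in shoots at 30 min, 2 h, 5 h and 11 days: nitrate 0 and 0, 3 and 1, 1 and 5, 0 and 3 of 16, carbon starvation 0 and 0, 0 and 0, 3 and 0, 1 and 1 of 11, touch 0 and 0, 0 and 2, 0 and 3, 0 and 1 of 10, auxin 1 up at 5 h of 8, brassinosteroid synthesis 1 up at 2 h, 5 h and 11 days of 6, class III peroxidases 1 and 0, 1 and 3, 3 and 16, 2 and 22 of 58, cysteine-rich receptor-like kinases 0 and 0, 0 and 4, 4 and 4, 0 and 7 of 46, cytosolic ribosomal proteins 0 and 0, 0 and 4, 3 and 20, 2 and 24 of 245, chloroplast genome 6 up at 5 h and 15 at 11 days of 54, mitochondrial genome 1 and 2 up of 11, photosynthesis genes 0 and 0, 0 and 2, 0 and 4, 2 and 2 of 26, and root markers 4 down at 5 h and 6 at 11 days of 11. In roots nitrate genes had 0, 0, 1 and 2 down. Peroxidases there had 0 and 1, 1 and 1, 1 and 3, 1 and 4 of 62. Receptor-like kinases had 1 down at 2 h and ribosomal proteins 1 down at 5 h. Carbon starvation genes had 1 down at 2 h and 2 up at 5 h. Photosynthesis genes had 1 down at 5 h. Their median was 9.75, 8.84 and 68.7 CPM in untreated root replicates 1, 2 and 3. It was 18.8, 18.3 and 27.6 CPM at 5 h and 28.5, 26 and 19.4 CPM at 11 days. These values lay above untreated replicates 1 and 2 and below replicate 3. The count therefore does not show whether photosynthesis genes rose or fell in roots. No gene of the chloroplast genome, mitochondrial genome, auxin, brassinosteroid or root marker lists was called in roots with PSK by edgeR, with 1, 1, 0 and 0, then 1, 0, 1 and 0, then 0, 2, 5 and 5, then 1, 2, 2 and 1, then 2, 1, 4 and 4 genes at an unadjusted p under 0.05, and DESeq2 called 1 root marker at 11 days. NRT2.1, a nitrate transporter gene, was lower in WT than in tpst in roots (-4.75, SE 0.3) and shoots (-3.24, SE 0.409).

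The study named 8 bZIP genes from these samples, so the counts are not independent evidence. In shoots 2, 1, 3 and 5 rose and 0, 0, 1 and 2 fell at 30 min, 2 h, 5 h and 11 days (the same when adjusted over the list alone), and in roots 2 rose at 11 days and 1 fell at 2 h. BZIP54 rose at 30 min (1.03, SE 0.176) and 5 h (1.62, SE 0.177), BZIP56 at 2 h (1.55, SE 0.188), and BZIP44 fell at 5 h (-1.11, SE 0.188). In shoots 1 of 2, 1 of 1, 3 of 4 and 5 of 7 of these calls held without any 1 library, and in roots 0 of 1 at 2 h and 0 of 2 at 11 days.

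A hypothesis tested here is that PSK for 11 days moves tpst toward WT. The covariance of the log2 fold changes of 11 days of PSK and of WT, both against the same untreated tpst, was 0.0952 in shoots and 0.118 in roots, against 0.0402 to 0.045 and 0.0427 to 0.0467 in 10 simulations of unchanged groups that share controls. At the other times the covariance with WT was 0.0333 at 30 min, 0.0366 at 2 h and 0.0443 at 5 h in shoots (simulated 0.0406 to 0.0446, 0.0392 to 0.0457 and 0.0405 to 0.0459) and 0.0618, 0.026 and 0.112 in roots (0.0432 to 0.0478, 0.0442 to 0.0476 and 0.0441 to 0.0491), so that shoots at 30 min and 2 h and roots at 2 h lay below the simulations. At 11 days in shoots 63 genes were up in both (18 by chance) and 229 down in both (68.8), with 70 up with PSK and down in WT and 29 the other way, and in roots 41 (8.16) and 58 (5.1), with 11 and 9 in opposite directions. No chance value was computed for opposite directions, so these counts do not show that such changes were fewer than chance. The chance values here and below take the comparisons as independent, though they share the untreated libraries. The correlation was 0.164 in shoots and 0.331 in roots, against simulated means of 0.494 and 0.496. The simulated groups held no changed genes, so their correlation comes from the shared controls alone. It is no reference for a real correlation, here or below, and no conclusion is drawn from that comparison. Without the third untreated root library the covariance in roots was 0.139 (simulated 0.0696 to 0.0771), which argues against shoot tissue in that library as its source. The covariance of 0.0952 and 0.118 exceeds that of the simulated shared controls. The simulations drew each gene independently, so their range may be too narrow for genes that vary together, and values at other times lay below it. Whether PSK moves part of the response toward WT is therefore not decided, and the hours of collection of the groups are not stated. Between 5 h and 11 days, 995 genes were up in both (111 by chance) and 1062 down in both (148) in shoots, with a correlation of 0.831 against a simulated mean of 0.497 and a covariance of 0.667, and in roots 183 (3.16) and 97 (1.74), with 0.85 against 0.508 and 0.214.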
